# IκBα controls dormancy in hematopoietic stem cells via retinoic acid during embryonic development

**DOI:** 10.1038/s41467-024-48854-5

**Published:** 2024-06-01

**Authors:** Roshana Thambyrajah, Maria Maqueda, Muhammad Zaki Fadlullah, Martin Proffitt, Wen Hao Neo, Yolanda Guillén, Marta Casado-Pelaez, Patricia Herrero-Molinero, Carla Brujas, Noemi Castelluccio, Jessica González, Arnau Iglesias, Laura Marruecos, Cristina Ruiz-Herguido, Manel Esteller, Elisabetta Mereu, Georges Lacaud, Lluis Espinosa, Anna Bigas

**Keywords:** Haematopoiesis, Histone post-translational modifications, Haematopoietic stem cells

## Abstract

Recent findings suggest that Hematopoietic Stem Cells (HSC) and progenitors arise simultaneously and independently of each other already in the embryonic aorta-gonad mesonephros region, but it is still unknown how their different features are established. Here, we uncover IκBα (*Nfkbia*, the inhibitor of NF-κB) as a critical regulator of HSC proliferation throughout development. IκBα balances retinoic acid signaling levels together with the epigenetic silencer, PRC2, specifically in HSCs. Loss of *IκBα* decreases proliferation of HSC and induces a dormancy related gene expression signature instead. Also, IκBα deficient HSCs respond with superior activation to in vitro culture and in serial transplantation. At the molecular level, chromatin regions harboring binding motifs for retinoic acid signaling are hypo-methylated for the PRC2 dependent H3K27me3 mark in IκBα deficient HSCs. Overall, we show that the proliferation index in the developing HSCs is regulated by a IκBα-PRC2 axis, which controls retinoic acid signaling.

## Abstract (web summary)

Hematopoietic stem cells are generated during development, though how and when they become dormant long term-HSCs remains unclear. Here they show that retinoic acid receptor levels are regulated by a IκBα-PRC2 axis in HSCs, and that *IκBα* KO mice have HSCs that are fewer in number, but functionally and molecularly more dormant.

## Introduction

HSCs can replenish the adult blood system by generating mature blood cells of all lineages through intermediate stages of multipotent progenitors^1^. Understanding the molecular programming underlying the formation of HSCs during development is critical to improve the feasibility of generating them from Pluripotent Stem cells, or through re-programming of somatic cells to treat blood malignancies^2^. Blood stem and progenitor cell (HSPC) emerge through trans-differentiation of specialized endothelial-like cells, termed hemogenic endothelium (HE), and the first cells capable to regenerate the hematopoietic system are found in the Aorta-Gonad-Mesonephros (AGM) region between embryonic day (E) 10.25 and 11.5 in the mouse embryo^3–5^ and accumulate as intra-aortic hematopoietic clusters (IAHC) within the ventral wall of the dorsal aorta (vDA, DA)^6–8^.

Hemogenic potential in the DA can be readily identified by the expression of transcription factors such as *Gata2* and *Gfi1*^9–12^ and a few cells in IAHC co-express markers associated with HSC activity. Some of the IAHC that are cKIT and CD41 positive (Pre-HSCs/T1 HSCs), gain HSC-specific markers, including CD45, SCA1, and EPCR (CD201/PROCR) (T2 HSCs)^13^. From the AGM, the first HSCs migrate to the FL by E12.5 to amplify and acquire an adult HSC phenotype^14^. There, the hematopoietic hierarchy is first evident, and a pool of long-term HSCs (LT-HSCs, LSKCD48-CD150+) resides at its apex.

Recent studies indicate that (LT-) HSC and HPCs fate is already segregated in the AGM and that the fetal liver merely serves as a niche for their amplification as separate populations, with the (LT)-HSCs pool remaining smaller than the extensively proliferating HPC pool^15–17^. Signals that allow this segregation, and how these LT-HSCs protect their integrity, would help to understand this process. Studies in the adult bone marrow describe two subtypes of LT-HSCs, a small pool of LT-HSCs is classified as dormant, the most naïve state of HSCs, whilst the rest of the LT-HSCs are active and ready for cycling. The dormant LT-HSCs divide slower, have a lower metabolic rate, and respond with a delayed repopulation/activation capacity when transplanted, although they possess the most potent capability to regenerate the hematopoietic system under stress conditions.

However, it is unknown how, and at which developmental stage(s) this dormant state is induced. The main known regulator that acts as a switch between these states in the adult bone marrow is retinoic acid (RA) signaling^18,19^, next to IFNα^20–22^. Intriguingly, RA has also been linked to HSC activity in the AGM, and LT-HSC mobilization in the adult bone marrow^23–26^, indicating that signals that regulate the pool of inactive/dormant HSC in the adult might already be established in the AGM. Moreover, several inflammatory cytokines contribute to HSPC formation in the AGM^27^ and often convene on NF-κB activation^28–30^.

In this context, IκBα (*Nfkbia*) has a well-established role as a repressor of NF-κB factors such as p65 (*RelA*) and p50 (*Nfkb1*) mainly in the cytoplasm, but also as a terminator of the signal activation by escorting p65 out of the nucleus^31^. Yet, IκBα itself can exert gene regulation by direct interaction with chromatin. Chromatin-bound IκBα regulates stem cell-specific genes in association with elements of the polycomb repression complex 2 (PRC2), which catalyzes the histone mark H3K27me3, at specific genetic loci, e.g., in intestinal and germline stem cells^32–34^.

Here, we uncover a specific reduction of LT-HSCs in the *IκBα* knockout newborn pups. This defect is manifested at the FL stage already, and traceable to the first emerging HSCs in the E11.5 AGM, without affecting the general HPC population. We present data indicating that IκBα exerts a PRC2-dependent function in this system, and specifically regulates the RA signaling pathway. In support of our findings, we find IκBα binding to the promoter of *Rarα* and *Rarγ,* and their gene expression levels are up-regulated upon IκBα loss in purified LT-HSCs. In parallel, we detect decreased levels of the PRC2-dependent H3K27me3 mark at discreet loci that enrich for the RARα, RXRα, and RXRγ motifs, further suggesting that loss of IκBα -PRC2 interactions widely affects RA signaling in *IκBα* KO LT-HSCs. In addition, the *IκBα* KO LT-HSCs manifest a dormancy signature at the molecular level, and functionally, they display a slow-cycling and dormant behavior in Ki67 and BrdU labeling experiments. The dormancy phenotype is also evident in transplantation assays, where recipients of purified *IκBα* KO LT-HSCs show a delay to reach blood chimerism to WT levels. In fact, consistent with the re-mobilization of dormant cells, *IκBα* KO LT-HSCs outperform WT LT-HSCs in terms of blood chimerism in secondary and tertiary recipients.

Overall, we identify a nuclear IκBα-PRC2 interactions as a regulatory axis controlling the balance between HSC proliferation and dormancy, starting from the AGM stage of HSC ontogeny.

## Results

### NF-κB signaling is significantly enriched throughout HSC ontogeny

To understand the precise involvement of the inflammatory signaling pathways throughout HSC ontogeny, we scrutinized a publicly available dataset of single-cell sequencing of HSCs at various stages of development, i.e., AGM, FL, and bone marrow^13^. Cells clustered according to their cell fate, with AGM endothelial cells (EC) situated at the opposing end to the bone marrow HSCs (Fig. 1A). In between these two fates, the T1/T2 HSC of the AGM, and the FL HSCs (E12.5 and E14.5) formed a continuum towards the bone marrow HSCs (Fig. 1A).

**Fig. 1:**
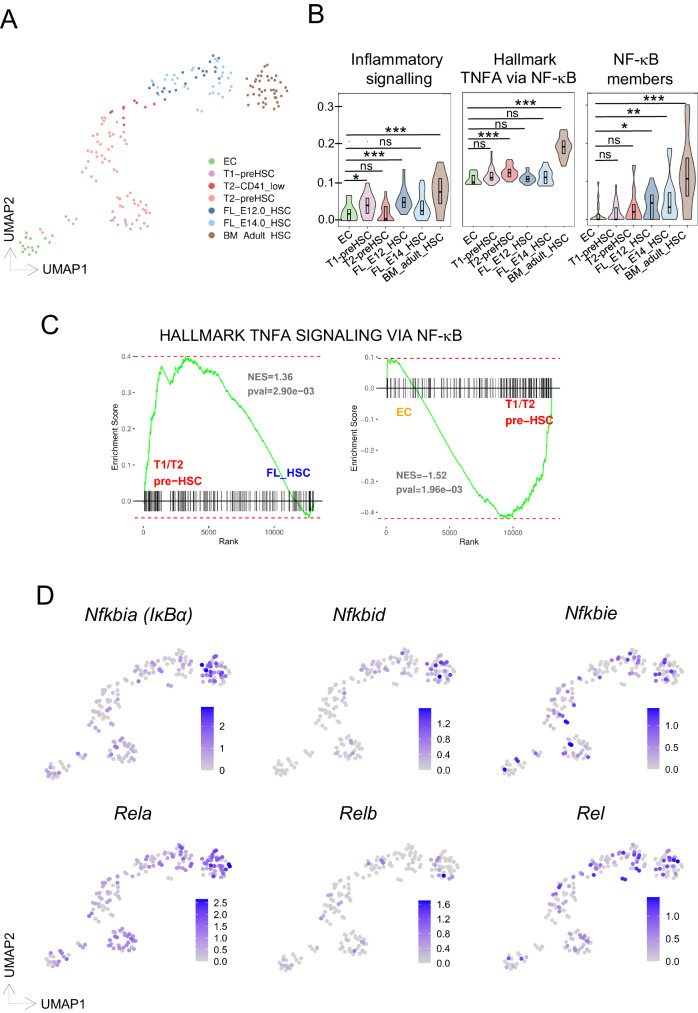
NF-κB signaling is enriched in AGM-derived HSCs. **A** UMAP projection colored by scRNAseq clusters where different HSC populations are highlighted. Single-cell RNA-sequencing data derived from Zhou et al.^13^. EC = CD31+Cdh5+CD41-CD43-CD45-; T1 PreHSC = CD31+cKIT+CD41^low^CD201^high^*CD45-***;** T2 PreHSC = CD31+cKIT+CD201^high^*CD45*+**;** E12 FL-HSC= lin-SCA+CD201^high^Mac1^low^; E14 FL-HSC = CD45+CD201CD48-CD150+; adult BM-HSC= lin-SCA1+cKIT+CD135-CD34- CD48-CD150+ (**B**), enrichment score analysis of indicated HSC populations for inflammatory, NF-κB pathway and NF-κB signaling molecules. Boxplot shows indicate the upper- (75%) and lower- (25%) percentile, with the median value shown as a solid black line. Statistical significance determined with a two-sided *t*-test. No adjustments were made for multiple comparisons. *** < 0.001, ** < 0.01, * < 0.05 (**C**), GSEA results comparing T1/T2 HSC cells to FL-HSC (left) or endothelial cells (EC) to T1/T2 HSC for correlation to the Hallmark “TNFA_SIGNALING_VIA_ NF-κB” gene set. The indicated *p*-value is a nominal *p*-value obtained from GSEA. **D** UMAP projection colored by the expression of selected genes from the NF-κB signaling pathway.

We assessed these different HSC populations specifically for gene expression levels of inflammatory signaling and NF-κB signatures (Fig. 1B, Supplementary Data 1), and found its enrichment to increase from early HSC stages to bone marrow LT-HSCs, with a subtle decrease at fetal stages. Altogether, these findings indicate a dynamic involvement of inflammatory pathways from (pre-) HSC stages to phenotypically adult HSC development.

We next compared the status of NF-κB signaling activity at the early developmental stages by performing Gene Set Enrichment Analysis (GSEA). Ranked T1/T2 HSC vs E12/14.5 fetal liver (FL-HSC) and EC vs T1/T2 HSC differentially expressed genes significantly correlated to the hallmark “Tnfa signaling via NF-κB” (Fig. 1C and Supplementary Data 1). Subsequently, we examined the expression profile of specific NF-κB signaling elements across identified cell populations (Fig. 1D, Supplementary Fig. S1) finding more cells in the adult bone marrow HSCs showing higher expression of these genes. Nevertheless, some cells in the T1/T2 and FL-HSC populations also expressed NF-κB signaling elements *RelA*, *Rel*, *Nfkbia*, and Nfkbie, supporting a role for NF-κB in mouse HSC development, as previously shown for HSPC generation in zebrafish^30^.

### The number of LT-HSCs is reduced in the hematopoietic sites of *IκBα* KO

To examine the putative effect of NF-κB over-activation in HSC development, we took advantage of the *IκBα* KO mice which show normal embryonic development but then succumb to death beyond 7 days after birth due to massive inflammation^35,36^. We analyzed the stem cell compartment of *IκBα* deficient mice at early postnatal stages (postnatal days 5 and 6, P5/6) in the liver and bone marrow and FL at E14.5 (Fig. 2A).

**Fig. 2:**
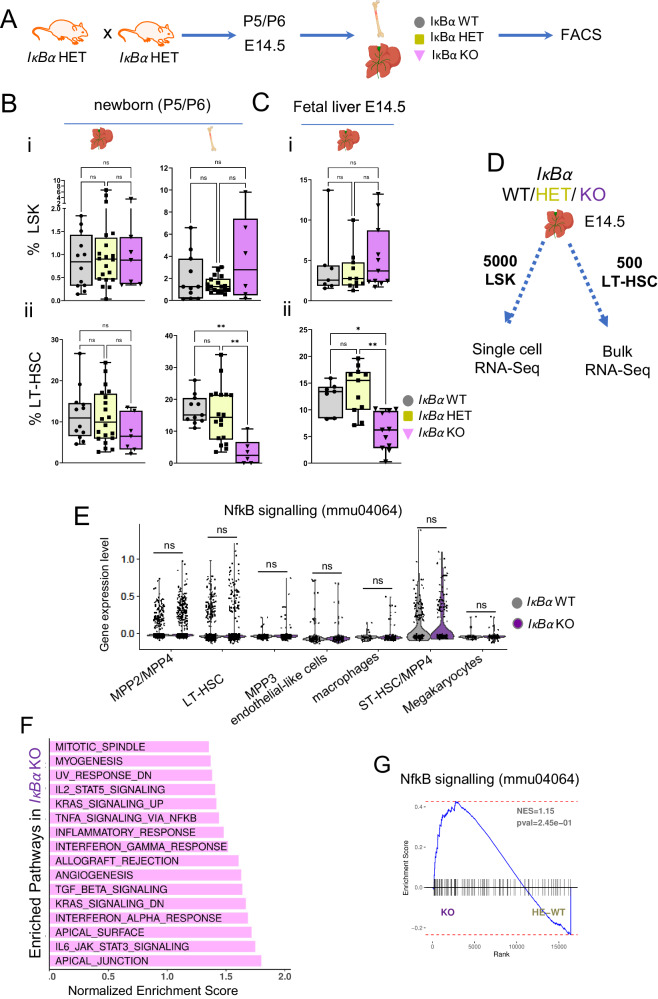
*IκBα* loss leads to decreased numbers of LT-HSCs at newborn and fetal stages. **A** Scheme of the mouse mating to obtain *IκBα* WT, HET, and KO hematopoietic tissues. **B** Box plot with individual values of the frequency of (**i**) LSK (lin-SCA1+cKIT+) in the liver or bone marrow of newborn (P5/6) both obtained from *n* = 39 pups in 5 independent experiments and, (**ii**) LT-HSCs (LSKCD48-CD150+) from the previous gate (LSK) in the liver of newborn (P5/6) *IκBα* WT (*n* = 12), HET (*n* = 20) and KO (*n* = 7) and in the bone marrow of newborn (P5/6) *IκBα* WT (*n* = 11), HET (*n* = 18) and KO (*n* = 6). **C** Box plot with individual values of the frequency of (**i**) LSK in the fetal liver of E14.5 *IκBα* WT (*n* = 7), HET (*n* = 11) and KO (*n* = 11), and (**ii**) LT-HSCs (LSKCD48-CD150+) in E14.5 *IκBα* WT (*n* = 7), HET (*n* = 11) and KO (*n* = 11), both cased obtained from *n* = 19 embryos in 3 independent experiments. Statistical test for (**B**), (**C**): unpaired two-tailed Dunn’s non-parametric all-pairs comparison test after Kruskal–Wallis test (**p-value < 0.01, *p-value < 0.05, ns *p*-value > 0.05). Boxplots show the median (center line) first and third quartiles (box limits), and whiskers extend to minimum and maximum values. **D** Scheme illustrating the two strategies followed to explore the molecular changes in *IκBα* WT, HET, and KO. E14.5 FL were FACS sorted to obtain 5000 LSK cells for single-cell RNA-sequencing and 500 cells/sample of LT-HSCs for bulk RNA-sequencing. *n* = 4 embryos per genotype. **E** Violin plots with individual values depicting the expression levels from scRNAseq data of genes from NF-κB signaling (KEGG ID mmu04064) signature within each annotated cell population. Statistical test: two-tailed Wilcoxon rank sum test (ns *p*-value > 0.05). **F** Bar plot depicting significantly enriched MSigDB HALLMARK pathways in *IκBα* KO against WT/HET genotypes with positive Normalized Enrichment Score (NES), identified by GSEA from the bulk RNA-seq data (Benjamini–Hochberg procedure (FDR) adjusted p-value < 0.05). Bars sorted by NES. **G** NF-kB signaling signature (KEGG ID mmu04064) GSEA over the bulk RNA-seq data comparing *IκBα* WT/HET and KO LT-HSCs. Indicated *p*-value is a nominal *p*-value obtained from GSEA. Source data are provided as a Source Data file. **A**–**D** created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

All genotypes showed comparable numbers of cellularity in the bone marrow and (fetal/newborn) liver (Supplementary Fig. S1B), and all blood lineages were present in the *IκBα* KO newborn, albeit mild but significant lineage skewing (Supplementary Fig. S1C), as previously reported^37,38^. The frequency of the LSK was comparable between the genotypes in the E14.5 FL, and the newborn liver and bone marrow (Fig. 2i, Ci and Supplementary Fig. S2A). However, the number of LT-HSCs was significantly reduced in newborn BM and E14.5 fetal liver of *IκBα* KO (Fig. 2Bii, Cii and Supplementary Fig. S2A and B).

Since the loss of the NF-κB signaling downstream effector, p65, in mice is embryonic lethal at 15-16 days of gestation and is characterized by an enormous degeneration of the fetal liver by apoptosis^39^, we evaluated the cellularity, and the NF-κB signaling activity status of the FL in *IκBα* KO at E16.5. We did not detect any significant alterations in cell number, appearance, or weight between the genotypes (Supplementary Fig. S1B and S3A). Additionally, we checked the NF-κB activity status by IHC for p65 in *IκBα* deficient FL and detected lower numbers of nuclear p65 in *IκBα* KO (Supplementary Fig. S3B, C). These findings are in line with the initial study of the *IκBα* KO phenotype, where the authors found no, or variable levels of NF-κB over-activation in different cell types, due to the IκBα function as NF-κB inhibitor being compensated by IκBβ^39^.

Occasionally, *IκBα* KO mice survive to adulthood for unexplained reasons, and even in these rare survivors, we detected a reduction in LT- HSCs numbers (Supplementary Fig. S3D). Finally, we did not find any statistically significant changes between *IκBα* WT and HET regarding contribution to the LSK and LT-HSC population (Fig. 2B, C).

### FL LT-HSCs retain an AGM-specific gene expression profile in *IκBα* KO

To define the molecular alterations in the stem cell compartment in *IκBα* KO, we followed two complementary strategies and used the E14.5 FL as the source for the cells. We either sorted 5000 LSK cells from *IκBα* WT or KO for single-cell RNA-sequencing to estimate alterations across different (stem) blood lineages, and in parallel, we purified 500 WT, HET or *IκBα* KO LT-HSCs (LSK/CD150+CD48-) by FACS to perform bulk RNA-seq for detailed transcriptomic analysis of the samples (Fig. 2D, Supplementary Data 2 and 3). 

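For the bulk RNA-seq, the data of 8 samples were analyzed, 3 from *IκBα* WT, 3 from HET and 2 from KO embryos. LT-HSCs are the long-term repopulating fraction of the hematopoietic stem cells, and each sample held 500 of them sorted from fetal liver at E14.5. The methods state that one further KO sample was discarded because of its sequencing quality. The legend of Fig. 2D gives 4 embryos per genotype, and all 8 samples are used here. WT1, WT2 and HET1 were from male embryos, and WT3, HET2, HET3, KO1 and KO2 were from female embryos, so both KO samples were female. The sample labels record total RNA as the starting molecule for the 3 male samples and polyadenylated RNA for the 5 female samples, whereas the methods name one extraction and library protocol for all of them. Sex and this label therefore coincide in every sample and their effects cannot be told apart. The authors trimmed the reads, aligned them to GRCm38 with STAR, kept the uniquely mapped ones and counted them per gene with the same tool. Reads on overlapping genes, or shared with near-identical copies, are uncertain in such counts, and the paper's text does not name the strand column used. The totals counted on genes were 19609364, 20640091 and 21720972 reads in WT1, WT2 and WT3 (median 20640091), 19394401, 21409493 and 19714184 in HET1, HET2 and HET3 (median 19714184), and 17895973 and 19946096 in KO1 and KO2. The methods give an average of 32 M sequenced reads per sample, and the values here use the counted reads. At these totals, 3 reads correspond to between 0.138 and 0.168 CPM (counts scaled to a common library size), the smallest level the depth can show. The reads carry no molecular identifiers, so this floor covers counting error only, not losses and amplification from the small number of cells. No 2 samples of a genotype had counts within sampling noise of each other, with a chi-square per gene from 22.8 between WT1 and WT2 to 336 between WT2 and WT3.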

Within the single-cell RNA-seq data set of the LSK, we assigned cell identity based on previous studies (Supplementary Fig. S4A–C, Supplementary Data T2)^40^ and confirmed the cell identity assignment by ordering the cells in a pseudo-time trajectory based on their overall transcriptomic profile (Supplementary Fig. S4A–C).

Both, the *IκBα* WT and KO cells contributed to all hematopoietic stem and progenitor populations (Supplementary Fig. S4D). We performed differentially expressed genes (DEG) analysis for all the sub-populations of the LSK by comparing the levels of gene expression in the single cells between *IκBα* WT and KO and determined if a significant number of cells were consistently expressing a given gene at distinct levels (Supplementary Data 2). We then queried if the NF-κB pathway was over-activated in any of the stem cell/progenitor populations in the *IκBα* KO. Thus, we plotted the levels of gene expression for genes that are identified as NF-κB related (KEGG pathway ID mmu04064) across the entire LSK populations separated by their genotype, *IκBα* WT, and KO. Although in some instances, i.e., LT- and ST-HSCs, there might be a few more cells in *IκBα* KO that have higher levels of this signature, statistical tests rendered them insignificant (Fig. 2E and Supplementary Fig. S4E).

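From the raw counts, differential expression between KO and the pooled WT and HET samples was computed with edgeR's quasi-likelihood test after TMM normalization, with sex and genotype in the model, and p-values were adjusted by the Benjamini-Hochberg method. The methods pool the same samples and fit the same covariates with DESeq2, which is used here as an alternative. With both KO samples female, the KO fold change in these models compares KO with the female WT and HET samples. The male samples enter through the normalization and the dispersion. CPM values are normalized with the TMM factors. The deleted gene is *Nfkbia* (*IκBα*, ENSMUSG00000021025), a protein-coding gene on the minus strand of chromosome 12 of GRCm38, from 55489410 to 55492647. It had 1 read in KO1 and 0 reads in KO2, both under the floor of 3 reads. Its level was 45.5 ± 22.1 CPM (SD, n = 3) in WT and 22.2 ± 7.33 CPM (SD, n = 3) in HET. The HET samples ranged from 14.4 to 29.0 CPM and overlapped the WT samples, which ranged from 23.4 to 67.7 CPM. Set against the floor, *Nfkbia* was at least 229.6-fold lower in KO than in the mean of the 6 WT and HET samples. Both KO samples lay under all 6 others (exact permutation test, two-sided, p = 0.0714, the smallest p that 2 samples against 6 allow). Over the 20610 genes tested, its adjusted p-value from edgeR's test was 0.0862.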

Next, we analyzed the transcriptional changes in the LT-HSC by bulk RNA-seq of purified LT-HSCs. 

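A principal component analysis of the authors' normalized and sex-corrected expression values, with all 20610 genes centered and scaled, put 47.7% of the variance on PC1 and 13.7% on PC2. On PC1 the KO samples had scores of 182 (KO1) and 79.2 (KO2). The WT samples scored 5.82 (WT1), 22.2 (WT2) and -67.9 (WT3), and the HET samples scored -128 (HET1), -4.31 (HET2) and -88.5 (HET3). Both KO samples thus lay above all 6 WT and HET samples, where 7.14% of the ways to choose 2 of 8 samples put them together at either end. The correction for sex is estimated from the WT and HET samples alone. It held the genotypes fixed, so the 8 samples are not exchangeable and the 7.14% is no chance rate for this separation. Restricting the analysis to the 500 most variable genes moved the share of PC1 most, to 82.5%. Without the correction for sex, on log2 CPM with a prior count of 2, PC1 carried 48.2% of the variance and no longer separated the genotypes. There WT2 (115) and WT1 (99.4) lay beside KO1 (104), and KO2 (9.23) lay between these and HET1 (-18.1), HET2 (-58.3), WT3 (-113) and HET3 (-139).

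**Figure D1:**
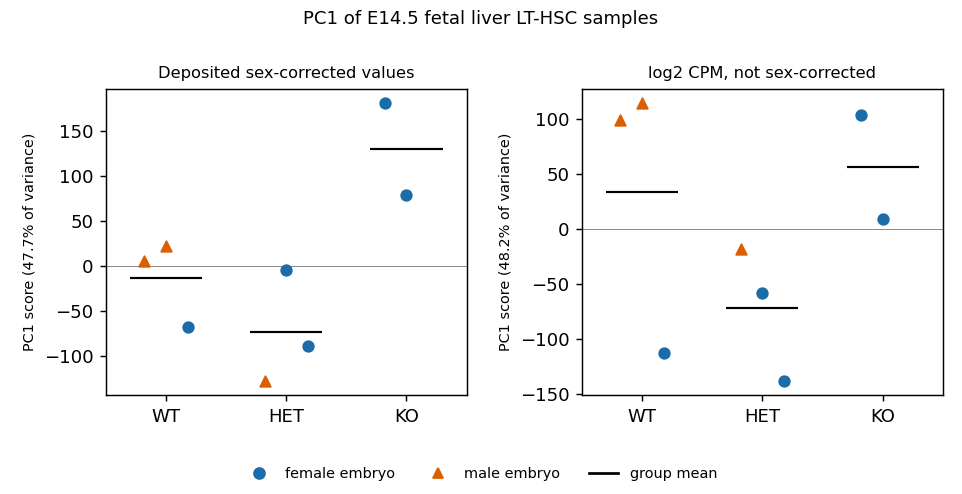
PC1 score of each sample (vertical axis, no unit) by genotype, for the authors' sex-corrected values (left) and for log2 CPM without that correction (right). Circles are female and triangles male embryos, and lines are group means. The KO samples lie above the 6 others on the left only. On the right, the male WT samples reach 99.4 and 115, beside KO1 at 104.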

Principal component analysis (PCA) showed samples grouping based on their genotype, particularly, PC1 (48% total variance) separated WT/HET and KO samples (Supplementary Fig. S4F and G). A total of 1476 differentially expressed genes between KO and *IκBα* WT/HET were detected (shrunken logFC > 1 FDR adjusted *p*-value < 0.05) with 92% of them being up-regulated (Fig. 3A, Supplementary Data 3). 

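With edgeR's quasi-likelihood test, 0 of the 20610 genes passed an adjusted p-value of 0.05 together with an absolute log2 fold change of 1 between KO and WT/HET. At an unadjusted p-value under 0.05 there were 5196 genes, where 1030 are expected by chance, and the lowest adjusted p-value was that of *Nfkbia*. Of the 3004 genes that combined an unadjusted p-value under 0.05 with an absolute log2 fold change over 1, 2527 (84.1%) were higher and 477 were lower in KO. The tool moved the number of called genes most. DESeq2's Wald test called 1825 genes before shrinkage of the fold changes, and 1463 genes after apeglm shrinkage, the procedure of the methods. Of the 1463 genes, 1340 (91.6%) were higher and 123 were lower in KO. Both KO samples lay above all 6 WT and HET samples for 628 genes (3.05%) and below them for 368 genes (1.79%), where chance gives 3.57% in each direction. Of the 1463 genes called with apeglm, 101 had both KO samples beyond all 6 others in the direction of the call, and 1457 had both beyond the 3 female WT and HET samples. Without sex in the edgeR model, 412 genes had an unadjusted p-value under 0.05, and 50.9% of those that also changed by over 1 on the log2 scale were higher in KO.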

Interestingly, genes that were over-expressed in *IκBα* KO are genes involved in several inflammatory pathways, including “TnfA signaling via NFκB” (Fig. 2F). Nevertheless, a GSEA for the KEGG gene set of NF-κB (mmu04064) did not show a significant overall enrichment of this pathway in *IκBα* KO LT-HSCs (Fig. 2G). Moreover, we only found a few (16 out of 105) significantly DEG from this set in our RNA-seq data (Supplementary Fig. S5A). 

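The Hallmark set of TNFA signaling via NFκB, as listed by the paper in Supplementary Data 1, has 194 genes, of which 177 were among the genes tested. Ranked by the apeglm-shrunken log2 fold change as in the methods, the set had a normalized enrichment score (NES) of 1.41 in KO, with an adjusted p-value of 0.0060 from fgsea over the 20 sets with a score. This p-value rests on permuting genes, which are not independent replicates. The median log2 fold change of the 177 genes was 0.67, and 117 of them were higher in KO. Among 10000 random lists of as many genes with matched mean expression, whose median was 0.18, this median lay at percentile 100. The camera test of limma, which allows for correlation between genes, gave an adjusted p-value of 0.561. Restricting the ranking to genes with at least 10 reads in every sample raised the NES to 2.05 (adjusted p = 4.0e-07), and ranking by edgeR's log2 fold change lowered it to 0.94 (adjusted p = 0.771). With the replicate number as a block it was -3.13 (adjusted p = 0.0510), and without HET3 it was 1.18 (adjusted p = 0.202, both fgsea). The median difference of the set between the KO and the male WT samples was -0.13 on the log2 scale.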

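The 16 genes of the KEGG NF-κB set named in Supplementary Fig. S5A were *Cxcl12*, *Nfkbia*, *Map3k14*, *Tnfrsf13c*, *Plcg1*, *Tnfrsf1a*, *Plcg2*, *Prkcq*, *Icam1*, *Traf1*, *Ltbr*, *Relb*, *Ticam2*, *Ticam1*, *Lck* and *Syk*. With edgeR's test, 0 of the 16 passed the threshold over all genes (adjusted p-values from 0.0862 to 0.166), and all 16 had an unadjusted p-value under 0.05. Adjusted over the list alone, the p-values were 6.7e-05 to 0.0285, but the list was chosen by the paper from these data, so this second range says nothing about stability. DESeq2 with apeglm called all 16. In KO, 14 were higher and 2 were lower, *Nfkbia* and *Cxcl12*. *Relb* (chromosome 7, 19606217 to 19629438) had 18.2 and 14.7 CPM in KO1 and KO2 and at most 13.9 CPM in the WT and HET samples, with a log2 fold change of 2.65 (standard error 0.586, adjusted p = 0.148, edgeR). *Ticam1* (chromosome 17, 56269319 to 56276786) had 9.20 and 10.2 CPM in KO and at most 6.10 CPM in the others, with a log2 fold change of 1.44 (standard error 0.343, adjusted p = 0.148, edgeR). These and *Nfkbia* were the 3 genes of the list whose KO samples did not overlap the 6 others (exact permutation test, two-sided, p = 0.0714 for each), where chance gives 3.57% in each direction. Of the 16 genes, 15 were higher in male than in female samples in the same model, among them *Nfkbia*, which was lower in KO.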

We reason that although elements of inflammatory signaling pathways are deregulated, this deregulation is not the main transcriptional change occurring in *IκBα* KO.

**Fig. 3:**
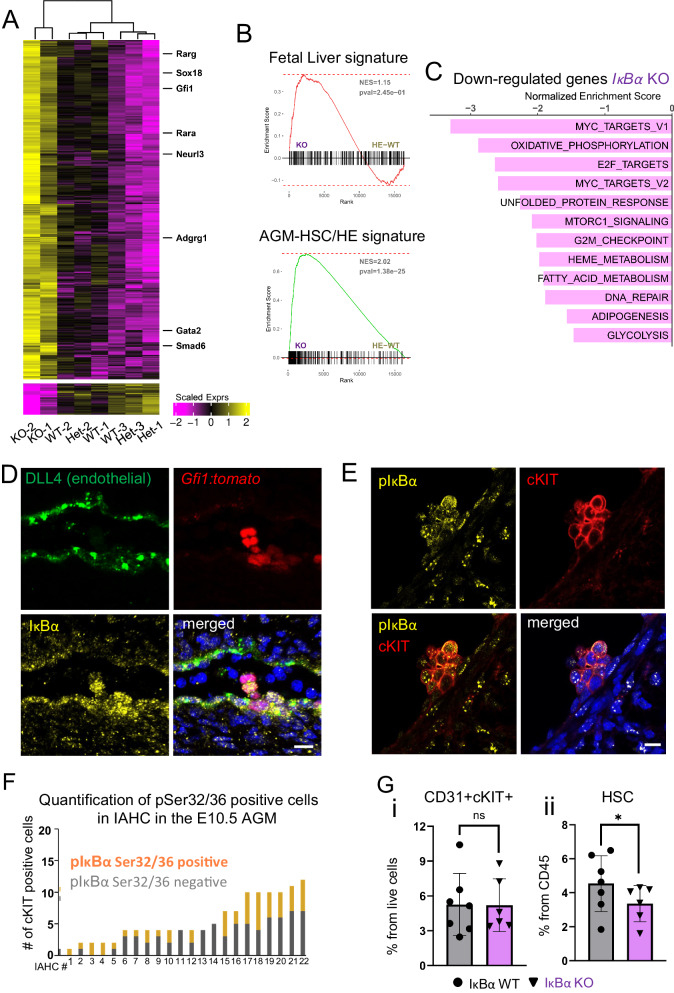
*IκBα* KO LT-HSCs maintain an AGM-specific HSC gene expression program. **A** Heatmap of 1476 differentially expressed genes (DEGs) from the comparison of *IκBα* KO against WT/HET samples. DEGs were called with absolute shrunken logFC > 1 and adjusted *p*-values (Benjamini–Hochberg procedure, FDR < 0.05). A Wald-test was applied for DEG analysis. **B** GSEA comparing *IκBα* WT/HET and KO LT-HSCs bulk RNA-seq data against the top 300 genes defining (top panel) fetal liver LT-HSCs signature (Manesia et al.^42^) or (bottom panel) AGM HSCs (Thambyrajah et al. 2023)^74^. Indicated *p*-value is a nominal *p*-value obtained from GSEA (**C**), Bar plot depicting significantly enriched MSigDB HALLMARK pathways in *IκBα* KO compared to WT*/*HET with negative Normalized Enrichment Score (NES) and identified by GSEA from the bulk RNA-seq data (Benjamini–Hochberg procedure (FDR) adjusted *p*-value < 0.05). **D** IHC on E11.5 (43–45 s) sagittal AGM section for endothelial marker (DLL4, green) and IκBα (yellow) and DAPI (blue) on *Gfi1:tomato* (red) embryos. Representative image from *n* = 4 WT and 5 KO AGM 12 um sections derived from 2 embryos for each genotype. Scale bar: 20 μm. Imaged using an SPE (Leica) with a 20× oil lens. **E** IHC on E11.5 (42–45 somites) cross-section of AGM for pSer32/36 IκBα (yellow), cKIT (red), and DAPI (blue). Scale bar: 10 μm. Images were taken using an SPE (Leica) with a 20× oil lens and processed using Imaris. **F** Bar chart depicting the number of p-IκBα Ser32/36 positive cells within cKIT+ IAHC at E10.5 (12 embryos of 33–36 somites). Each bar represents one IAHC. Counts were performed manually. Imaged using an SPE (Leica) with a 20x oil lens. **G** Bar chart depicting individual values for the frequency of (**i**) cKIT+(IAHC) in CD31+ cells and (**ii**) SCA1+EPCR+ positive cells within IAHC of E11.5 (42–46 somites) AGMs of *IκBα* WT (*n* = 7) and KO (*n* = 6) in 3 independent experiments. Statistical test: Multiple linear regression model with Experiment and Genotype covariates, significance obtained from applying t-test to corresponding model coefficient estimate (*p-value < 0.05, ns *p*-value > 0.05). Bars indicate mean values and error bars refer to ± standard deviation. Source data are provided as a Source Data file.

Instead, we recognized that several elements of the up-regulated pathways in *IκBα* KO LT-HSCs, including “Interferon alpha,” “IL-6/JAK/STAT”, “Tgf-beta signaling”, and “angiogenesis” (Fig. 2F and Supplementary Data 3) are critical for embryonic AGM-associated HSCs. 

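The Hallmark lists for these pathways are not used here, and mouse Reactome sets for the same processes were tested in their place by fgsea on the shrunken fold changes. Interferon gamma signaling, with 82 of its 114 genes tested, had an NES of 1.65 (adjusted p = 5.9e-04, fgsea) and a median log2 fold change of 1.40, with 68 of 82 genes higher in KO. For interferon alpha/beta signaling only 13 of 27 genes were tested, and the NES was 1.44 (adjusted p = 0.0956). Interleukin-6 signaling had the same adjusted p-value with an NES of 1.45, and 8 of its 9 tested genes were higher. VEGF signaling, taken for angiogenesis, had an NES of 1.33 (adjusted p = 0.0874) and a median log2 fold change of 0.35 over 97 genes. TGF-beta receptor signaling had an NES of 0.68 (adjusted p = 0.936) and a median of 0.03 over 67 genes. Among random lists matched on expression, the medians lay at percentile 100 for interferon gamma, 98.7 for interferon alpha/beta, 96.4 for interleukin-6, 99.99 for VEGF and 86.4 for TGF-beta. With limma's camera test, the adjusted p-values of these 5 sets lay between 0.440 and 0.567. Ranked by the signed root of edgeR's F statistic, VEGF had an NES of 1.83 (adjusted p = 1.2e-04, fgsea). Interferon alpha/beta then had 1.73 (adjusted p = 0.0135) and interleukin-6 had 1.67 (adjusted p = 0.0206). By DESeq2's Wald statistic, the fgsea adjusted p-values of VEGF, interferon alpha/beta and interleukin-6 were 7.8e-04, 0.0285 and 0.0236. By edgeR's log2 fold change, their NES fell to 1.21, 1.31 and 1.23 (adjusted p = 0.233, 0.229 and 0.331, fgsea). Without sex in the model, an alternative chosen after the data were seen, the NES of the interferon alpha/beta, interferon gamma, interleukin-6 and TGF-beta sets turned negative, at -1.39, -0.76, -1.22 and -0.94.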

In a previous study, we found that loss of *IκBα* caused retention of embryonic gene expression profile in adult intestinal cells^33^. We therefore examined the expression levels of key embryonic (AGM) HSC-associated genes such as *Smad6*, *Sox18*, *Gpr56* (*Adgrg1*), *Gata2,* and *Neurl3* in our FL data set and found that all of them were significantly up-regulated in the *IκBα* KO FL HSCs (Fig. 3A and Supplementary Fig. S5B). These results suggested that *IκBα* deficiency affected the maturation of the HSCs from the AGM to the FL stage.

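The 6 genes that the paper names here and in Fig. 3A, *Gfi1* included, all had a positive log2 fold change in KO and an unadjusted p-value under 0.05. With edgeR's test over all genes, their adjusted p-values lay between 0.148 and 0.153, and adjusted over the 6 genes alone between 3.2e-04 and 0.0139. As these genes were named from the same data, the second range says nothing about stability. After shrinkage with apeglm, DESeq2 called all 6. With WT alone as the reference edgeR called all but *Smad6*, but with sex in the model this compares KO with WT3, the only female WT sample. *Gata2* (ENSMUSG00000015053, chromosome 6, 88193891 to 88207032) had 159 ± 29.7 CPM (SD, n = 2) in KO and 77.9 ± 54.0 CPM (SD, n = 6) in WT and HET, a log2 fold change of 2.21 (standard error 0.294, adjusted p = 0.148, edgeR). With each sample left out in turn, this fold change stayed between 2.01 (without KO1) and 2.39 (without KO2). The male samples do not set it, because both KO samples are female and sex is in the model. Leaving out a male sample is therefore no test of its stability. *Smad6* (ENSMUSG00000036867, chromosome 9, 63953076 to 64022059) had 11.7 and 7.87 CPM in KO1 and KO2, with a log2 fold change of 2.41 (standard error 0.537). *Neurl3* (ENSMUSG00000047180, chromosome 1, 36264597 to 36274679) had 105 and 65.2 CPM, with a log2 fold change of 3.25 (standard error 0.819). *Sox18* (ENSMUSG00000046470, chromosome 2, 181669836 to 181671640) had 51.8 and 41.6 CPM, with a log2 fold change of 2.92 (standard error 0.848). *Adgrg1* (ENSMUSG00000031785, chromosome 8, 94974751 to 95014217) had 941 and 664 CPM, with a log2 fold change of 1.60 (standard error 0.387). *Gfi1* (chromosome 5, 107716657 to 107726036), which overlaps another gene, had 87.7 and 75.7 CPM, with a log2 fold change of 2.71 (standard error 0.875). For none of the 6 genes did both KO samples lie above all WT and HET samples (exact permutation test, two-sided, p from 0.214 to 0.429). The overlap came from the male WT samples. *Gata2* was at 140 and 148 CPM in WT1 and WT2 and at 28.4 to 76.3 CPM in the other 4, and *Sox18* was at 92.0 and 72.8 CPM in WT1 and WT2 and at 1.25 to 22.0 CPM in the other 4. Without sex in the model, the log2 fold changes were 0.45 for *Sox18*, 0.65 for *Adgrg1*, 0.70 for *Gfi1*, 0.80 for *Neurl3*, 0.90 for *Smad6* and 1.03 for *Gata2*.

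**Figure D2:**
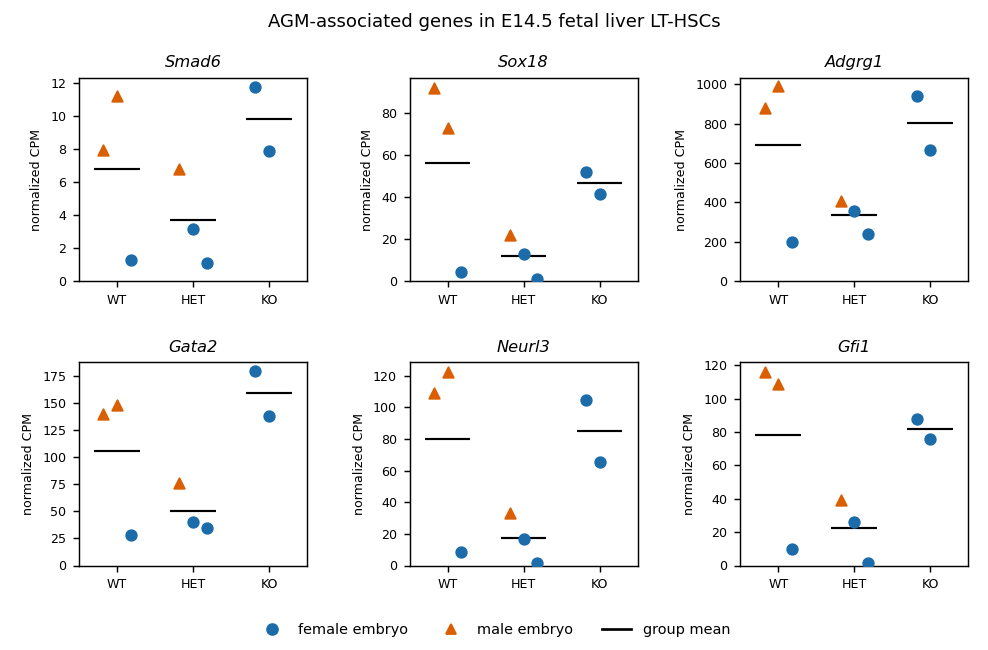
Normalized CPM (vertical axes, linear) of 6 AGM-associated genes in each sample by genotype. Circles are female and triangles male embryos, and lines are group means. The KO samples lie above the female WT and HET samples for all 6 genes, while the male WT samples lie at or above the lower KO sample.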

To evaluate this hypothesis further, we performed GSEA of genes up-regulated in *IκBα* KO LT-HSC against two data sets; one dataset consists of the top 300 genes up-regulated from hemogenic endothelium and HSCs single-cell RNA-seq and are therefore characteristic for nascent AGM HSCs^41^. The second dataset includes an exclusive FL LT-HSC signature^42^. Strikingly, the *IκBα* KO FL LT-HSC correlate at a much higher degree, and significantly with the AGM-associated HSC profile (NES = 2.02, *p*-value < 0.001), than with the FL LT-HSC signature (NES = 1.06, *p*-value > 0.05) (Fig. 3B, Supplementary Fig. S5B) indicating that *IκBα* KO FL LT-HSCs retain a gene signature of the AGM stage. Interestingly, in the significant down-regulated pathways, we find several processes, including MYC-targets, Oxidative phosphorylation, G2M checkpoint, and glycolysis in *IκBα* deficient LT-HSCs (Fig. 3C), reminiscent of quiescent HSCs and indicating a slow-cycling/dormant cell state.

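Reactome sets stood in for the Hallmark pathways of Fig. 3C, whose gene lists are not used here. The set of the citric acid cycle and respiratory electron transport had an NES of -2.61 in KO (adjusted p = 4.7e-15, fgsea), and its 127 tested genes had a median log2 fold change of -0.55, with 11 of them higher. G2/M checkpoint genes had an NES of -2.06 (adjusted p = 1.5e-04) and a median of -0.37 over 51 genes. For E2F-mediated regulation of DNA replication the NES was -2.24 (adjusted p = 1.5e-04) over 27 genes. Translation, tested beside the MYC targets with 147 of its 233 genes, had an NES of -3.00 (adjusted p = 5.8e-28). Glycolysis had an NES of 1.21 (adjusted p = 0.285) but a median log2 fold change of -0.12 over 29 genes, and its NES was -1.04 when the genes were ranked by the signed root of edgeR's F statistic. The mTOR and unfolded protein response sets had NES of -1.21 and -0.75 (adjusted p = 0.259 and 0.862). Among random lists matched on expression, the median log2 fold changes lay at percentile 0 for translation, 0.03 for the citric acid cycle set, 3.57 for E2F, 12.9 for mTOR, 17.2 for glycolysis, 23.9 for G2/M and 52.5 for the unfolded protein response. By limma's camera test, none of these 7 sets had an adjusted p-value under 0.440, and without sex in the model, an alternative chosen after the data were seen, none had an fgsea adjusted p-value under 0.590. The mitotic cell cycle set, with no score on this ranking, had a median log2 fold change of -0.31 over 394 genes, at percentile 1.82 of the matched random lists. The KO samples differed from the male WT samples in the opposite direction, by a median log2 difference of 0.20 for the citric acid cycle set, 0.23 for translation and 0.11 for G2/M checkpoints. The paper describes the down-regulated pathways as reminiscent of quiescent HSCs and as pointing to a slow-cycling or dormant state.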

### *IκBα* KO has reduced cKIT+CD45+SCA1+EPCR+HSC in the AGM

Since we had identified a retention of the AGM HSC signature in *IκBα* KO LT-HSCs of the E14.5 FL (Fig. 3B), and NF-κB activity is already required during AGM hematopoiesis^28–30^ we aimed to study the spatial distribution of *IκBα* by performing Immunohistochemistry (IHC) on E11.5 AGM sagittal sections. We used the *Gfi1:tomato* embryos to enrich for HSC containing IAHC in the AGM^11^.

Besides the expected cytoplasmic staining, we discovered an accumulation of a punctuated and nuclear signal for IκBα mainly in GFI1 positive HE and IAHC (Fig. 3D and Supplementary Fig. S5D). The nuclear localization of IκBα raised the possibility that we were additionally detecting the form of the (nuclear) IκBα that has been previously linked to stem cell function^33,34^. Phosphorylated, nuclear IκBα is protected from degradation by SUMOylation^43^, and is predominantly detected as phosphorylated Ser32,36 IκBα with a specific antibody (p-IκBα). Thus, we examined the presence of p-IκBα in cKIT or GFI1 positive cells and detected nuclear p-IκBα staining mainly in IAHC (Fig. 3E and Supplementary Fig. S5E) with a heterogeneous distribution in around 50% cKIT positive cells (Fig. 3F), strongly suggesting this additional function for IκBα already in the IAHC of the AGM.

We next assessed the impact of *IκBα* deletion in E11.5 AGMs and compared *IκBα* WT and KO by FACS analysis. The frequency of the overall CD31+cKIT+/CD45+ (HSPCs) was not altered in *IκBα* KO embryos when compared with the controls (Fig. 3G(i), Supplementary Fig. S5F). However, when additional markers that restrict this population further to HSCs were included, i.e. by sub-gating for GFI1/EPCR or SCA1/EPCR^13,44,45^ then we detected a significant decline in the percentage of HSCs in the *IκBα* KO (Fig. 3G(ii), Supplementary Fig. S5F and S6A, B). Importantly, classical NF-κB activity was not substantially increased in the IAHC/HSC after loss of *IκBα* as assessed by IHC for p65 and p65 Ser536 (activated form of p65) (Supplementary Fig. S6C–E).

In brief, we detect phosphorylated Ser32,36 IκBα in IAHC and find that the number of HSC precursors in the AGM is lower in *IκBα* KO. This difference in the number of LT-HSCs between WT and KO increases throughout hematopoietic development (Supplementary Fig. S5C), suggesting that the HSCs population in *IκBα* KO does not expand at the same rate as their WT counterpart.

### EZH2 and IκBα interact in IAHC of the AGM

To highlight the pathways that are over- or, under-represented in LT-HSCs of *IκBα* deficient fetal livers, we also assessed which transcription factors are likely to trigger the genes up-regulated in *IκBα* KO LT-HSCs. A GSEA against the ChEA database indicated that the up-regulated genes in *IκBα* KO LT-HSCs are enriched by several factors, but most notably by EZH2, EED, and BMI1, prominent members of the PRC2 and PRC1 complex (Fig. 4A and Supplementary Data 3). This finding further supported our initial hypothesis for a chromatin function of IκBα in HSCs which requires interaction with the PRC2 complex (Mulero et al.^34^). To demonstrate this interaction in IAHC, we applied proximity ligation assay (PLA), an antibody-based approach that detects interactions between two proteins of interest. We probed EZH2 and IκBα in this assay on E11.5 AGM sections. Remarkably, we spotted dotted signal, indicative for interactions between EZH2 and IκBα, in nuclei of sparse cells in IAHC (Fig. 4B and Supplementary Fig. S6F, G), adding more evidence for our postulation.

**Fig. 4:**
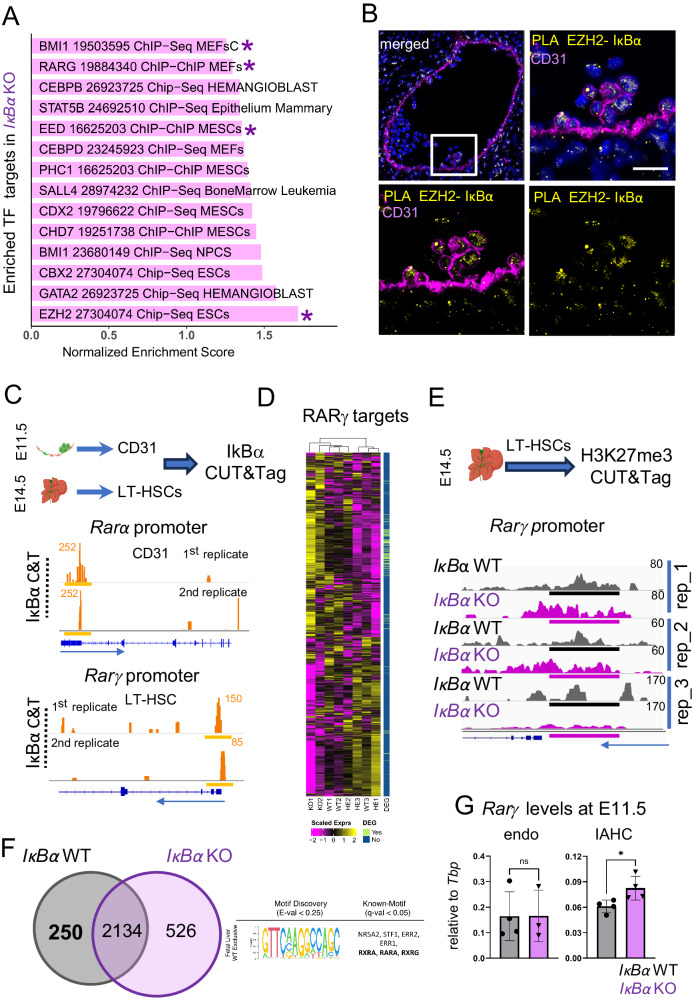
IκBα associates with the PRC2 complex and regulates retinoic acid receptors *Rarα* and *Rarγ.* **A** Bar plot of enriched ChIP data sets from ChEA to in comparison to up-regulated genes in *IκBα* KO in the bulk RNA-seq data (FDR adjusted *p*-value < 0.05). NES: Normalized Enrichment Score, asterisks = TF mentioned in the text. **B** Proximity Ligation assay (PLA) for IκBα and EZH2 on E11.5 (43–46 somites) AGM sections (yellow), endothelial cells (magenta), and nuclear staining (DAPI). Scale bar: 20 μm. Representative image of 3 embryos in 3 independent experiments. Imaged with Stellaris8 (Leica) using a 20× oil lens. **C** Cut and Tag (C&T) for IκBα on E11.5 AGM (42–46 somites) derived CD31+cells (*n* = 35 embryos) and E14.5 LT-HSCs (*n* = 15 embryos). Read pile-ups in the IGV browser at the promoters of *Rarα* (CD31+) and *Rarγ* in LT-HSCs are indicated with a yellow line (*n* = 4 independent experiments). **D** Heatmap showing the expression levels of *RARγ* target genes (TRANSFAC TF:M10353) in the RNA-seq samples of E14.5 LT-HSCs from *IκBα* WT/HET and KO. vertical bar = identified as DEG (light green). **E** C&T for H3K27me3 in E14.5 LT-HSCs from *IκBα* WT and KO. Depicted are reads pile-ups in the IGV browser at the promoter of *Rarγ* (peaks regions, black line = WT, magenta line = KO). *n* = 5 WT and 8 KO embryos in two independent experiments. **F** Venn diagram of genes associated with the H3K27me3 peaks detected in E14.5 LT-HSCs of *IκBα* WT and KO. 457 and 854 genes are exclusively detected in *IκBα* WT and KO, respectively. Discovered motif (STREME) and associated TF are shown for the unique peaks in *IκBα* WT. **G** quantitative PCR (qPCR) for *Rarγ* expression levels comparing *IκBα* WT and KO derived E11.5 (42–45 somites) CD31+cKIT- (endothelial cells, WT *n* = 4, KO *n* = 3) and CD31+cKIT+ (IAHC, WT *n* = 4, KO *n* = 4) samples obtained from *n* = 2 AGMs per genotype in one experiment. Statistical test: unpaired one-tailed Mann–Whitney *U*-test (*p-value < 0.05, ns *p*-value > 0.05). Bars indicate mean values and error bars refer to ± standard deviation. Source data are provided as a Source Data file. **C**, **E** created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

In brief, we have identified the interaction between PRC2 (EZH2) and IκBα in IAHC of the AGM.

### RA signaling is increased in the AGM and FL LT-HSCs of *IκBα* KO

We then aimed to identify the loci that are regulated by IκBα and PRC2 binding. First, we performed CUT&Tag assay (C&T) with two different anti-IκBα antibodies targeting total IκBα (1st replicate in LT-HSC and both replicates in CD31+) and p-IκBα Ser36 (2nd replicate in LT-HSCs) on sorted LT-HSC and isolated CD31 positive AGM cells (Fig. 4C). C&T assays with IκBα antibodies are challenging, but we obtained enrichment in specific regions with both antibodies to the promoter of the RA receptor, *Rarα*, in CD31+ cells from AGM, and at the promoter of the paralog, *Rarγ*, in FL LT-HSCs in both corresponding replicates (Fig. 4C). 

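*Rara* (ENSMUSG00000037992, chromosome 11, 98927818 to 98974942, plus strand), which overlaps another gene, encodes the retinoic acid receptor RARα, and *Rarg* (ENSMUSG00000001288, chromosome 15, 102234938 to 102257517, minus strand) encodes RARγ. In the LT-HSC samples *Rara* was at 19.2 CPM in KO1 and 13.8 CPM in KO2, a log2 fold change of 1.74 over WT/HET (standard error 0.417, adjusted p = 0.148, edgeR). *Rarg* was at 5.72 and 1.72 CPM, a log2 fold change of 2.43 (standard error 0.755, adjusted p = 0.152, edgeR), which fell to 1.31 without KO1 and rose to 3.05 without KO2. Adjusted over the 3 retinoic acid receptor genes, which are genes the paper names from these data, the p-values were 0.00848 and 0.0174. With DESeq2 and apeglm both genes were called, with shrunken log2 fold changes of 1.46 and 1.80 (adjusted p = 0.00877 and 0.0279). The KO samples overlapped the 6 others for both genes (exact permutation test, two-sided, p = 0.571 for *Rara* and 0.500 for *Rarg*). The male WT and HET samples had a mean of 21.5 CPM of *Rara*, above both KO samples, and the female ones had 4.95 CPM. For *Rarg*, these means were 4.38 and 0.685 CPM. With WT alone as the reference, edgeR called *Rara* and not *Rarg*, but with sex in the model this compares KO with WT3 alone. Without sex in the model, the log2 fold changes were 0.32 for *Rara* and 0.55 for *Rarg*.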

Intriguingly, both these receptors are over-expressed in the LT-HSCs of *IκBα* KO (Fig. 3A and Supplementary Data 3) and importantly, GSEA identified significant transcriptional enrichment for RARγ binding targets in LT-HSC of *IκBα* KO compared to WT/HET genotypes (Fig. 4A).

We further explored Rarγ activation by analyzing the expression levels of RARγ targets (TRANSFAC database ID M10353). We found a significant overlapping (hypergeometric test, *p*-value < 0.05) between the RARγ targets included in our RNA-seq dataset (2860 genes, Fig. 4D), and the identified DEGs (1476 genes), which were mostly up-regulated in the KO compared to WT/HET embryos (92%, Fig. 3A). Altogether these findings demonstrate an increased RARγ activation in the FL-HSC of the *IκBα* KO embryos.

To further understand the molecular consequences of *IκBα* deletion, we next analyzed the PRC2-dependent H3K27me3 status in *IκBα* WT and KO by C&T assay in FL HSCs. We detected decreased levels of H3K27me3 signal at the *Rarγ* promoter of *IκBα* KO LT-HSC (Fig. 4E) in two of out of three replicates. Additionally, 526 and 250 peaks were uniquely detected in the *IκBα* KO or WT LT-HSC, respectively (Supplementary Data 4). To uncover candidate transcription factors that were driving the epigenetic silencing of these regions in a IκBα-PRC2-dependent manner, we searched for *motifs* enriched in the unique H3K27 unmethylated regions of the *IκBα* KO LT-HSC (i.e., signal exclusively detected in 3 replicates of *IκBα* WT). Remarkably, one discovered motif was significantly similar to the RA receptors RXRγ, RxRα, and RARα known motifs (*q*-val < 0.05, HOCOMOCO core database) (Fig. 4F), suggesting that the IκBα-dependent PRC2 complex can regulate multiple elements of RA signaling in FL LT-HSCs. Therefore, up-regulation of RA targets could be due to IκBα or PRC2 loss of function.

We then examined if we could detect this perturbation of RA signaling already at the onset of HSC specification. Thus, we isolated CD31+ cKIT- (endo) and CD31+cKIT+ IAHC from E11.5 AGMs of *IκBα* WT or KO and conducted quantitative PCR (qPCR) for RA signaling elements. Interestingly, *Rarγ* expression was significantly up-regulated in cKIT IAHC in *IκBα* KO AGMs (Fig. 4G).

In summary, we have uncovered an IκBα- PRC2 axis that specifically governs RA receptor signaling of RARα and RARγ in LT-HSCs and their precursors.

### Increased RA receptors in *IκBα* KO LT-HSCs impose a slow-cycling state

Since increased RA signaling is associated with dormancy of LT-HSCs in the bone marrow^18,46^, and we detected changes in metabolic pathways that are associated with dormant cell state (Fig. 3C), we cross-examined the published list of key dormancy signature genes in LT-HSC with the RNA-seq data set of *IκBα* WT and KO LT-HSCs. 

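*p57* (*Cdkn1c*, ENSMUSG00000037664, chromosome 7, 143458339 to 143461050), which overlaps another gene, was at 68.2 ± 18.1 CPM (SD, n = 2) in KO and 38.6 ± 32.1 CPM (SD, n = 6) in WT and HET. Its log2 fold change was 2.24 (standard error 0.569, adjusted p = 0.148, edgeR), and it was called with DESeq2 and apeglm (shrunken log2 fold change 1.88, adjusted p = 0.00855). *Tgm2*, *Cyp26b1* and *Ly6a* had log2 fold changes of 0.70, 3.11 and 2.86 in KO, with standard errors of 0.398, 1.39 and 1.23 and adjusted p-values of 0.290, 0.204 and 0.193 (edgeR). *Myc* and *Cdk6* were lower in KO, by log2 fold changes of -1.18 and -0.98 (standard errors 0.770 and 0.538, adjusted p = 0.351 and 0.277, edgeR). *Tgm2* and *Cdk6* overlap other genes. DESeq2 with apeglm did not call these 5 genes. With WT alone as the reference edgeR called *Cdkn1c* and *Ly6a*, but with sex in the model this compares KO with WT3 alone. The levels differed between the KO samples for *Cyp26b1* (6.31 and 0.885 CPM), *Myc* (236 and 839 CPM) and *Cdk6* (71.9 and 146 CPM). For none of these 6 genes did both KO samples lie beyond all 6 WT and HET samples. *Ly6a* encodes Sca-1, one of the surface proteins by which the cells were sorted, and was at 0 reads in HET3 and at 5.00 CPM in WT3, against 62.7 and 77.2 CPM in WT1 and WT2 and 51.3 and 41.6 CPM in KO1 and KO2.

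**Figure D3:**
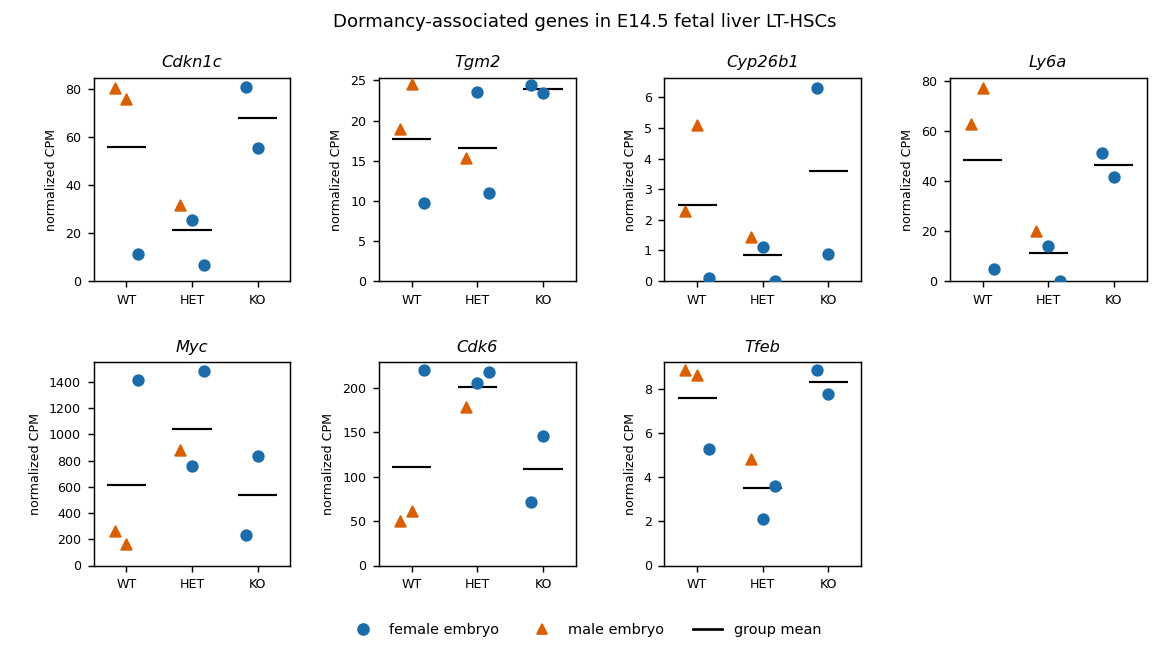
Normalized CPM (vertical axes, linear) of 7 dormancy-associated genes in each sample by genotype. Circles are female and triangles male embryos, and lines are group means. For *Ly6a* the male WT samples lie above both KO samples, for *Cdkn1c* between them, and for *Myc* the lowest samples are WT2, KO1 and WT1.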

Consistent with our assumption, key genes such as *p57*, *Tgm2*, *Rbp1*, *Cyp26b1* and *Ly6a* were up-regulated, while *Myc* and *Cdk6* showed lower expression in *IκBα* KO LT-HSCs, a pattern compatible with LT-HSC in a dormant state (Fig. 5A). 

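*Tfeb* (ENSMUSG00000023990) lies on the plus strand of chromosome 17 from 47737030 to 47792419. Its level was 8.31 ± 0.769 CPM (SD, n = 2) in KO, 7.57 ± 2.00 CPM (SD, n = 3) in WT and 3.52 ± 1.36 CPM (SD, n = 3) in HET. The log2 fold change of KO over WT/HET was 1.18 (standard error 0.469, adjusted p = 0.175, edgeR), and DESeq2 gave an adjusted p-value of 0.0799. WT1 and WT2, at 8.84 and 8.61 CPM, lay within the range of KO1 and KO2, at 8.86 and 7.77 CPM (exact permutation test of KO against the 6 others, two-sided, p = 0.286).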

*IκBα* KO LT-HSCs also express higher levels of the transcription factor EB (*Tfeb*) (Fig. 5A and Supplementary Data 3), whose elevated levels is a further indicator of dormant cell^47,48^.

**Fig. 5:**
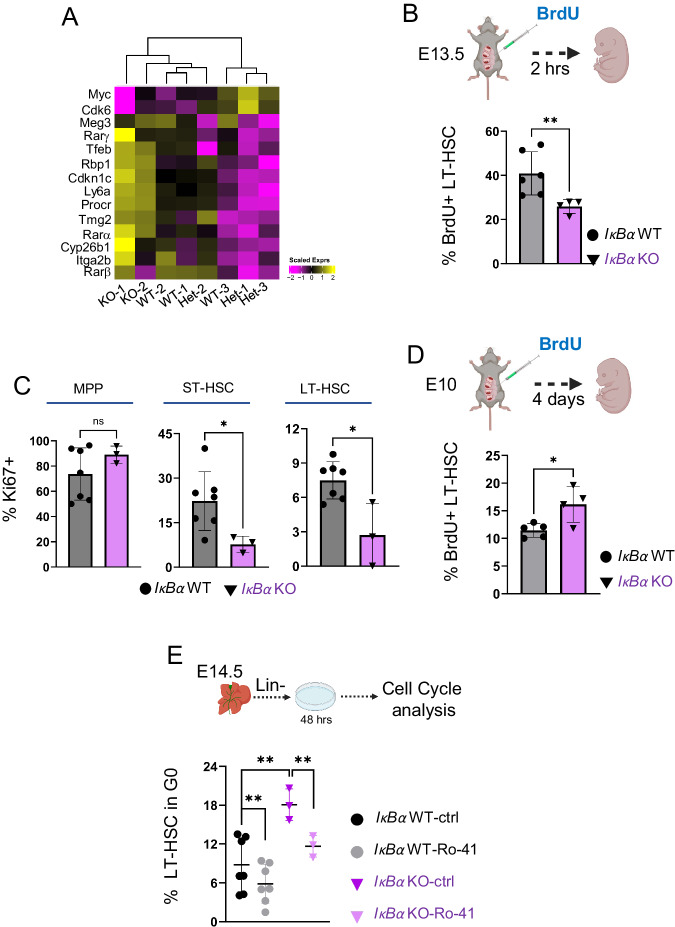
*IκBα* KO (LT)- HSC are slow-cycling/dormant and can be mobilized by RARα inhibition. **A** Heatmap showing the scaled expression levels of dormancy-associated genes (Cabeza-Wallscheid, 2017) from *IκBα* WT/Het and KO E14.5 LT-HSCs RNA-seq samples. **B** Bar chart with the frequencies of BrdU+ E14.5 LT-HSC after 2 h. in vivo labeling with BrdU in E13.5 *IκBα* WT (*n* = 6) or KO (*n* = 4) obtained from *n* = 10 embryos in 2 independent experiments. Statistical test: unpaired one-tailed t-test with Welch correction (**p-value < 0.01). Bars indicate mean values and error bars refer to ± standard deviation. **C** Bar chart with percent of Ki67+ cells in indicated cell populations of E14.5 IκBα WT (*n* = 7) or KO (*n* = 3). MPP =  multipotent progenitors, ST = Short-term HSCs. *n* = 7 embryos. Statistical test: unpaired one-tailed Mann–Whitney *U*-test (*p-value < 0.05, ns *p*-value > 0.05). Bars indicate mean values, and error bars refer to ± standard deviation. **D** Bar chart with the percent of BrdU+ cells within the E14.5 FL LT-HSC after in vivo labeling of E10.5 *IκBα* WT (*n* = 5) or KO (*n* = 4) embryos. Statistical test: unpaired one-tailed *t*-test with Welch correction (*p-value < 0.05). Bars indicate mean values, and error bars refer to ± standard deviation. **E** Bar chart with the percentage of LT-HSC in *G0* phase of the cell cycle after 48 h of ex vivo culture of E14.5 *IκBα* WT (*n* = 7) or KO (*n* = 3) FL lin- cells treated with 10 uM of Ro-41 or DMSO. Data originates from 2 independent experiments with 10 embryos. Statistical test: paired one-tailed t-test for Ro-41 against DMSO comparisons and unpaired one-tailed t-test with Welch correction for WT against KO, in DMSO, comparison (**p-value < 0.01). The horizontal lines indicate mean values and error bars refer to ± standard deviation. Source data are provided as a Source Data file. **B**, **D**, **E** were created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

Next, we investigated functionally whether *IκBα* deficient LT-HSCs present an RA-dependent dormant phenotype. We first determined their proliferation rate in vivo by injecting 2 mg of BrdU peritoneally into E13.5 pregnant females (Fig. 5B). After 2 h, the females were sacrificed to analyze the cell cycle status of FL LT-HSCs from WT and KO embryos by flow cytometry. We detected that a significantly lower proportion of LT-HSC had incorporated BrdU in the *IκBα* deficient embryos (Fig. 5B and Supplementary Fig. S7A), indicating a slower cycling of these cells. Next, we determined Ki67 levels by flow cytometry and detected significantly lower Ki67+ ST- and LT-HSCs in E14.5 FL HSCs of *IκBα* KO embryos (Fig. 5C and Supplementary Fig. S7A and B).

To evaluate the proliferation kinetics over time in the *IκBα* -deficient LT-HSCs, we studied the extent of BrdU label retention of HSCs from AGM to FL stage. After establishing that we could label around 80% of the LT-HSC regardless of genotype with two pluses of BrdU at E10 and E11 (Supplementary Fig. S7C and D), pregnant females with E10.5 embryos were pulse-labeled with BrdU and analyzed for label-retaining LT-HSCs in the FL of E14.5 embryos. We detected a higher frequency of BrdU+ cells in the *IκBα* KO LT-HSC compartment, corresponding to lower cycling events over time (Fig. 5D and Supplementary Fig. S8A). In short, all three approaches indicated a lower cycling rate of *IκBα* deficient LT-HSCs.

To determine whether the elevated RA signaling was driving the *IκBα* deficient LT-HSC low cycling status, we purified lin-depleted E14.5 FL cells from *IκBα* WT or KO embryos and treated them with either DMSO or 1 μM of the RARα inhibitor Ro-415253 (hereafter Ro-41) for 2 days. The cells were then examined for their cell cycle status (Fig. 5E). We found that treatment with Ro-41 increased the frequency of cycling cells both in the WT and *IκBα* KO LT-HSCs. Notably, treating *IκBα* KO LT-HSCs with a RARα specific inhibitor was sufficient to reduce the number of *G0* cells to similar levels of the *IκBα* WT (Fig. 5E and Supplementary Fig. S8B), further supporting the concept that increased RA signaling is the causal mediator of cellular dormancy in the *IκBα* LT-HSCs.

### *IκBα* KO LT-HSC shows a functional dormant phenotype in vivo and in vitro

Next, we aimed to investigate the activation capacity of LT-HSCs by measuring the clonogenic activity of individual *IκBα* WT and KO LT-HSCs in vitro (Supplementary Fig. S9A). LT-HSCs that are in a dormant/slow-cycling state need more time to proliferate than their already activated counterparts^18^. In fact, dormant HSCs show a paradoxical behavior upon stress stimuli, including transplantation assays or ex vivo culture: the cells become activated with a delay which has been attributed to their need to exit the quiescent state first. However, once activated, dormant cells possess a higher self-renewal and repopulation capacity than their already activated HSC counterparts^49^, and even outperform their WT equivalent over time^18,19^. We, therefore, compared the clonogenic potential of *IκBα* WT and KO LT-HSC in vitro by sorting single LT-HSCs into individual wells and assessing for the cell number of the clonogenic colonies after 10 days. We detected an overall trend towards increased colony numbers from *IκBα* KO LT-HSC with the small colonies (10–100 cells) showing the highest increase (Supplementary Fig. S9Aii, iii), suggesting that *IκBα* KO LT-HSC have a delayed response to stress (more small colonies) but greater proliferation potential (higher overall number of colonies) (Supplementary Fig. S9A).

Ultimately, we assessed the dormant phenotype in serial transplantation settings (Fig. 6A). We evaluated the hematopoietic activity of *IκBα* KO LT-HSCs (200 per recipient) or LSK (1000 cells) in competition with 500.000 lin- depleted bone marrow WT cells, respectively, in transplantation assay (Fig. 6A). Indeed, PB blood analysis 4 weeks after the transplantation showed a significantly lower blood chimerism from *IκBα* KO LT-HSCs (Fig. 6B) and LSK cells (Supplementary Fig. S9 B, C). But in the following bleedings (8, 12, and 16 weeks), the *IκBα* KO cells progressively reached a similar level of engraftment to their WT counterparts (Fig. 6B). By 4 months after transplantation, there was no significant difference between the genotypes in their ability to contribute to lineage differentiated cells in recipients (Supplementary Fig. S9E). We further conducted secondary transplantations (Fig. 6A and Supplementary Fig. S9B) and detected a trend to a higher repopulating capacity of *IκBα* KO over time that reached statistical significance by 3 months after the transplantation (Fig. 6C and Supplementary Fig. S9D). Moreover, all blood lineages were reconstituted by both *IκBα* WT and KO LT-HSCs in primary and secondary recipients (Supplementary Fig. S9E). We noted enhanced donor contribution to the LT-HSC population of secondary recipients from *IκBα* KO (primary) LT-HSC donors (Fig. 6D). Thus, we further assessed the self-renewal capacity of *IκBα* KO LT-HSCs in tertiary transplantations. Remarkably, 30% of the *IκBα* KO LT-HSC continued to contribute significantly (>10% chimerism) to the peripheral blood of the tertiary recipients after 8 weeks, whereas none of *IκBα* WT LT-HSC recipients showed donor chimerism after 3 serial transplantations (Fig. 6E and Supplementary Fig. S9F), supporting the fact that more *IκBα* KO LT-HSC are in a deep quiescent state.

**Fig. 6:**
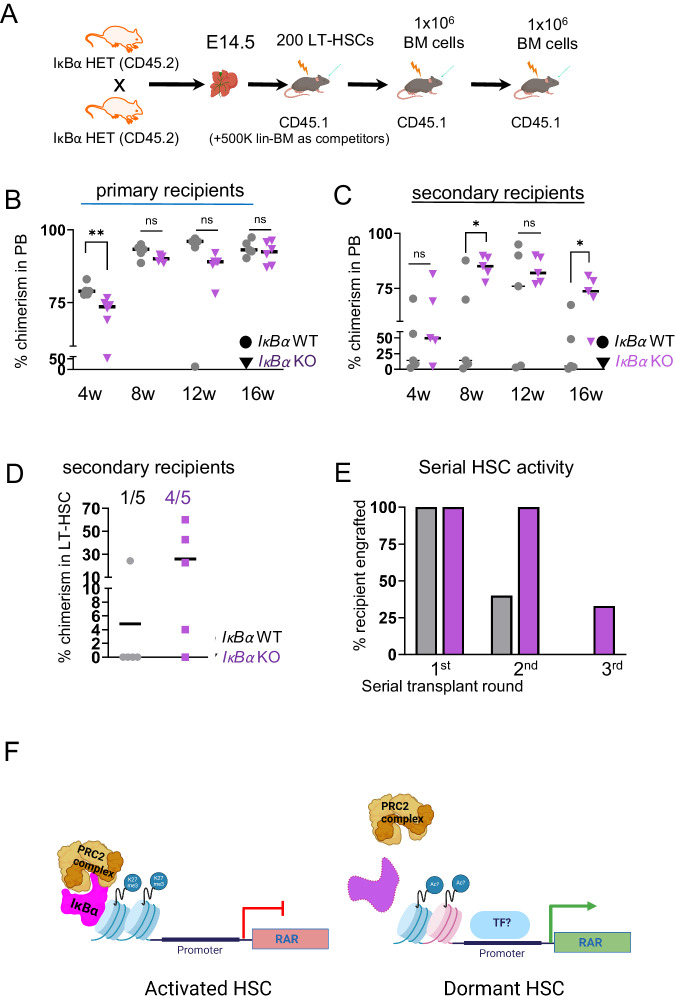
IκBα KO LT- HSC are functionally slow cycling/dormant and are mobilized in stress situations. **A** Scheme of the transplantation experiment. LT-HSCs were FACS purified from E14.5 *IκBα* WT and KO fetal liver (CD45.2) and transplanted serially into lethally irradiated donors (CD45.1). **B** Scatter plot with the percentage of donor chimerism (CD45.2) in the peripheral blood of primary recipient (CD45.1) in 4-week intervals with *n* = 5 WT and *n* = 6 KO recipients. Recipients of 200 purified LT-HSCs from E14.5 fetal liver of pools of 3 WT and 4 KO *IκBα* embryos. Statistical test: unpaired one-tailed Mann–Whitney *U*-test for all pairwise comparisons (**p-value < 0.01, ns *p*-value > 0.05). The horizontal lines indicate mean values. **C** Scatter plot with the percentage of donor chimerism (CD45.2) in the peripheral blood of the secondary recipient (CD45.1) in 4-week intervals. Each secondary recipient received 1 × 10^6^ nucleated bone marrow cells from individual primary recipients with *n* = 5 WT and *n* = 5 KO recipients. Statistical test: unpaired one-tailed Mann–Whitney *U*-test for all pairwise comparisons (*p-value < 0.05, ns *p*-value > 0.05). The horizontal lines indicate mean values. **D** Scatter plot showing the percentages of donor chimerism (CD45.2) in the bone marrow LT-HSC compartment of secondary recipients (from C) at 16w. The horizontal lines indicate mean values. Ratios indicate the number of animals with chimerism >1% **E** Bar chart depicting the percentage of animals reconstituted with more than 10% of donor cells (*IκBα* WT or KO) at each round of serial transplantation. **F** Schematic summary of the main findings **i** *IκBα* associates with PRC2 complex at RAR gene promoters and silences RA signaling after a stress stimulus. **ii** in the absence of *IκBα*, this silencing is lost, and RA signaling is hyper*-*activated. Source data are provided as a Source Data file. **A**, **F** created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

In summary, we have shown that loss of IκBα deregulates RA signaling in a PRC2-dependent manner in the embryonic HSC compartment (please see model in Fig. 6F), from the onset of their specification in the AGM to the fetal liver stages. Consequently, we detect less LT-HSCs, and the remaining LT-HSCs in *IκBα* KO exhibit molecular and functional characteristics of dormant HSCs.

## Discussion

NF-κB is a pleiotropic transcription factor that responds to inflammation by activating multiple biological processes in emergency situations. Inflammatory signals in turn are coordinated with cellular differentiation, however the mechanisms underlying this crosstalk are not well understood. On the contrary, the environment in the embryo is generally protected from insults. Nevertheless, inflammatory signals, including canonical ΝF-κΒ signaling are critical for HSPC formation in the AGM^30,50^, implying that there must be safeguards to protect LT-HSCs from extensive differentiation, whilst more committed progenitors undergo differentiation and proliferation.

Although the main function of IκBα is the inactivation of ΝF-κΒ complex by cytoplasmic retention or by active removal from the nucleus^51^, there is an ancestral function of IκBα that is evolutionary conserved, it is in concert with the PRC2 complex and targets stem cell-specific genes^32–34^. Our data now show that this nuclear IκBα-PRC2 activity could be a deterministic factor for LT-HSCs in response to inflammatory cytokines already in the AGM.

Here, we report that *IκBα* deficient embryos can specify all blood lineages and progenitors, but they show a significant decrease, particularly in the number of LT-HSCs generated at different developmental stages. Remarkably, we detect a decline in the most *naïve* HSC pool in the E11.5 AGM already, indicating a requirement for IκBα-PRC2 interactions at this early stage. The small number of *IκBα* KO LT-HSC that are present in the FL at E14.5 retain an embryonic/AGM-specific signature, including *Sox18*, *Gpr56,* and *Gata2*, suggesting an impaired maturation and/or low proliferation. However, we cannot exclude that HE specification may also be compromised.

These observations agree with earlier findings in the *IκBα* deficient adult intestinal stem cells that maintain a fetal signature^33^. In both scenarios, the adult stem cell programs are compromised in the absence of IκBα. Conditional deletions of *IκBα* at specific developmental times are still required to assess if the fetal stem cell population will be affected if the embryonic program is conserved.

Interestingly, we find that metabolic processes typical for adult low cycling/dormant cells, i.e., lower levels of Oxidative proliferation, and glycolysis are enhanced in *IκBα* KO FL HSCs while showing reduced expression of MYC/E2F targets. In further support for a low cycling state, we uncovered a molecular dormancy signature in *IκBα* KO LT-HSC that is akin to dormant bone marrow HSCs. Although HSCs are reported to enter the dormant state around 3 weeks after birth^52^, we detect cells compatible with a dormant phenotype already in the AGM in the absence of *IκBα*. Our results thus suggest that a small population of HSCs may be acquiring the dormant phenotype already in the AGM that is regulated by RA, and this population is amplified in the absence of IκBα. These findings agree with the latest reports supporting the existence of a less proliferative HSC pool generated in the AGM^16,17^.

In support of the molecular profiling, *IκBα* KO LT-HSCs cycle less as quantified by Ki67 staining and BrdU labeling experiments. Functionally, *IκBα* KO LT-HSCs can exit the dormant state in stress situations, i.e., transplantations or in vitro culture. However, time is needed to exit the dormancy program. In our transplantation assays, we detect this process as a delay of *IκBα* KO LSK and purified LT-HSCs to contribute to the peripheral blood of the recipients at WT levels. But in secondary and tertiary recipients, *IκBα* KO cells outperform significantly. It will be interesting to determine the contributors to this enhanced HSC activity.

Using C&T experiments for H3K27me3 we reveal RA signaling as the main pathway targeted by the IκBα-PRC2 interactions. Recent studies have established that all HSC activity is contained within RA metabolizing cells in vivo and in vitro^23,46,53,54^. Indeed, RARα induction through stimulation with the RARα specific agonist AM580, or its inactivation through RO-415253 has been conclusively linked to HSC emergence and activity in the AGM^23,24,55^.

From studies in the LSK compartment of adult bone marrow, RARγ has been proposed as a regulator of stem cell renewal^25,26^. Moreover, RA levels have opposing effects on the stem cell compartment and more committed progenitors^56^ and protect HSCs from excessive proliferation^26^. Recent data on purified adult LT-HSCs propose that the RA receptor RARβ is responsible for the switch between dormancy and activation^46^. 

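In the E14.5 LT-HSC samples, *Rarb* (ENSMUSG00000017491, chromosome 14, 16430839 to 16819156, minus strand) was at 1.45, 1.50 and 0.0521 CPM in WT1, WT2 and WT3, at 0.757 CPM in HET2, at 1.08 CPM in KO1, and had no reads in HET1, HET3 and KO2. It overlaps *Top2b* on the opposite strand, so the assignment of these reads is uncertain. The log2 fold change between KO and WT/HET was 0.96 with a standard error of 2.01 (adjusted p = 0.789, edgeR), and no difference was detectable between these samples. Its sign changed with the covariates, to -0.23 without sex in the model, and with the sample left out, to -5.47 without KO1 against 1.96 without KO2. For comparison, *Rara* had a mean of 13.2 CPM and *Rarg* of 2.53 CPM over the 6 WT and HET samples.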

In our RNA-sequencing data from FL LT-HSC, *Rarβ* levels are hardly detected. Based on all this data, we hypothesize that different isoforms prevail at distinct stages of hematopoiesis. Levels of RA signaling, maybe even through the different paralogs, could be responsible for fine-tuning the balance between quiescence and activation in LT-HSCs.

By controlling exactly this equilibrium, the IκBα-PRC2 axis can downregulate RA signaling precisely in HSCs to limit cycle entry when it is likely to be induced in response to inflammatory stimuli in the LT-HSC compartment. Conversely, in more committed progenitors where we cannot detect this function, the response to inflammatory stimuli can be divergent and include a prolonged activation/proliferation.

Finally, we cannot exclude that classical NF-κB transcriptional activity is also involved in regulating the HSC quiescence or activation. It is noteworthy that NF-κB regulators may likely control chromatin IκBα, since inflammatory signals such as TNFα regulate chromatin-bound IκBα^34^. The *IκBα* KO pups die from day 7–10 after birth from a p65-dependent severe skin inflammatory reaction^57^. Considering our results, we believe that in the embryo, the inflammatory response due to NF-κB over-activation is not initiated; however, in conditions where cells are exposed to external stimuli, NF-κB response may become decisive for survival.

Altogether, we postulate that LT-HSCs must interpret the inflammatory signals that they receive in the AGM differently to HPC through the nuclear IκBα-PRC2 complex. But how this difference in nuclear IκBα activity is achieved remains to be understood.

We are yet to fully uncover the incorporation of several inflammatory signals into a cellular response. It will be intriguing to define the “inflammasome” that allows the entry and exit out of a dormant state from HSCs which would significantly improve our basis for regenerative medical approaches.

## Methods

### Mouse lines and animal work

Animals were kept under pathogen-free conditions, and all procedures were approved by the Animal Care Committee of the Parc de Recerca Biomedica de Barcelona, license number 9309 approved by the Generalitat de Catalunya. Mice born in the Barrier area are socially housed, up to four male and five female mice, in 1145T (Tecniplast) cages in individually ventilated cages. Autoclaved black poplar shavings (Souralit) are used as bedding, and irradiated tissues as nesting material. Autoclaved cardboard cylinders are added to cages with mating pairs and individually housed mice as additional environmental enrichment. Once a week mating pairs, and once every two weeks the rest, of the socially housed mice, together with the nesting material, are transferred to clean cages. Mice have ad libitum access to autoclaved water and irradiated diet (J. Rettenmaier & Sohne GmbH + CO KG; RM3 for breeding pairs and young mice until nine weeks old, and RMl as maintenance diet after nine weeks of age). Rooms are maintained under standard environmental conditions (humidity: 40–60%; temperature: 20–24) and a 12 h light/dark cycle (lights on at 08:00 h). Animal care and use program is approved by the PRBB-Ethics Committee and accredited by AAALAC International, following European (2010/63/UE) and Spanish (RD 53/2013) regulations. The *Gfi1:tomato*^11^ and *IκBα* targeted knockout mouse line (*Nfkbia*^tm1Bal^, Jackson Laboratories, stock #002850) were used in this study. For time mating’s females between the ages of 2–6 months and males between the ages of 2–12 months were used and *Gfi1:tomato* and/or *IκBα* HET and females were mated to *Gfi1:tomato* and/or *IκBα* HET males. Vaginal plug detection was considered as day 0.5. The resulting embryos were genotyped and used for downstream assays. In transplantation assays, C57BL/6 (CD45.1) males and females between the ages of 8–12 weeks were subject to irradiation and were housed as described here.

### Fetal liver and bone marrow transplantation experiments

Charles River C57BL/6 (CD45.1) was used as recipients after two rounds of irradiation at 4 Gy (males) or 4.5 Gy (females) or 4.5 (8 Gy or 9 Gy in total, respectively). In each experiment, same-sex animals between the ages of 8–12 weeks were used. FACS isolated 1000 LSK cells or purified 200 LT-HSC (LSKCD48-CD150+) IκBα WT, and KO (CD45.2) fetal liver were retro-orbitally injected with 500.000 lineage-depleted bone marrow cells as a competitor (CD45.1) in primary transplantation assays. In secondary recipients (CD45.1), the bone marrow of the primary recipients (CD45.2) was extracted at 16 weeks and a total of 1 million cells were transplanted into each secondary recipient after two doses of 4 Gy of irradiation. Peripheral blood (PB) donor chimerism was analyzed by FACS at 4, 8, 12, and 16 weeks. Lineage analysis on BM-derived cells was performed at 16 weeks post-transplant by flow cytometry with specific antibodies. Please see Supplementary Data 5 for a list of antibodies. The samples were analyzed on a Fortessa or LSRII instrument and FlowJo v10.

### Single-cell RNA-seq data analysis from Zhou et al.^13^

Single-cell RNA-seq data from Zhou et al.^13^ (https://www.nature.com/articles/nature17997) was downloaded from Gene Expression Omnibus (GEO), accession number GSE67120. The downloaded SRR files were converted to Illumina paired-end fastq using the SRA Toolkit (version 3.0.1) using the function “fastq-dump –split-e” with default parameters. We subsequently mapped the fastq files with STAR (REF - https://pubmed.ncbi.nlm.nih.gov/23104886/) (version 2.7.9a) using the STARsolo to the mouse reference genome on 10x genomics webpage (https://cf.10xgenomics.com/supp/cell-exp/refdata-gex-mm10-2020-A.tar.gz). The STARsolo mapping and quantification command were with the following parameters; soloUMIdedup Exact, soloStrand Unstranded, soloFeatures Gene GeneFull, soloMultiMappers EM, outSAMtype BAM SortedByCoordinate. Following mapping, the output of STARsolo was loaded into R (version 4.1.0) using the DropletUtils package (version 1.12.1). We obtained 262 cells from the public repository and retained cells with <15% mitochondria reads, leaving 261 cells. Cell identify was taken directly from the Zhou et al.^13^ metadata with the following population numbers.

AGM E11.0 Endothelial (*n* = 16); AGM E11.0 T1-preHSC CD201 negative (*n* = 42), AGM E11.0 T1-preHSC CD 201 high (*n* = 28); AGM E11.0 T2-preHSC CD201high (*n* = 44); AGM E11.0 T2-preHSC (*n* = 32); Fetal liver E12.0 HSC (*n* = 21), Fetal liver E14.0 HSC (*n* = 32), Bone marrow adult HSC (*n* = 46).

The list of gene signatures (Nfkb members, inflammation) and scripts to process Zhou et al.^13^ data can be found at: https://github.com/zakiF/PublishedPapers/tree/master/Nat_comms_Ikba. Two group comparisons were performed using the *t*-test comparison using the ggsignif package (version 0.6.4).

### Genotyping PCR

Small pieces of embryonic tissue or yolk sac were dissected off the embryo and placed in PCR tube containing 30 μl of PBS. The tissue pieces were boiled for 8 min at 98 °C for denaturation. The tissues were digested with Proteinase K (50 μg/ml) for 30 min at 50 °C, and the enzyme deactivated by boiling the samples for a further 10 min at 95 °C. 1 μl of the samples was used as a template for the PCR.

### AGM dissection, single-cell suspension

AGMs of E10–E11.5 embryos were dissected in PBS with 7% fetal calf serum (FBS) and penicillin/streptomycin (100 U/mL). Single-cell suspensions were generated by incubating the tissues for 20–30 min in 500 μl of 1 mg/ml of Collagenase/Dispase (Roche cat# 10269638001) before mechanical dissociation with a syringe and needle. The cell suspension was washed with IMDM + 10% FBS and for antibody staining (see Supplementary Data 5 for a list of antibodies). Samples were analyzed on a Fortessa or LSRII instrument (BD Biosciences) and further plotted using FlowJo V10.

### Lineage committed cell depletion from fetal liver and bone marrow

Mouse bone marrow cells were obtained by extracting the femur and tibia bones and subsequently crushing the bones in cold PBS with 0.5% FBS Buffer using a mortar and pestle. Cells were washed with PBS + 5%FBS and then labeled with a cocktail of antibodies against lineage markers (BD Bioscience, cat# 559971) before conjugation to anti-Biotin microBeads (Miltenyi Biotech, cat #130-090-485). Labeled cells were depleted using magnetic columns (Miltenyi Biotech), leaving behind isolated and unlabeled Lin– cells at once ready for downstream experiments. For FL, the tissue was harvested from newborn or E14.5 embryos and the dissected liver was crushed with the end of a 1 ml syringe through a 40 um cell strainer into IMDM + 10% FBS. For the FL and newborn stage, CD11b was not included in the lineage depletion mix.

### Flow cytometry and cell sorting

Sorts of bone marrow cells were performed on FACSAriaII or BD Influx (BD Biosciences) instrument after magnetic depletion of lineage-primed celled (Miltenyi Biotec) and staining with the appropriate antibodies in PBS with 10% FBS (please see Supplementary Data 5 for list of antibodies).

### Single-cell LT-HSC culture ex vivo

The fetal liver was harvested from E14.5 embryos and depleted from lineage-primed progenitors as described above. Subsequently, samples were stained for LSKCD48-CD150 and sorted as single cells (see above) into 96-well plates containing complete Stem Cell Medium (StemSpan SFM, LifeTechnologies containing 50 ng/ml IL-3, 50 ng/ml IL-6, 2 ng/ml FGF2, 50 ng/ml SCF, 25 ng/ml TPO, 30 ng/ml Flt3-Ligand (all Preprotech), 100 u/ml Penicillin/Streptomycin, 2 mM L-Glutamine). Cells were cultured in 96-well ultralow attachment plates for 10 days and colonies were scored under a light microscope.

### Ex vivo treatment of LT-HSC with Ro-41

The fetal liver was harvested from E14.5 embryos and depleted from lineage-primed progenitors as described above and were treated with either Ro-415253 (Sigma–Aldrich) (10 μM), or the respective amount of DMSO in 6-well plates for 2 days in the media described above.

### Cell cycle analysis

The FIX & PERM™ Cell Permeabilization Kit from Thermo Fisher (cat# GAS003) was used Ki67 staining. Samples were stained for LSKCD48-CD150 first and then fixed with Medium A for 15 min at room temperature. After a wash step, the intracellular anti-Ki-67 Alexa Fluor® 647 (Clone B56, BD Pharmingen) and DAPI were diluted in Medium B and stained for 30 min at room temperature. The samples were run on a Fortessa Instrument from BD Bioscience and analyzed with FlowJO V10.

### BrdU labeling/staining

2 mg of BrdU (in PBS) was injected in a total volume of 300ul into pregnant females. The fetal samples were processed and stained according to the manufacturer’s recommendations (APC BrDU Kit, BD Bioscience, cat # 552598). First, FL was harvested and made into single-cell suspension as described above. The cells were lineage-depleted (as described above) and stained with the according cell surface antibodies, ie LSKCD48-CD150. Now, the cells were fixed for 15 min at room temperature (solution in the kit), followed by 2 washes and a DNaseI treatment for an hour at 37 degrees (in the dark) to digest the DNA expose BrDU. After a wash step, anti-BrDU and DAPI were added to the cells for staining (minimum of 30 min at 4 degrees). The samples were run on a Fortessa Instrument from BD Bioscience and analyzed with FlowJO V10.

### Immunohistochemistry

E10.5–E11.5 embryos were fixed in 2% Paraformaldehyde (Thermo Fisher) for 12 min before they were soaked in 30% sucrose overnight and mounted in an OCT compound. 12 µm sections were prepared using a cryostat. The sections were permeabilized in −20 degrees Methanol for 12 min at −20 degrees, washed with PBS, and followed by serum blocking (PBS with 3% BSA, 0.5% FCS, 0.05% Tween20 and 0.25 mM MgCl_2_) for 1 h before the sections were incubated with primary antibodies at 4 °C overnight in blocking buffer. Sections were washed three times in PBST (PBS with 0.05% TitonX100) for 15 min each and then incubated with fluorochrome-conjugated secondary antibody at room temperature for 1 h. Sections were further washed three times in PBST and mounted using Prolong Gold anti-fade medium with DAPI (Life Technologies). Images were taken using an SPE or Stellaris8 (Leica) with a 20× oil lens and processed using Imaris v4.8 or ImageJ v 1.54 h.

### Proximity Ligation assay (PLA)

E11.5 AGMs fixed in 2% Paraformaldehyde (Thermo Fisher) for 12 min, embedded in OCT, and cut into 12 um thick sections. The slides were permeabilized for 10 min in −20 °C 100% Methanol. Proximity Ligation assay was performed according to manufacturer’s protocol (Sigma, cat# DUO96000). After washing with PBS the edges of the slides were Liquid blocker pen and several drops (~200 µL) of Duolink® Blocking Solution was applied to each slide and incubate in a heated humidity chamber for 60 min at 37 °C. The primary antibody was diluted 1: 200 in Duolink® Antibody Diluent and incubated in 150–200 ul/slide overnight at 4 degrees (antibody list Supplementary Data 5). Parafilm was carefully placed on top of the antibody mix to prevent evaporation. The following day, the slides were washed with the PLA wash Buffer A; and the secondary PLUS and MINUS PLA probes were applied in a total of 200 ul/slide, covered with Parafilm, and incubated in a pre-heated humidity chamber for 1 h at 37 °C. The slides were washed twice and a total of 200 ul/slide of ligation mix (from the kit) was added and incubate in a pre-heated humidity chamber for 30 min at 37 °C. To visualize the interactions, 200 ul/slide of amplification solution (from the kit) was added after 2 washes and incubated in a pre-heated humidity chamber for 100 min at 37 °C. Now, Buffer B was used for the final washes, and the slides were mounted in Fluoromount with DAPI for imaging. Images were taken on a Leica Stellaris with 20× oil lens and processed using Imaris v4.8.

### CUT&Tag assay

For CUT&Tag assays, either CD31+ (25.000-30.000 cells) from E11.5 AGMs or LT-HSCs from E14.5 fetal livers (3.000-4.000 cells of IκBα WT or KO) were FACS sorted and used for CUT &T ag assay of IκBα and H3K27me3, respectively. We followed the Benchtop CUT&TagV.3 (https://www.protocols.io/view/bench-top-cut-amp-tag-bcuhiwt6), an updated version from Kaya-Okur et al.^58^ 2019 with their recommended antibody for H3K27me3 (for details, please see Supplementary Data 5) and loaded Tn5 from epicypher. In brief, cells were lightly fixed with 0.1% and incubate at room temperature for 2 min. The reaction was by addition of 1.25 M glycine to twice the molar concentration of formaldehyde and centrifuged for 4 min 1300 × *g* at 4 °C and resuspend in Wash buffer (1 mL 1 M HEPES pH 7.5, 1.5 mL 5 M NaCl, 12.5 μL 2 M spermidine, bring the final volume to 50 mL with dH2O, and add 1 Roche Complete Protease Inhibitor EDTA-Free tablet) to a concentration of ~1 million cells per ml. Gently resuspend and withdraw enough of the ConA bead slurry such that there will be 10 μL for each final sample of up to 500,000 cells. Transfer ConA bead slurry into 1.6 mL Binding buffer (Mix 200 μL 1 M HEPES pH 7.9, 100 μL 1 M KCl, 10 μL 1 M CaCl_2,_ and 10 μL 1 M MnCl_2_, and bring the final volume to 10 mL with dH_2_O) in a 2 mL tube and mix by pipetting. Place the tube on a magnet stand to clear (30 s to 2 min) and repeat wash step again. Resuspend in Binding buffer (10 μL per sample) and hold the bead slurry at room temperature. Take the tubes with cells and add slowly to the bead slurry. Place on an end-over-end rotator for 10–15 min. Place the tubes on a magnet stand to clear and withdraw the liquid and resuspend cells in 50 µL of ice-cold Antibody buffer (Mix 8 μL 0.5 M EDTA and 6.7 µL 30% BSA with 2 mL Dig-wash buffer). Add 0.5 µL primary antibody to each sample with gentle vertexing and nutate (overnight to several days at 4 °C). Liquid should remain in the bottom and on the side of the tube while rocking. To evaluate the success of the procedure without requiring library preparation, include in parallel a positive control antibody (e.g.α-H3K27me3), and optionally a negative control antibody (e.g., rabbit α-mouse IgG). Remove the primary antibody and mix the secondary antibody 1:100 in Dig-wash buffer (Mix 400 μL 5% digitonin with 40 mL Wash buffer) and squirt in 100 µL per sample while gently vertexing to allow the solution to dislodge the beads from the sides and nuate at room temperature for 60 min. After a quick spin, place the tubes on a magnet stand to clear and withdraw the liquid. Add 1 mL Dig-wash buffer. Invert 10× or gently vortex to allow the solution to dislodge most or all of the beads. Repeat wash twice and add pA-Tn5 adapter complex in Dig-300 buffer to a final concentration of 1:200 for 100 µL per sample and nutate at room temperature for 1 h. Clear and pull off the liquid and was three times with 1 mL Dig-300 buffer. Invert 10× or gently vortex to allow the solution to dislodge most or all of the beads. Now, add 300 µL Tagmentation buffer (Mix 5 mL Dig-300 buffer and 50 µL 1 M MgCl_2_) and incubate at 37 °C for 1 h in a water bath or incubator. To stop tagmentation and solubilize DNA fragments, add 10 µL 0.5 M EDTA, 3 µL 10% SDS, and 2.5 µL 20 mg/mL Proteinase K to each sample and mix by full-speed vortexing ~2 s, and incubate 1 h 55 °C to digest (and reverse cross-links). The DNA can be cleaned using a Quiagen Spin mini-column. The clean DNA fragments (50 ul end volume) are used to directly generate sequencing libraries by using 21 µL DNA + 2 µL of 10 µM Universal or barcoded i5 primer + 2 µL of 10 µM uniquely barcoded i7 primer. In a thin-wall 0.5 ml PCR tube, using a different barcode for each sample*. Add 25 µL NEBNext HiFi 2× PCR Master mix. Mix, quick spin, and place in Thermocycler and begin cycling program with heated lid. 72 °C for 5 min (gap filling): 98 °C for 30, Cycle 3: 98 °C for 10 s Cycle 4: 63 °C for 75 s (combined annealing/extension step) for 13 cycles. Libraries were cleaned with SPRI beads and the samples were quantified and validated using a bioanalyzer and subsequently paired-end sequenced.

### CUT&Tag data analysis

Quality control was performed on raw data with FASTQC tool (v0.11.9). Raw reads were trimmed to remove adapters presence with TrimGalore (v0.6.6)^59^. Default parameters were used except for the required minimum quality and the stringency parameters which were set to 15 quality score and 3 bases, respectively. Trimmed reads were aligned to the GRCm38 reference genome with Bowtie2 aligner tool (v2.4.4)^60^. Reference genome was retrieved from Ensembl FTP site (http://ftp.ensembl.org/pub/release-102/). Bowtie2 was executed with the following parameters: --no-mixed –no-discordant –dovetail –very-sensitive-local. Multi-mapped reads and those reads showing MAPQ < 20 were filtered out. Peak calling was only conducted for the CUT &Tag H3K27me3 samples. For this purpose, duplicates were removed from obtained BAM files with Samtools (v1.15)^61^. Peak calling was performed with SEACR (v1.3) in a stringent mode without considering IgG control sample^62^. For this purpose, required input bedgraph files were obtained from deduplicated BAM files using bedtools (v2.30) following SEACR authors guidelines^63^. The top 0.5% of peaks were retrieved for downstream analysis. BigWig files were obtained from BAM files with duplicates and using the bamCoverage function from deepTools (v3.5.1) and the following parameters: --binSize 5 –smoothLength 60 –normalizeUsing RPGC –extendReads and --effectiveGenomeSize set to 2.31e9 (50 bp reads) or 2.41e9 (75 bp reads)^64^. Neither smoothing nor extension was used for obtaining bigWig files from CUT &Tag Ikba samples. Genes were annotated to identified enriched regions with the ChIPseeker R package (v1.10.3) considering a TSS region from −5 kb to +100 b^65^. A consensus peakset was obtained from the two fetal liver biological replicates per condition. For this purpose, the findOverlapsOfPeaks function from the ChIPpeakAnno R package (v3.32.0) was used with default parameters. Motif analysis was conducted with MEMESuite CLI (v5.5.2)^66^ with default parameters against HOCOMOCO v11 core mouse database^67^. Discovered motifs were retrieved from STREME tool^66^. For this purpose, called regions from SEACR in BED format were converted to FASTA sequences in chunks of 500 bp. Peak visualization was done with Integrative Genomics Viewer (IGV).

### Bulk RNA-seq data sequencing

In all experiments, we extracted total RNA from three mice per genotype using the mRNA ultralow input protocol for library pre-preparation (Quiagen, cat# 180492). The RNA concentration and integrity were determined using Agilent Bioanalyzer [Agilent Technologies]. Libraries were prepared using standard protocols, and cDNA was sequenced using Illumina® HiSeq platform (50-bp single-end reads). After sequencing, one of the KO samples had to be discarded due to inadequate quality sequencing. For the rest of the samples (3xWT, 3xHET, and 2xKO), the sequencing depth ranged between 28 M and 36 M reads (average 32 M reads) per sample.

### RNA-seq data analysis

Quality control was performed on raw data with FASTQC tool (v0.11.9). Raw reads were trimmed to remove adapters presence with Trimgalore (v0.6.6)^68^. Reads were filtered by quality (Q > 30) and length (>20 bp). Trimmed reads were aligned to the reference genome with the STAR aligner tool (v2.7.8). STAR was executed with default parameters except for the number of allowed mismatches which was set to 1. The required genome index was built with corresponding GRCm38 gtf and fasta files retrieved from Ensembl (http://ftp.ensembl.org/pub/release-102/). Obtained BAM files with uniquely mapped reads were considered for further analysis. Raw gene expression was directly quantified in STAR (--quantMode GeneCounts option). The obtained raw counts matrix was imported into R Statistical Software environment (v4.2.1) for downstream analysis. Raw expression matrix included 55,487 genes per 8 samples in total. Experimental design considered three genotypes: IkBα KO (x2 female samples), IkBα WT (2× male and 1× female samples), and IkBα HET (1× male and 2× female samples). Prior to statistical analysis, those genes with less than 10 raw counts across the 8 samples under test were removed. After pre-filtering, 20,610 genes were available for testing. 

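The deposited count table held 55487 genes for the 8 samples. Of these, 55227 identifiers were named in the GENCODE M21 annotation of GRCm38. A minimum of 10 reads summed over the samples left 20610 genes, 20588 of them named, and the authors' normalized table held the same 20610. Between 19171 (HET3) and 21878 (WT2) genes had at least 1 read. The 100 genes with the most reads took 13.4% and 14.6% of the counts in KO1 and KO2 and from 13.6% (WT2) to 17.0% (WT3) in the other samples.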

For visualization purposes, counts were normalized by the variance-stabilizing transformation method as implemented in DESeq2 R package^69^ (v1.38.3). Additionally, the normalized expression matrix was gender-corrected with the removeBatchEffect function from the limma R package (v3.54.2)^70^. Differential expression analysis (DEA) was conducted with DESeq2. Fitted statistical model included sample gender and genotype. WT and HET samples were pulled together under the same condition and considered as the reference for the comparison test. Obtained log2 fold change values were shrunken with apeglm shrinkage estimator R package (v1.20.0)^71^. Raw *p*-values were adjusted for multiple testing using the Benjamini–Hochberg False Discovery Rate (FDR)^72^. Differentially Expressed Genes (DEGs) between KO and HET-WT samples were called with adjusted *p*-values (FDR) < 0.05 and absolute shrunken log2 Fold change > 1. Data visualization was performed with the ggplot2 (v3.4.1), complexHeatmap (v2.14.0), and EnhancedVolcano (v1.16.0) R packages.

### Functional analysis

Gene Set Enrichment Analysis (GSEA) was applied over the complete list of genes under test for DEA (20,610 genes). Genes were pre-ranked based on their shrunken log2 fold change. GSEA was conducted through fgseaMultilevel function from fgsea R package (v1.24.0)^73^ with default parameters. Enrichment plots were generated with the same package. For this purpose, MSigDB Hallmark and ChIP Enrichment Analysis (ChEA) databases for *Mus Musculus* were interrogated. ChEA database was downloaded from https://maayanlab.cloud/Enrichr/#libraries (ChEA_2022). Corresponding gene Entrez identifiers were used for the analysis. Benjamini–Hochberg procedure was used to obtain adjusted *p*-values. Enriched processes were called with adjusted p-values (FDR) < 0.05. Additionally, two specific signatures associated to fetal liver (FL) LT-HSC and AGM HSC-HE was also explored for GSEA (Manesia et al.^42^) (Thambyrajah et al.^41^). Briefly, FL LT-HSC signature was obtained from the conducted DEA between FL (E14.5) and adult bone marrow HSCs. We considered the top 300 DEGs (adjusted pval < 0.05 and abs (log2 fold change) >1) up-regulated in FL (out of 703 genes) and sorted per log2 fold change values. On the other hand, AGM HSC-HE signature was a combination of the top 300 representative genes from both HSC-HE and HSC clusters identified in AGM scRNAseq data. We considered those genes represented in at least 50% of the cluster cells with adj pval < 1e-05 and positive log2 fold change. The top 300 genes were the ones with the highest log2 fold change values.

### E14.5 LSK single-cell RNA-sequencing and data analysis

#### Data pre-processing

10X sequencing reads were demultiplexed and aligned according to the Cell Ranger pipeline (version 6.0.0) under default parameters. Sequences were aligned against the mouse GRCm38 reference genome to obtain feature-barcode matrixes, separately for WT and KO conditions. KO and WT gene count matrixes were merged and analyzed using the Seurat package (version 4.1.1) [1] in R (version 4.1.3).

#### Quality control

Cells were filtered based on the number of genes, removing those cells below a threshold located between the minimum and 1st quartile, according to the distribution of the number of genes per cell. Cells with more than 20% of mitochondrial gene content and genes not present in at least 3 cells were filtered.

#### Clustering

Cell-to-cell variability was normalized by the expression measurements using a scale factor of 10e4 followed by a log-transformation. Gene expression values were scaled and centered. The selection of highly variable genes (HVGs) was performed by evaluating the relationship of log(variance) and log(mean) and selecting the genes that exhibit the largest variance-to-mean ratio. We applied principal components analysis (PCA) to reduce the dataset dimensionality and we chose the significant principal components by assessing the ElbowPlot. The clusters were identified with FindNeighbors and FindClusters Seurat functions, selecting the Louvain algorithm. This step computes the k-nearest neighbors and creates the shared nearest neighbor (SNN) graph.

#### Cell type annotation

Cell types and states were annotated by exploring cluster-specific genes that were previously computed with FindAllMarkers function, using the Wilcoxon Rank Sum test and an average log2 fold change (log2FC) of 0.25. Each population was also explored for well-known markers genes to annotate the cell population (Supplementary Data 2). Those populations that were not possible to annotate were classified as technical clusters and removed from the dataset.

#### Differential expression (DE) analysis WT vs. KO

We performed differential expression analysis for each individual annotated population between WT and KO to find differentially expressed genes between both conditions, with a special focus on the naïve cluster. As the number of HSC cells is expected to be very few, we applied an average log2FC threshold of 0.15 and a minimum fraction of cells for a gene to be detected at 0.1.

#### Trajectory analysis

Monocle2 [2] was applied to order cells in pseudo-time based on the highly variable genes computed in C1/LT-HSC, C1/C2/ST-HSC (MPP1/MPP4), C2-C3_neu/MPP3 and C2-C3_Ery_MK/MPP2/4 populations.

#### Statistical analysis

Statistical analyses were performed using R software environment v4.3.1. Normal distribution was assessed using the Shapiro–Wilk test. The one-way ANOVA residuals were tested against normality distribution in the case of more than two groups under test. The statistical details are documented in the corresponding figure legend. Unless otherwise specified in the figure legend, an unpaired one-tailed student’s *t*-test with Welch correction (parametric data) or Mann–Whitney *U*-test (non-parametric data) was applied. In case of 3 or more groups to test, a one-way ANOVA (parametric data) or Kruskal–Wallis (non-parametric) test was applied followed by a *t*-test or Dunn’s test as post-hoc tests. Statistical significance was accepted when *p* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

### Source data

Source Data

## Data Availability

Single-cell RNA-seq, bulk RNA-seq and CUT&Tag data generated in this study have been deposited in NCBI Gene Expression Omnibus (GEO) repository under GEO SuperSeries accession no. GSE188525, composed in respective SubSeries GSE214699 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE214699], GSE188523 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188523] and GSE188524 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188524]. Additionally, single-cell RNA-seq data from Zhou et al.^13^ was downloaded from GEO with accession number GSE67120. Source data are provided with this paper.

# Supplementary material for: IκBα controls dormancy in hematopoietic stem cells via retinoic acid during embryonic development
**Source:** Nat Commun. 2024 Jun 1;15:4673. doi: 10.1038/s41467-024-48854-5
**Supplement:** Supplementary file 1 — Supplementary Information

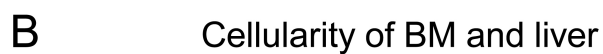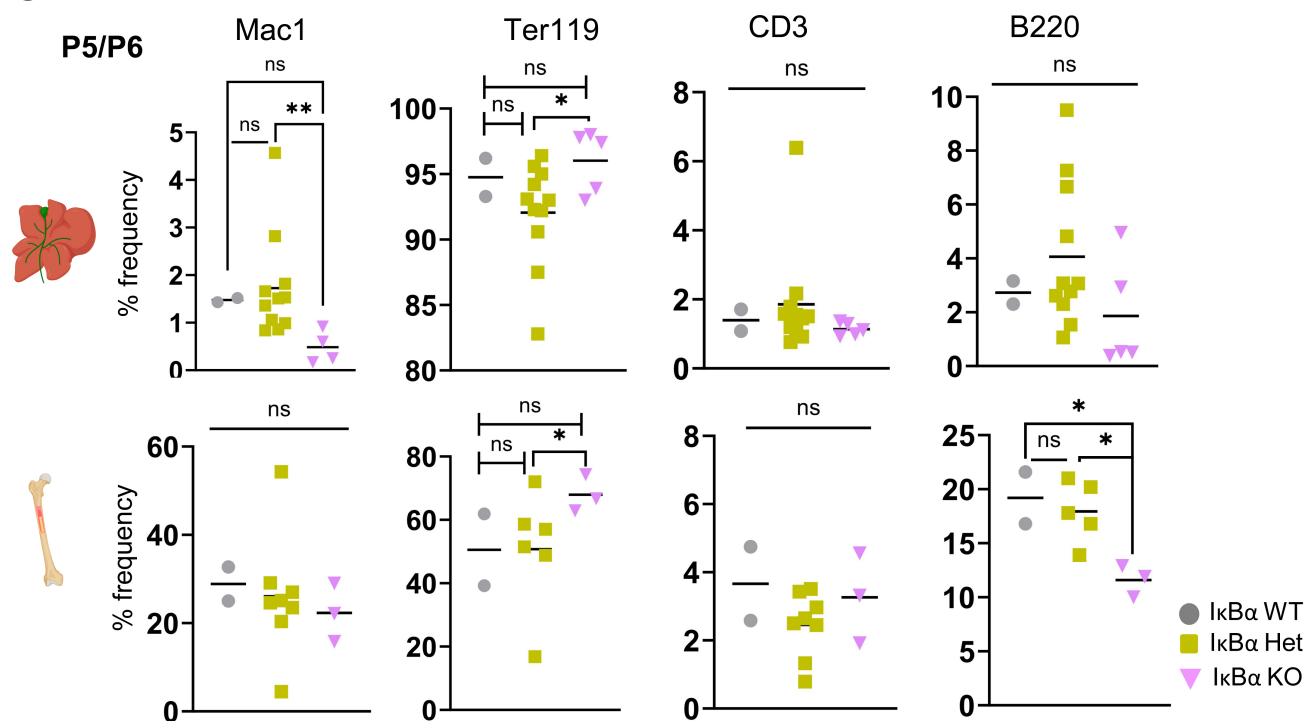

**Suppl Figure S1: NF- $\kappa$ B signaling elements present in HSCs** (A) Representation of gene expression levels of NF- $\kappa$ B signaling elements across the UMAP of single cell RNA-seq data set from Zhou et al, 2016. (B) Scatter plot with the total numbers of E16.5 fetal liver (WT n=4, HET n=3, KO n=5) and P5/6 liver (WT n=5, HET n=11, KO n=2) and femurs (WT n=6, HET n=13, KO n=2) after red blood cell lysis obtained from n= 9 WT, 14 het and 7 I $\kappa$ B $\alpha$  KO in 3 independent experiments. Statistical test: one-way ANOVA (ns p-value > 0.05). Bars indicate mean values and error bars refer to +/- standard deviation. (C) Individual values for the frequency of Ter119 (erythroid cells) B220 (B-cells), CD4/8 (T cells) and Gr1/Mac1 (myeloid cells) in fetal liver (top) and bone marrow (bottom) of newborn (P5/6) I $\kappa$ B $\alpha$  WT, Het and KO obtained from n=18 pups in 2 independent experiments. Statistical test: unpaired two-tailed Dunn's non-parametric all-pairs comparison test after Kruskal-Wallis test (\*\*p-value < 0.01 \* p-value < 0.05, ns p-value>0.05). Horizontal bars indicate mean values. Source data are provided as a Source Data file. Panels C was created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

A

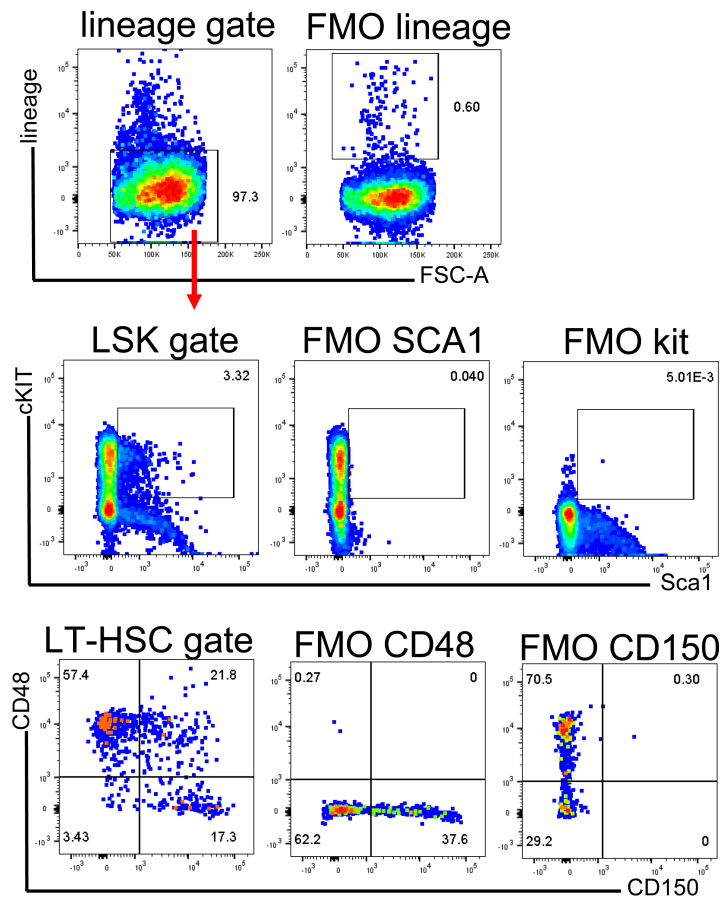

B

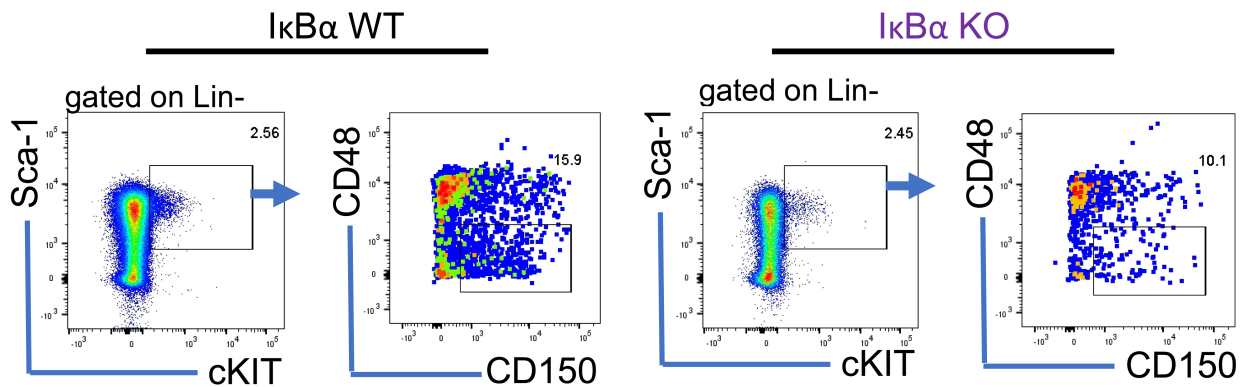

**Supl Figure S2: Blood lineage profiling of *IkBα* KO adult, newborn, and fetal liver hematopoiesis (A)** Fluorescence minus one (FMO) control panel for the LT-HSC determination FACS panel. **(B)** Representative FACS plots gating strategy for LSK (lin-SCA1+cKIT+) and LT-HSC (LSKCD48-CD150+) of *IkBα* WT, Het, and KO bone marrow and (fetal) liver.

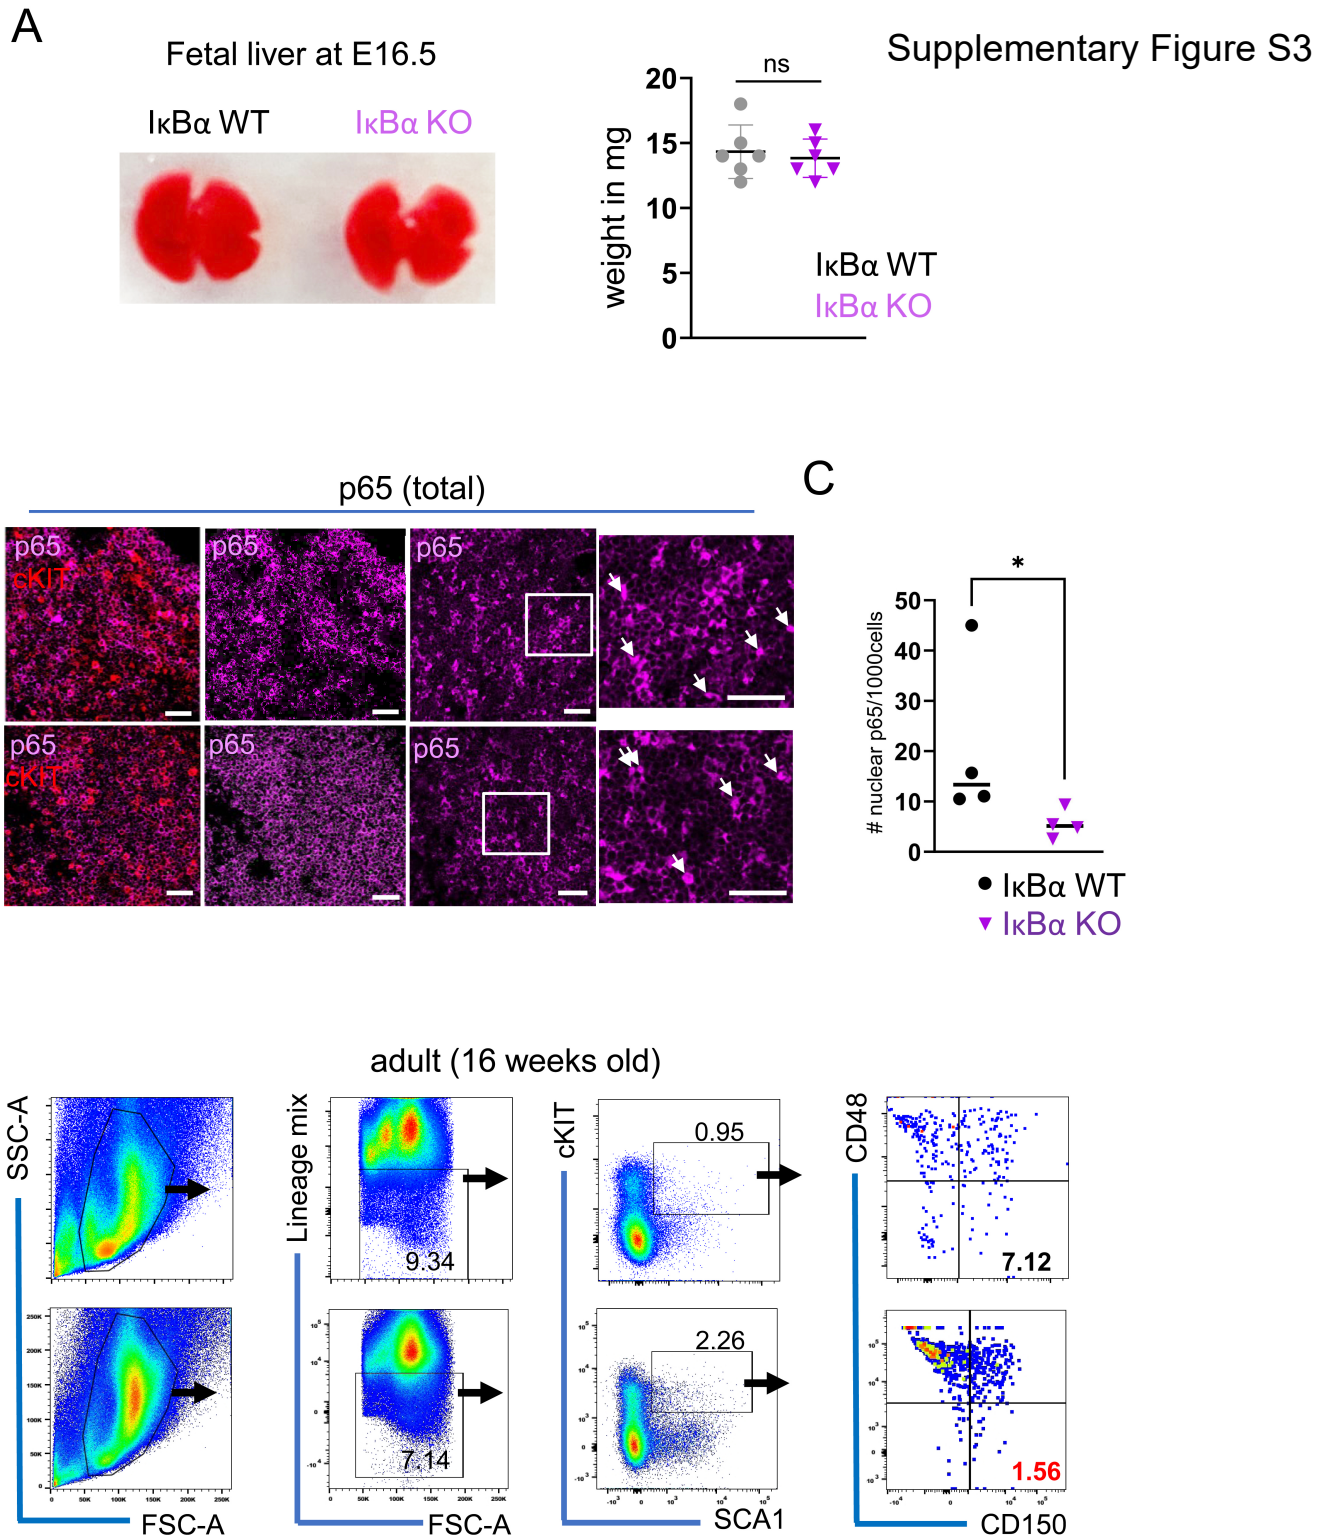

**Suppl Figure S3: P65 status in E14.5 Fetal liver and Stem cell profiling of *I $\kappa$ B $\alpha$*  KO adult (A)** Representative brightfield image and weight in mg of *I $\kappa$ B $\alpha$*  WT (n=6) and KO (n=6) E16.5 fetal liver obtained per n= 6 embryos per genotype. Images were taken on an IphonePro13. Statistical test: unpaired one-tailed t-test with Welch correction (ns p-value > 0.05). The horizontal bars indicate mean values and error bars refer to +/- standard deviation. **(B)** Representative images of IHC on E14.5 Fetal liver section of *I $\kappa$ B $\alpha$*  WT and KO for p65 (magenta), c-KIT (red) and DAPI (blue). n=4 sections from 2 different embryos. Scale bar: 50 $\mu$ m. Images were taken using a SPE (Leica) with a 20x oil lens and processed using ImageJ. **(C)** Quantification of nuclear p65 positive cells normalized to 1000 cells. Total counts were performed with ImageJ and nuclear p65 cells were determined manually. Statistical test: unpaired one-tailed Mann Whitney U test (\* p-value < 0.05). The horizontal bars indicate mean values. **(D)** Representative FACS plots for the frequency of LSK and LT-HSC in one adult (3 months old) bone marrow of *I $\kappa$ B $\alpha$*  WT and KO. n=1 *I $\kappa$ B $\alpha$*  het and 1 *I $\kappa$ B $\alpha$*  KO in one experiment. Source data are provided as a Source Data file.

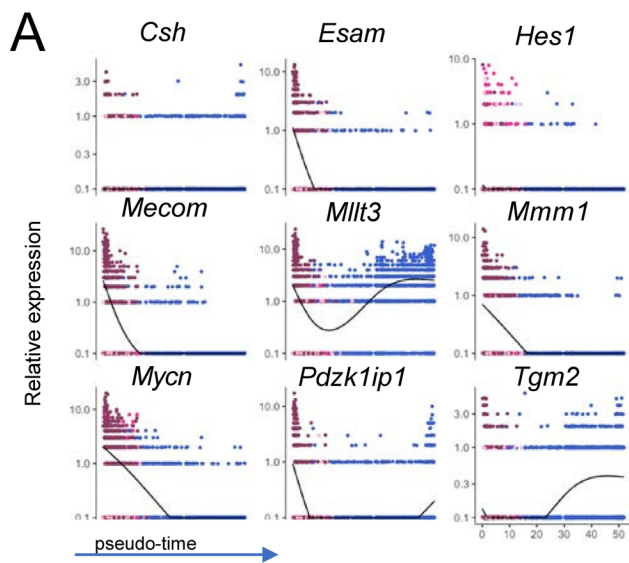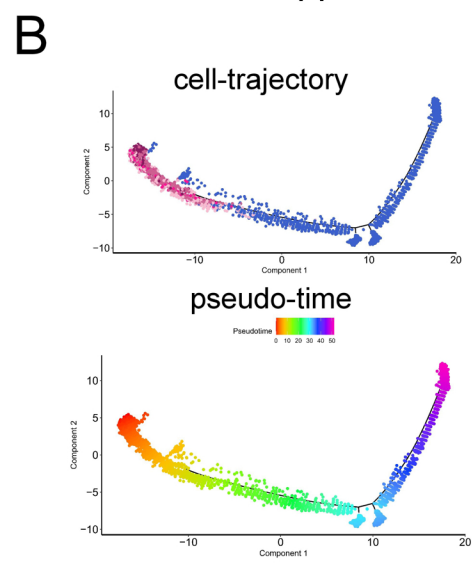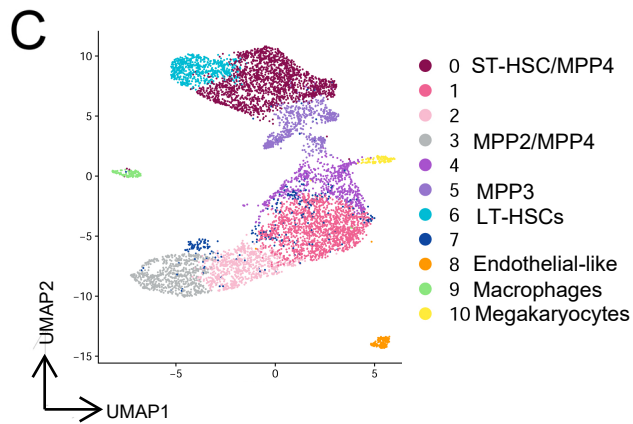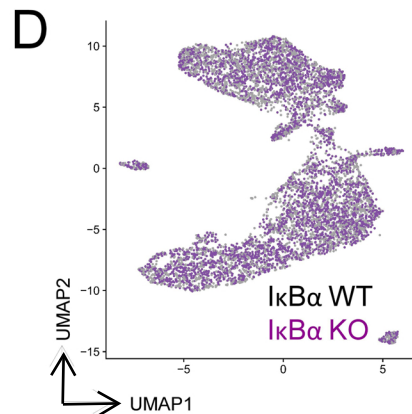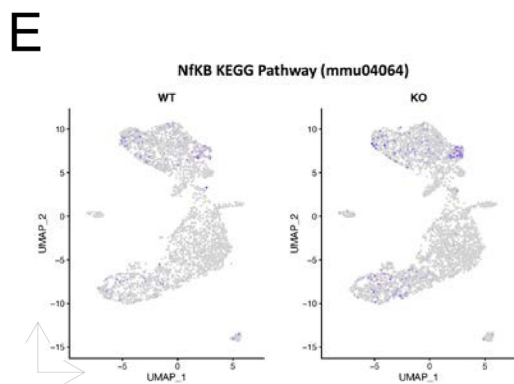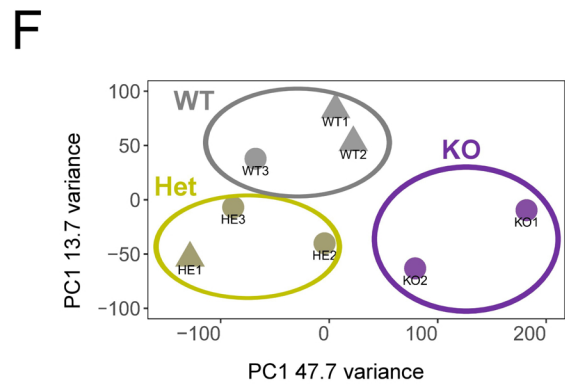

**G**

Bulk RNA seq- WT vs Het comparison

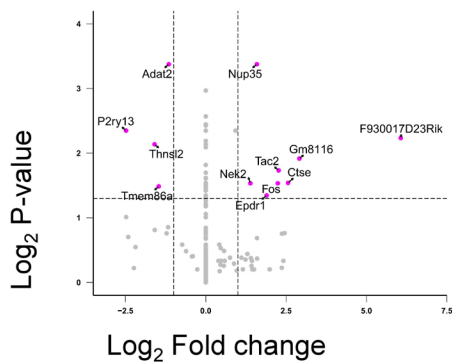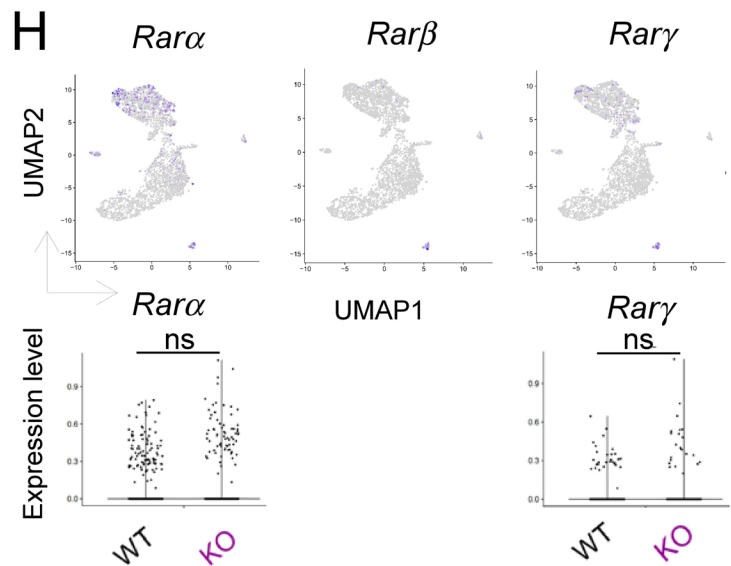

**Suppl Figure S4: Molecular characteristics of E14.5 *I $\kappa$ B $\alpha$*  KO LT-HSCs** (A) Scatter plot of gene expression levels of LT-HSC defining genes (Rodriguez-Fraticelli et al, 2018) for individually RNA-sequenced *I $\kappa$ B $\alpha$*  WT and KO cells. (B) Trajectory/Pseudo-time analysis of all individually sequenced cells. (C) UMAP based clustering of all the single cells sequenced, and their assigned cell identity based on published data sets. (D) UMAP highlighting the *I $\kappa$ B $\alpha$*  genotype (WT or KO) across all sequenced cells. (E) UMAP with cumulative gene expression levels of the NF- $\kappa$ B signaling signature (mmu04064), separated by *I $\kappa$ B $\alpha$*  genotype (WT or KO). (F) Principal Component clustering (PCA) of the LT-HSC RNA-sequencing samples from 3 WT, 3 Het and 2 KO for *I $\kappa$ B $\alpha$*  . (circle: female embryos, triangle: male embryos). (G) Scatter plot of DEG and their p-values for *I $\kappa$ B $\alpha$*  WT compared to HET. (H) UMAP (top) and scatter plot (bottom) for the gene expression levels of the retinoic acid receptors, *Rar $\alpha$* , *Rar $\beta$*  and *Rar $\gamma$*  in single cells and separated for *I $\kappa$ B $\alpha$*  genotype (WT or KO). P-value determined with two tailed unpaired t-test (ns p-value > 0.05).

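The sex of each LT-HSC sample was checked from its reads. The 4 Y-linked genes *Kdm5d*, *Eif2s3y*, *Uty* and *Ddx3y* summed to 354, 394 and 331 CPM in the samples labelled male (WT1, WT2 and HET1) and to at most 0.112 CPM in the 5 labelled female. *Xist*, which is expressed from the inactive X chromosome, was at 0.374, 0.585 and 3.03 CPM in the male samples and at 21.9 to 164 CPM in the female ones. Across all tested genes, the correlation of log2 CPM between samples lay between 0.885 and 0.972, a correlation across genes, which are not independent replicates. The sex-corrected values behind the plot hold no difference between the sexes once genotype is fitted (largest coefficient of a gene 0). As both KO samples are female, that correction is estimated from the WT and HET samples alone.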

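For HET against WT, the 3 HET and 3 WT samples were tested with sex in edgeR's model. None of the 20610 genes reached an adjusted p-value under 0.05 (0 genes, lowest adjusted p = 0.932), and 747 had an unadjusted p-value under 0.05, fewer than the 1030 expected by chance. Of the 482 with an absolute log2 fold change over 1 besides, 193 were higher and 289 were lower in HET. The 12 genes labelled in the plot were *Adat2*, *Nup35*, *P2ry13*, *Thnsl2*, *Tmem86a*, *Nek2*, *Tac2*, *Fos*, *Epdr1*, *Gm8116*, *Ctse* and *F930017D23Rik*. All 12 had an adjusted p-value of 0.932, and adjusted over these genes alone, which the paper chose from the same data, from 0.00265 to 0.0121. *Nup35*, which overlaps another gene, was at 27.3 ± 5.83 CPM (SD, n = 3) in HET and 7.65 ± 1.52 CPM (SD, n = 3) in WT, a log2 fold change of 1.72 (standard error 0.261). *Nek2*, which also overlaps another, was at 67.1 ± 5.59 CPM (SD, n = 3) in HET and 21.5 ± 9.82 CPM (SD, n = 3) in WT. *Adat2* and *P2ry13*, which overlap other genes, were lower in HET, with log2 fold changes of -1.22 and -2.72 (standard errors 0.183 and 0.445). *Tac2* and *Fos* were higher, with log2 fold changes of 2.61 and 2.62 (standard errors 0.611 and 0.665). Except for *Epdr1* (p = 0.3) and *Ctse* (p = 0.2), the HET and WT samples of each gene did not overlap (exact permutation test, two-sided, p = 0.1, the smallest p that 3 samples against 3 allow). DESeq2 on the same 6 samples found 67 genes at an adjusted p-value under 0.05. DESeq2 on all 8 samples, chosen after the values were seen, found 55 such genes, 12 of them with a shrunken absolute log2 fold change over 1. Same-numbered WT and HET samples deviated from their group means together (mean correlation across genes 0.361, against -0.168 for differently numbered ones), although pairs 1 and 3 also share their sex. With the replicate number as a block besides sex, 0 genes passed (1073 at an unadjusted p-value under 0.05, lowest adjusted p = 0.233). With the block in place of sex, 283 genes passed, 8 higher and 275 lower in HET.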

# A

NF- $\kappa$ B signaling  
(KEGG mmu04064)

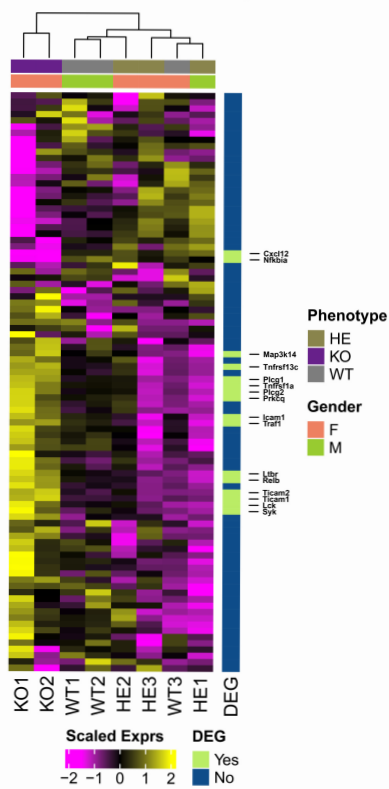

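Among the NF-κB genes of the heatmap, most had similar levels in the KO and the male WT samples. *Plcg2* (chromosome 8, 117498291 to 117635142) was at 227 and 130 CPM in KO1 and KO2, at 189 and 222 CPM in WT1 and WT2, and at 24.2, 79.1, 53.6 and 11.4 CPM in WT3, HET1, HET2 and HET3. *Traf1* (chromosome 2, 34941750 to 34961772) was at 6.07 and 6.49 CPM in KO, at 10.2 and 9.15 CPM in WT1 and WT2, and at 0.0593 to 2.18 CPM in the other 4. *Ltbr* (chromosome 6, 125306571 to 125313885) was at 43.4 ± 7.13 CPM (SD, n = 2) in KO, 38.6 ± 10.9 CPM (SD, n = 3) in the male and 15.5 ± 2.49 CPM (SD, n = 3) in the female WT and HET samples. *Cxcl12* (chromosome 6, 117168535 to 117181367) had 0 reads in KO1, KO2, WT1 and WT2, and 2.24, 0.160, 2.17 and 1.30 CPM in WT3, HET1, HET2 and HET3. Against the floor of the KO libraries it was at least 6.64-fold lower in KO than in the mean of the 6 others. The counts of *Plcg2*, *Ticam2*, *Plcg1*, *Prkcq*, *Map3k14*, *Icam1* and *Lck* are uncertain because these genes overlap others.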

**Suppl Figure S5: *IκBα* KO AGMs have reduced number of GFI1/EPCR positive cells and the LT-HSCs in the fetal liver retain AGM-associated gene signature** (A) Heatmap showing the expression levels of NF-κB signaling genes (KEGG Pathway ID mmu04064) from *IκBα* WT/Het and KO E14.5 LT-HSCs RNAseq samples (B) Venn diagrams of overlapping genes in the gene sets of the top 300 genes expressed in AGM HSC/HE (green), DEG of the RNA-seq of *IκBα* WT/Het and KO LT-HSCs (magenta, FDR adj pval < 0.05 and absolute shrunken log2 fold change >1), and the top 300 genes exclusively expressed in E14.5 fetal liver HSCs when compared to the bone marrow LT-HSCs (Manesia et al, 2017). Associated p-value determined with hypergeometric test (upper-tail) considering a total set of 1,472 DEGs and a background of 16k genes for both signatures. (C) Chart showing the HSC percentage, i.e., of SCA1-EPCR (E11.5) or CD48-CD150+ (E14.5 FL and P5/6 newborn fetal liver and bone marrow) from previous gate as determined in Figure 2Bii and 3Gii. (D) Representative image of IHC on E11.5 (43-45s) sagittal AGM section for endothelial cells (DLL4, green) and *IκBα* (yellow) and DAPI (blue) on *Gfi1:tomato* (red) transgenic embryos. Scale bar: 50μm. n= 4 WT and 5 KO AGM 12μm sections derived from 2 embryos for each genotype. Images were taken using a SPE (Leica) with a 20x oil lens and processed using Imaris. (E) Representative image of IHC on E11.5 (43-45s) sagittal AGM section for and pIκBα Ser32/36 (yellow) and DAPI (blue) on *Gfi1:tomato* (red) transgenic embryos. Scale bar: 50μm. n= 2 Het and 3 *IκBα* KO AGMs from 2 independent experiment (embryos). Images were taken using a SPE (Leica) with a 20x oil lens and processed using ImageJ. (F) Representative FACS plots for CD31+/cKIT+/CD45+/SCA1+/EPCR+ staining in E11.5 AGMs of *IκBα* WT/Het and KO. Source data are provided as a Source Data file.

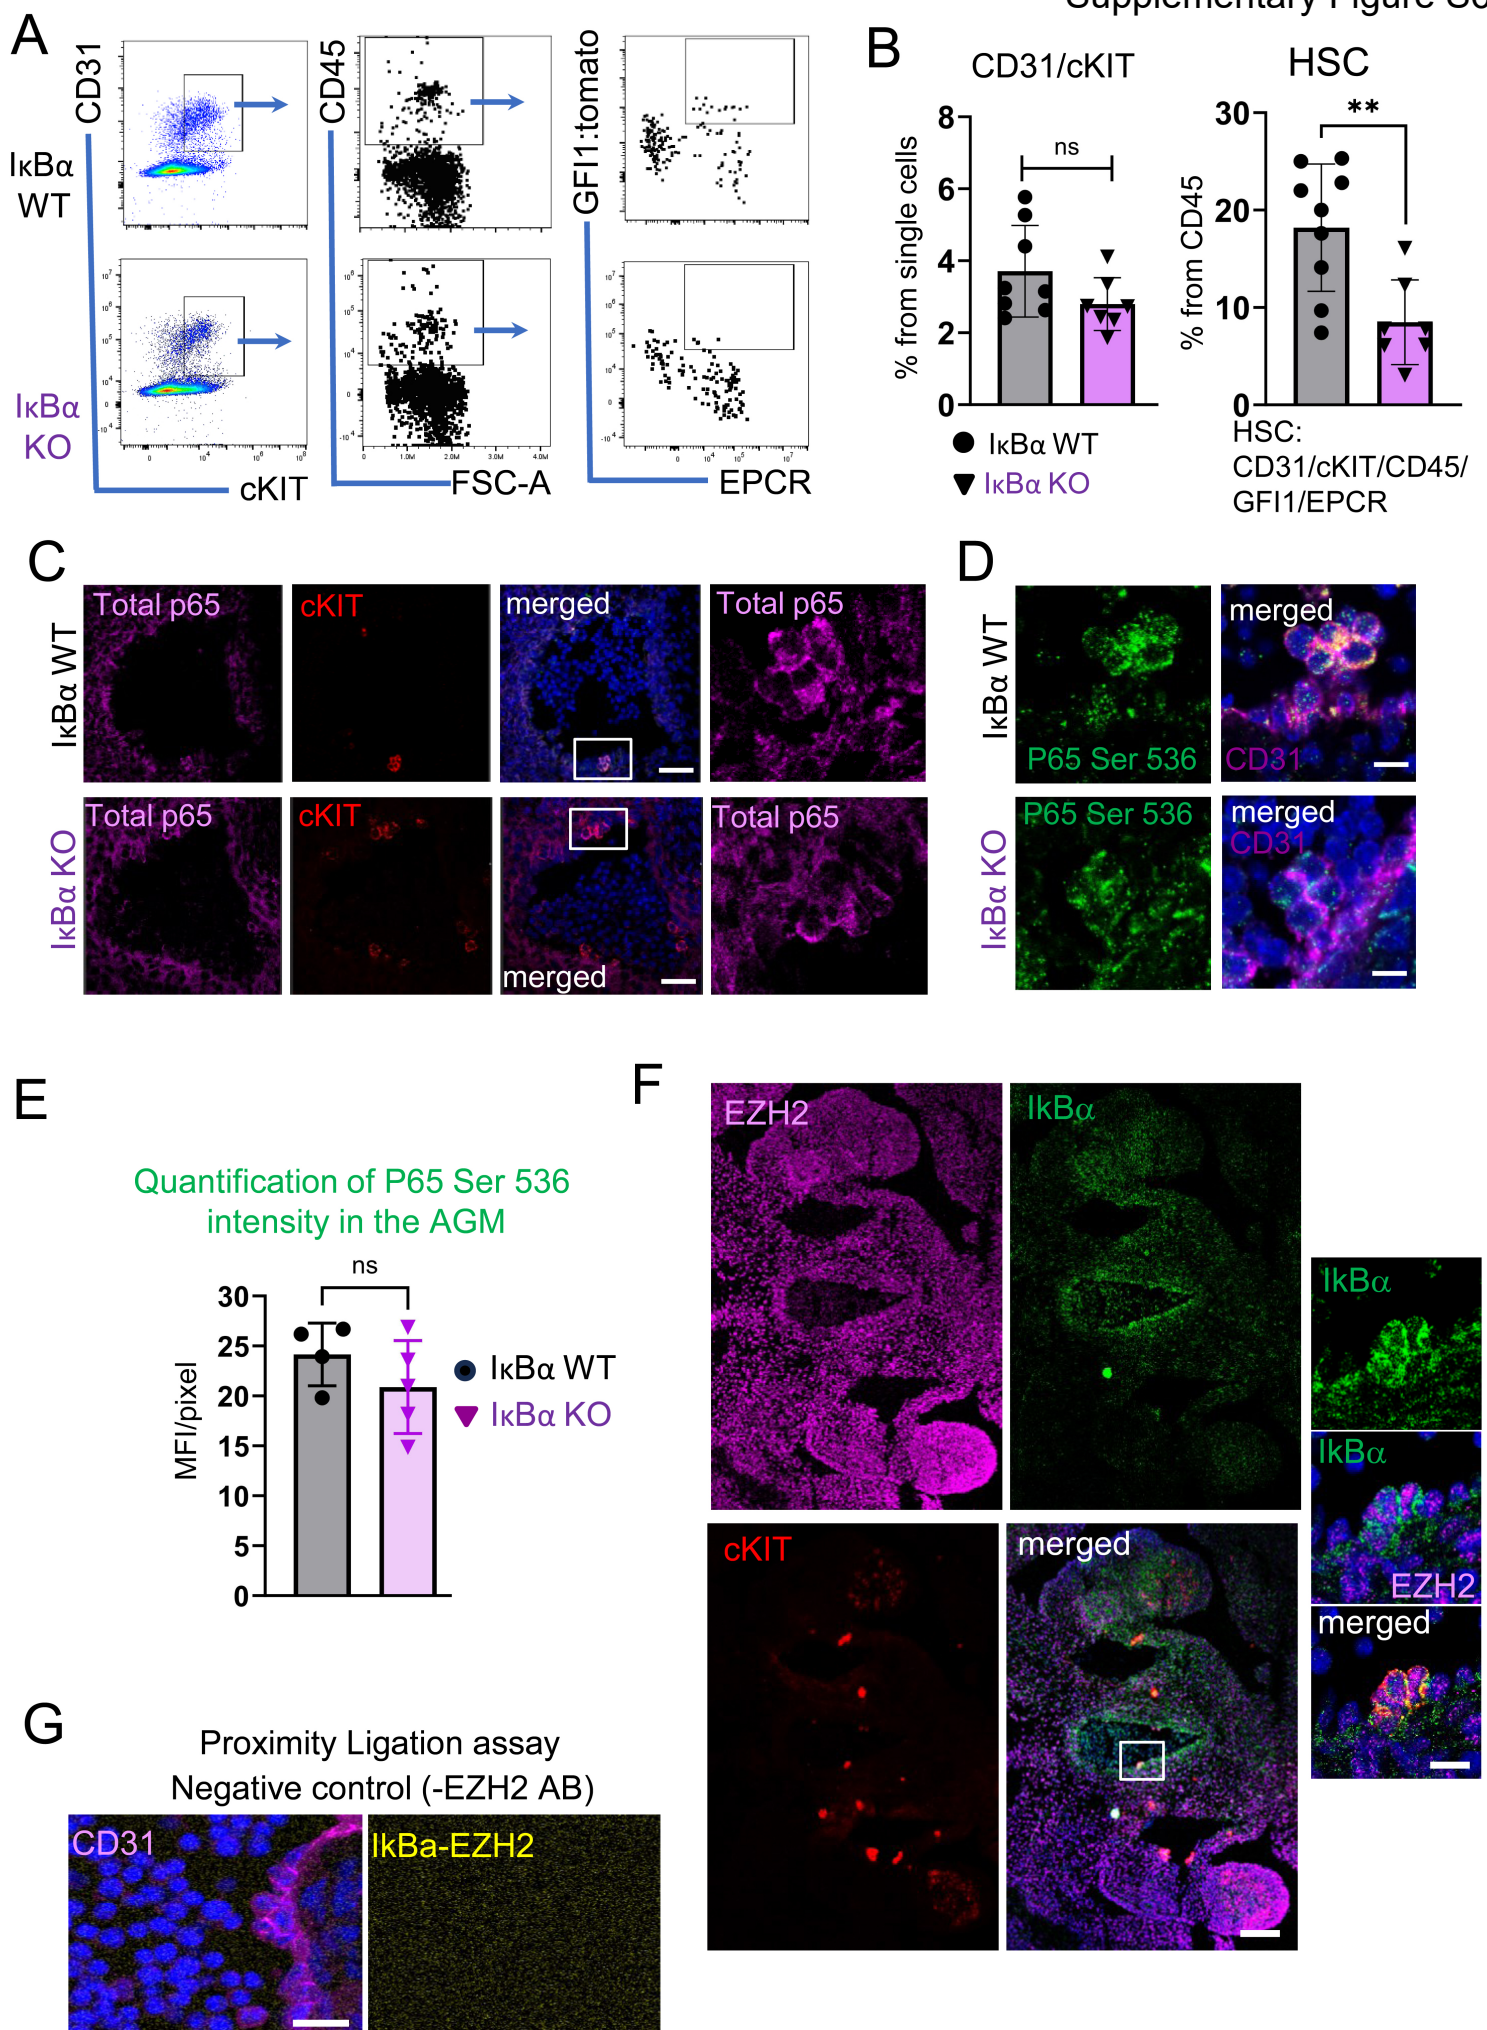

**Suppl Figure S6: IHC of p65 and p65 Ser-536 *I $\kappa$ B $\alpha$*  T and KO AGMs and IHC for E H and *I $\kappa$ B $\alpha$* .** (A) Representative FACS plots for CD31/cKIT/CD45/GFI1/EPCR+ staining in E11.5 (43-47 somites) AGMs of *I $\kappa$ B $\alpha$*  WT/Het and KO. (B) Bar chart with percentage of CD31+/cKIT+/CD45+ and CD31+/cKIT+/CD45+/GFI1+/EPCR+ cells by FACS in E11.5 (42-46 somites) AGMs of *I $\kappa$ B $\alpha$*  WT/Het (n=8 and n=9, respectively) and KO (n=7 and n=7, respectively). Statistical test: Multiple linear regression model with Experiment and Genotype covariates, significance obtained from applying t-test to corresponding model coefficient estimate (\*\* p-value <0.01, ns p-value >0.05). Bars indicate mean values and error bars refer to +/- standard deviation. (C) Representative image of IHC on E11.5 (43-45somites) AGM section of *I $\kappa$ B $\alpha$*  WT and KO for p65 (magenta), c-KIT (red) and DAPI (blue). Scale bar: 50 $\mu$ m. n=1 AGM section per genotype with 2 IAHC in *I $\kappa$ B $\alpha$*  WT and 3 IAHC in *I $\kappa$ B $\alpha$*  KO. Images were taken using a SPE (Leica) with a 20x oil lens and processed using Imaris. (D) Representative images of IHC on E11.5 (43-45 somites) AGM section of *I $\kappa$ B $\alpha$*  WT and KO for phospho-p65 Ser536 (green), CD31 (magenta) and DAPI (blue). Scale bar: 10 $\mu$ m. n= 4 WT and 6 KO AGM sections from 2 independent experiments (embryos). Images were taken using a SPE (Leica) with a 20x oil lens and processed using Imaris. (E) Mean fluorescence intensity (MFI) normalized to pixel count in the CD31 area (WT n=4, KO n=5). (IAHC locations are highlighted with a yellow circle (as detected by cKIT). The measurements were performed with ImageJ measure setting. Statistical test: unpaired one-tailed t-test with Welch correction (ns p-value > 0.05) (F) Representative image of IHC on E11.5 (43-45 somites) AGM section of *I $\kappa$ B $\alpha$*  WT for E H2 (magenta), *I $\kappa$ B $\alpha$*  (green), cKIT (red) and DAPI (blue). Scale bar: 100 $\mu$ m and 10 $\mu$ m (inlet). n=8 sections from 2 independent experiments (embryos). Images were taken using a SPE (Leica) with a 10x dry lens or 20x oil lens and processed using Imaris. (G) Negative control for PLA experiment. Sample without the primary E H2 antibody. E11.5 (43-45 somites) AGM section of PLA *I $\kappa$ B* /-E H2 (yellow), CD31 (magenta) and DAPI (blue). Scale bar: 25 $\mu$ m. n=1 experiments. Images were taken using a Stellaris8 (Leica) with a 20x oil lens and processed using Imaris. Source data are provided as a Source Data file.

A

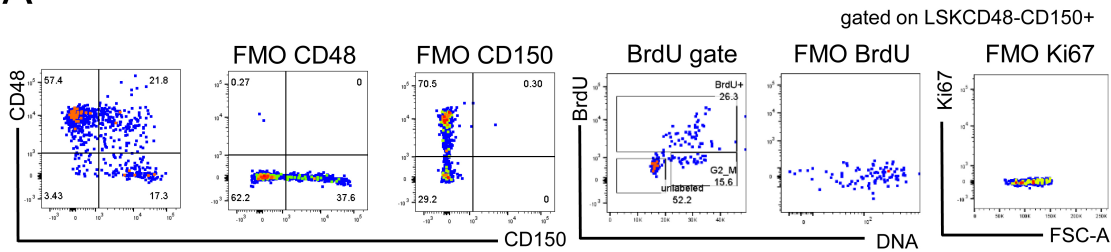

B

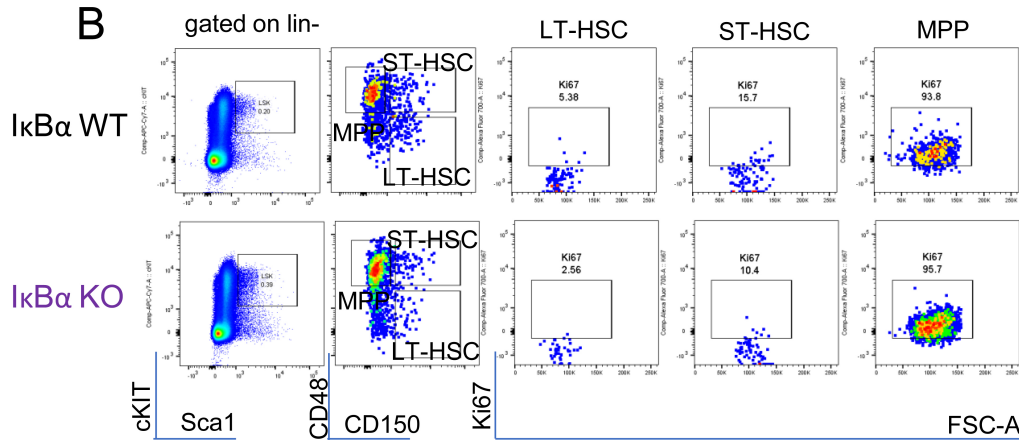

C

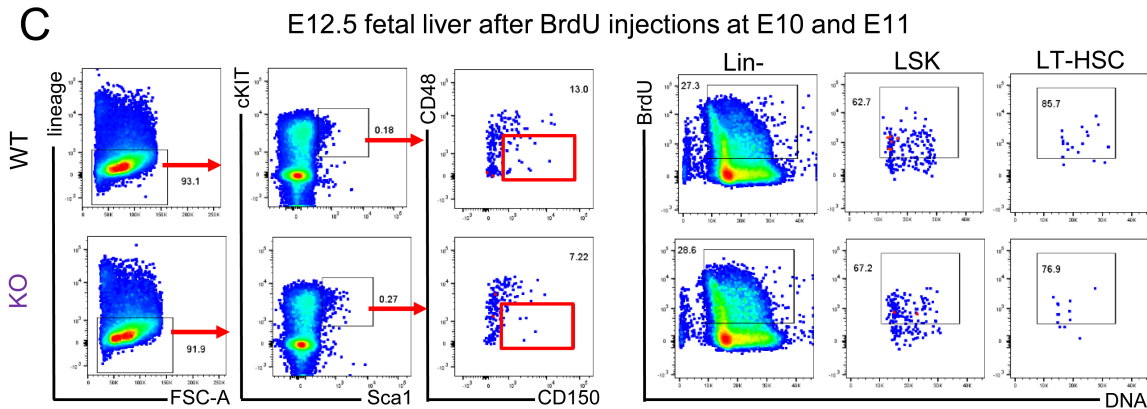

D

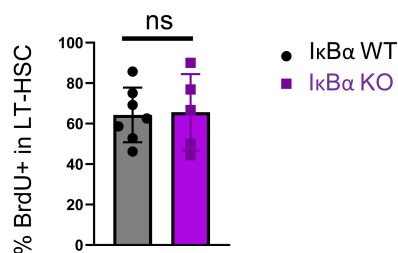

**Suppl Figure S7:  $\text{IkB}\alpha$  WT and KO LT-HSCs can be labeled in BrdU labeling experiment. (A)** Fluorescence minus one (FMO) control for the BrdU or Ki67 gate in FACS analysis. **(B)** representative FACS plots of Ki67+ cells in MPP (multi-potent progenitors), ST-HSCs and LT-HSCs of E14.5  $\text{IkB}\alpha$  WT/Het and KO fetal liver samples. **(C)** exemplary FACS plots of BrdU+ cells in LT-HSCs of E12.5  $\text{IkB}\alpha$  WT/Het and KO fetal liver samples after two injections of 2mg of BrdU at E10 and E11. **(D)** Bar chart representation of the percentage of BrdU+ LT-HSCs of E12.5  $\text{IkB}\alpha$  WT/Het ( $n=7$ ) and KO ( $n=5$ ) fetal liver samples after two injections of 2mg of BrdU at E10 and E11 obtained from  $n=12$  in 2 independent experiments. Statistical test: unpaired one-tailed t-test with Welch correction (ns  $p$ -value  $> 0.05$ ). Bars indicate mean values and error bars refer to  $\pm$  standard deviation. Source data are provided as a Source Data file.

A

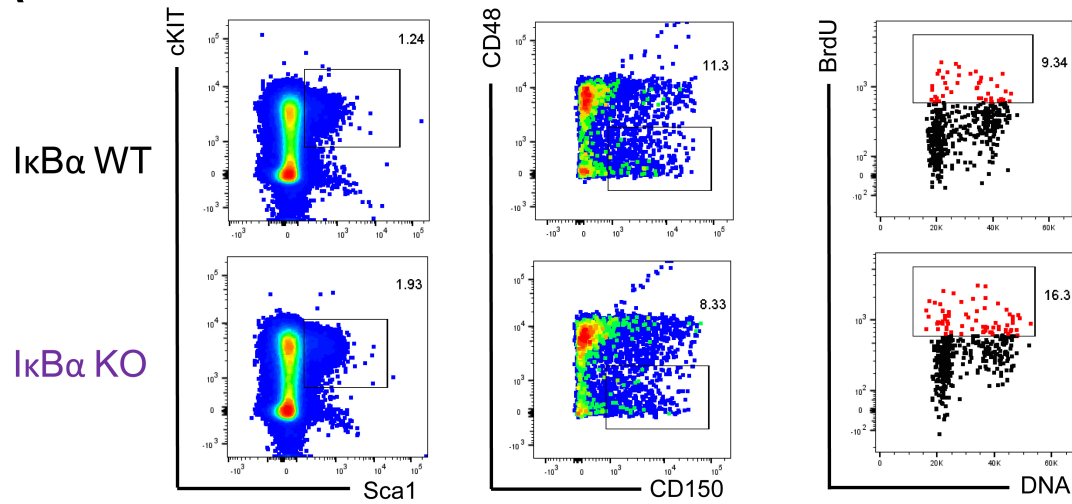

B

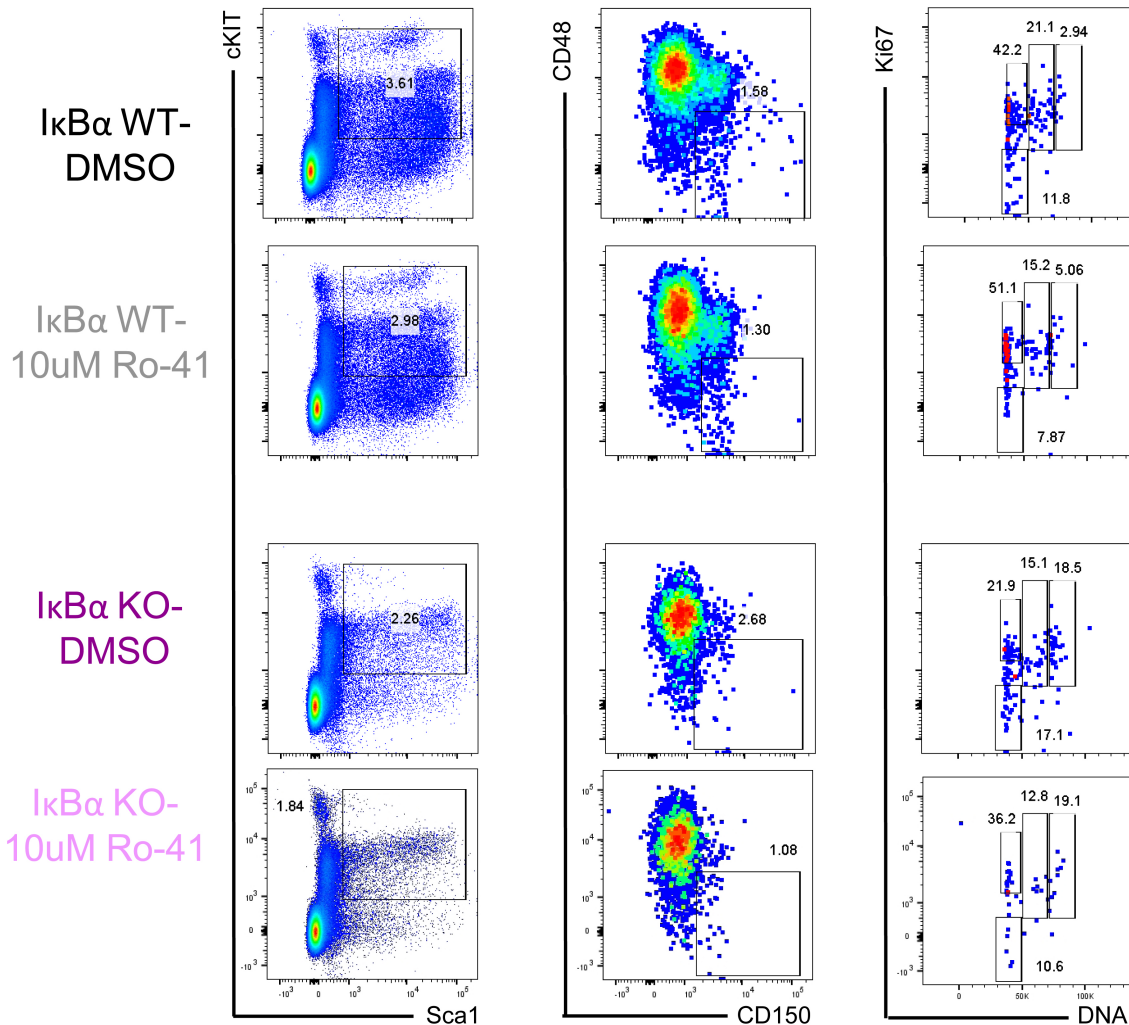

**Suppl Figure S8: Representative FACS plots for BrdU+ cells and G0 determination in LT-HSCs (A)**

Re-presentative FACS plots of the percentage of BrdU+ cells within the E14.5 FL LT-HSC after *in vivo* labeling of E10.5 *IkBα* WT or KO embryos. **(B)** Exemplary FACS plot with the percentage of LT-HSC in G0 phase of cell cycle after 48hrs of *ex vivo* culture of E14.5 *IkBα* WT or KO FL lin- cells treated with 10uM of Ro-41 or DMSO.

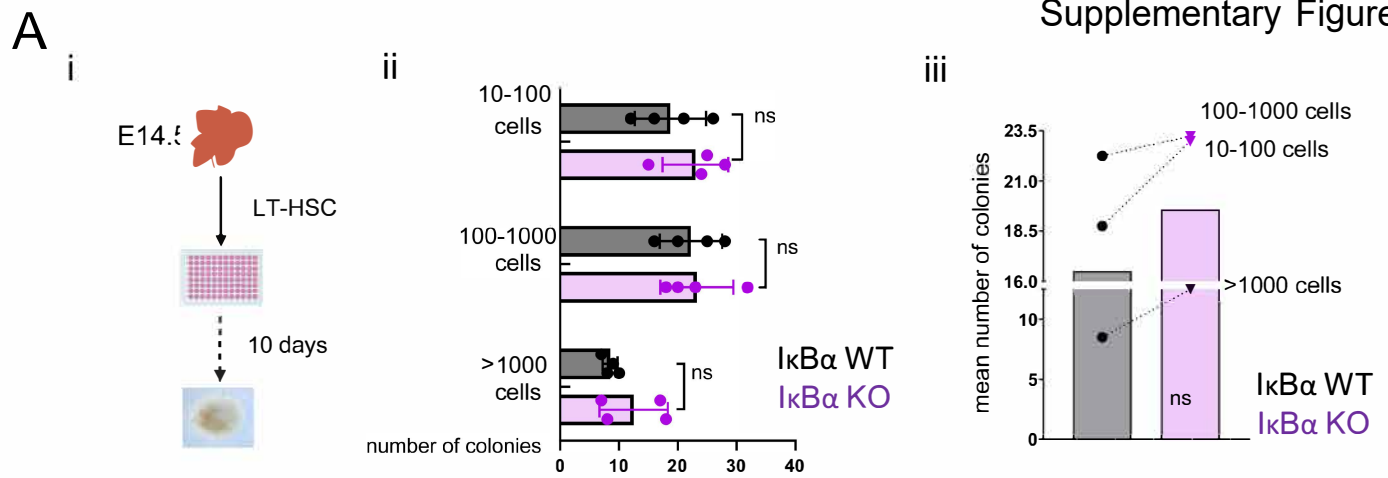**B**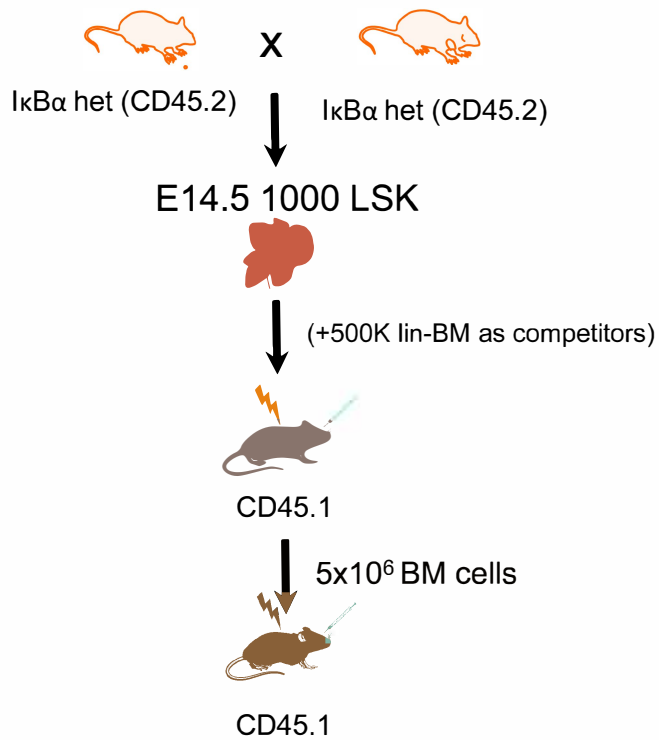**C**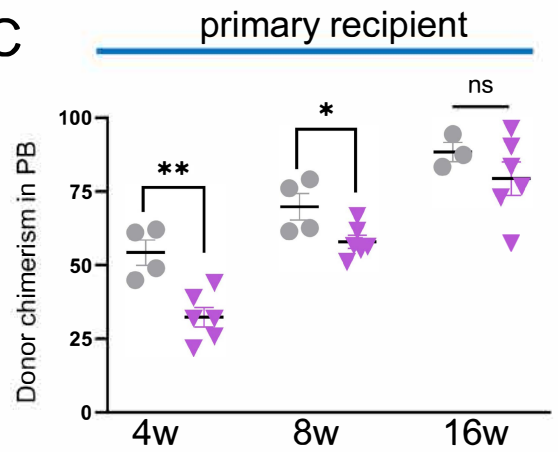**D**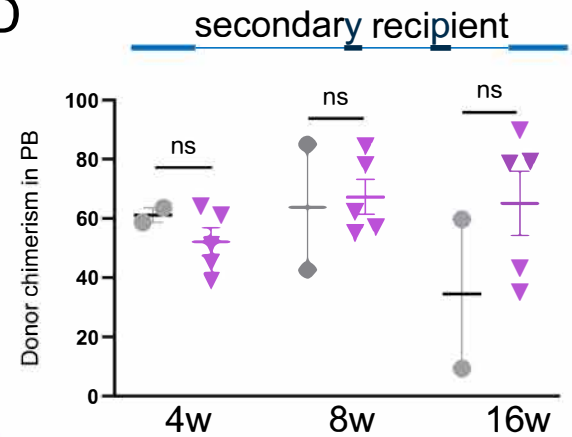**E**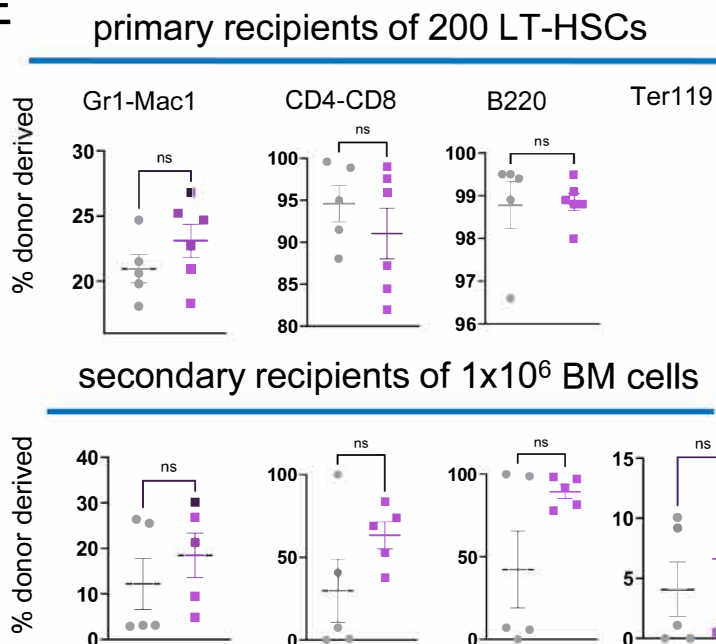**F** tertiary recipients at 8 weeks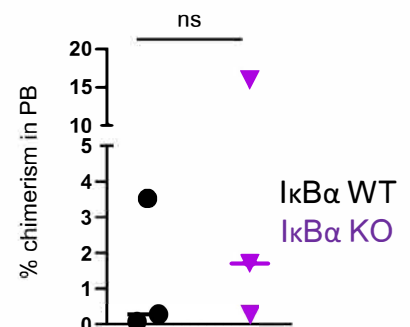

### Suppl Figure S9: *I $\kappa$ B $\alpha$* KO LSK are activated with a delay in transplantation assay

(A) i. scheme of experimental procedure. LT-HSCs from *I $\kappa$ B $\alpha$*  WT or KO E14.5 fetal liver are deposited as single cells into 96 well plates and colony number and size are scored 10 days later. ii. Bar chart with the number of hematopoietic colonies obtained from LT-HSC deposited as single cell after 10 days in culture from *I $\kappa$ B $\alpha$*  WT or KO E14.5 FL. n= 4 embryos per genotype in 2 independent experiments. Statistical test: unpaired one-tailed t-test with Welch correction (ns p-value > 0.05). The horizontal bars indicate mean values and error bars refer to +/- standard deviation. iii. dot plot with the mean values of colonies of the 4 replicates of the colonies shown in iii, separated colony size. (B) Scheme of the transplantation experiment. 1000 LSK cells were FACS purified from E14.5 *I $\kappa$ B $\alpha$*  WT and KO fetal liver (CD45.2) and transplanted serially into lethally irradiated donors (CD45.1). (C) Scatter plot with the percentage of donor chimerism (CD45.2) in the peripheral blood of primary recipient (CD45.1) in 4-week intervals. Recipients of 1000 purified LSK cells from pools of E14.5 fetal liver with n=4 WT and n=6 KO recipients. Statistical test: unpaired one-tailed Mann Whitney U test for all pairwise comparisons (\*\* p-value < 0.01, ns p-value>0.05). The horizontal bars indicate mean values and error bars refer to +/- standard deviation. (D) Scatter plot with the percentage of donor chimerism (CD45.2) in the peripheral blood of secondary recipient (CD45.1) in 4-week intervals. Each secondary recipient received  $1 \times 10^6$  nucleated bone marrow cells from the primary recipients. n= 7 recipients. Statistical test: unpaired one-tailed Mann Whitney U test for all pairwise comparisons (\*\* p-value < 0.01, ns p-value>0.05). The horizontal bars indicate mean values and error bars refer to +/- standard deviation. (E) Scatter plots with the percentages of donor chimerism (CD45.2) in the different blood lineages. Top: primary recipient of 200 LT-HSCs (n=5 WT, n=6 KO), bottom: secondary recipients that received  $1 \times 10^6$  nucleated bone marrow cells from the primary recipients at the terminal stage, i.e., 4 months after transplantation (n=5 WT, n=5 KO). Peripheral blood was analyzed for the lymphoid (CD4/8 and B220) and erythroid (Ter119), and bone marrow for myeloid (Gr1/Mac1) lineages. Statistical test: unpaired two-tailed Mann Whitney U test for all pairwise comparisons (ns p-value>0.05). The horizontal bars indicate mean values and error bars refer to +/- standard deviation. (F) Bar chart with the percentage of donor chimerism (CD45.2) in the peripheral blood of tertiary recipient (CD45.1) at 8 week. Each tertiary recipient received  $1 \times 10^6$  nucleated bone marrow cells from the secondary recipients. n= 6 recipients. Statistical test: unpaired one-tailed Mann Whitney U test (ns p-value>0.05). The horizontal bars indicate mean values. Source data are provided as a Source Data file. Panels A and B were created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

# Supplementary material for: IκBα controls dormancy in hematopoietic stem cells via retinoic acid during embryonic development
**Source:** Nat Commun. 2024 Jun 1;15:4673. doi: 10.1038/s41467-024-48854-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: table related to single cell data analysed from Zhou et al, 2016 in Figure 1.

File Name: Supplementary Data 2

Description: DEG of different clusters determined in the scRNA seq of LSK cells between *Ikbα* WT and KO.

File Name: Supplementary Data 3

Description: DEG, GSEA, and ChEA used for analysing bulk RNA seq of E14.5 FL LT-HSCs from *Ikbα* WT, Het and KO.

File Name: Supplementary Data 4

Description: table with peak calling and determination of consensus and unique peaks in E14.5 FL LT-HSC of *Ikbα* WT and KO for the histone mark H3K27me3.

File Name: Supplementary Data 5

Description: List of all antibody used in this study with their clone, supplier, catalog number, LOT and dilution factor.

# Supplementary material for: IκBα controls dormancy in hematopoietic stem cells via retinoic acid during embryonic development
**Source:** Nat Commun. 2024 Jun 1;15:4673. doi: 10.1038/s41467-024-48854-5
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <div><ul style="list-style-type: none"><li>- Sorts were performed on Ariall or Influx instrument (BD Bioscience)</li><li>- FACS analysis was performed on Fortessa Instrument from BD Bioscience</li><li>- FACS data was collected in a Diva (v.6.1.3) or SpectralFlow (v3.0.3) software</li><li>- Imaging data was collected with Leica software (v.5.1)</li><li>- qPCRs were performed with a Lighcycler II instrument (v.1.5)</li></ul><br/><ul style="list-style-type: none"><li>- scRNAseq data was collected from an Illumina NovaSeq6000 sequencer platform.</li><li>- RNAseq data was collected from an Illumina HiSeq2000 sequencer platform.</li><li>- CU&amp;Tag data was collected from following sequencer platforms:<ul style="list-style-type: none"><li>(i) HiSeq2500 for H3K27me3 related samples and IkBa AGM 1st replicate</li><li>(ii) NovaSeq6000 for IkBa LT-HSC 2nd replicate</li><li>(iii) NextSeq500 for IkBa LT-HSC 1st replicate and IkBa AGM 2nd replicate</li></ul></li></ul></div> |
| Data analysis   | <div><p>Regarding scRNAseq public dataset from Zhou et al. 2016, data analysis included:</p><ul style="list-style-type: none"><li>- STAR aligner tool (v2.7.9a)</li><li>- R software environment (v4.1.0)</li><li>- DropletUtils package (v1.12.1)</li><li>- Seurat package (v4.0.2)</li><li>- UCell package (v2.0.1)</li></ul></div>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

- ggsignif package (v0.6.4)
- FACS data was collected in a Diva (v.6.1.3) software

Scripts that have been used to process this public dataset in are deposited in a Github repository: [https://github.com/zakiF/PublishedPapers/tree/master/Nat\\_comms\\_lkba](https://github.com/zakiF/PublishedPapers/tree/master/Nat_comms_lkba).

Regarding E14.5 LSK scRNAseq generated dataset, data analysis included:

- Cell Ranger (v6.0.0)
- R software environment (v4.1.3)
- Seurat package (v4.1.1)
- Monocle2

Regarding RNAseq data analysis:

- FASTQC tool (v0.11.9)
- Trimalore (v0.6.6)
- STAR aligner tool (v2.7.8)
- R software environment (v4.2.1)
- DESeq2 Bioconductor R package (v1.38.3)
- removeBatchEffect from limma Bioconductor R package (v3.54.2)
- fgsea package (v1.24.0)
- ggplot2 package (v3.4.1)
- complexHeatmap Bioconductor R package (v2.14.0)
- EnhancedVolcano Bioconductor R package (v1.16.0)

Regarding CUT&Tag data analysis:

- FASTQC tool (v0.11.9)
- Trimalore (v0.6.6)
- Bowtie2 (v2.4.4)
- Samtools (v1.15)
- SEACR (v1.3)
- deepTools (v3.5.1)
- R software environment (v4.2.1)
- ChIPseeker Bioconductor R package (v1.10.3)
- ChIPpeakAnno Bioconductor R package (v3.32.0)
- MEMESuite CLI (v5.5.2)

Scripts that have been used to process the in house bulk RNA-seq and CUT&Tag data are deposited in Github repository: [https://github.com/BigaSpinosaLab/HSC\\_dormancy\\_lkba\\_via\\_retinoic\\_acid](https://github.com/BigaSpinosaLab/HSC_dormancy_lkba_via_retinoic_acid).

Other software used:

- GraphPad Prism 8.0.2
- FlowJO v10.7.2 CL
- Imaris (v10.1)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Single cell RNA-seq, bulk RNA-seq and CUT&Tag data generated in this study have been deposited in NCBI Gene Expression Omnibus (GEO) repository under GEO SuperSeries accession no. GSE188525 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188525>], composed in respective SubSeries

GSE214699 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE214699>],

GSE188523 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188523>] and

GSE188524 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188524>].

Additionally, single cell RNA-seq data from Zhou et al was downloaded from GEO with accession number GSE67120 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE67120>].

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | n/a |
| Reporting on race, ethnicity, or other socially relevant groupings | n/a |
| Population characteristics                                         | n/a |
| Recruitment                                                        | n/a |
| Ethics oversight                                                   | n/a |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We used mouse embryonic (E10-E11.5) trunk tissues, E14.5 fetal liver and fetal livers/bone marrow of newborn mice (age 5/6 days after birth). Sample size was estimated based on the number of embryos and independent replicates needed for statistical tests. At least 3 independent embryos/samples were assessed for each experimental procedure to determine the conclusion. Whenever there was a high biological variation, additional samples were added to assess if statistical significance was possible or not. |
| Data exclusions | We excluded one LT-HSC RNA seq sample (KO) due to low quality of the sample.                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Replication     | Each reported experiment was performed at least in two independent experiments, ie repeating the entire protocol/method. In each experiment, at least 3 individual embryos were sampled. We also used different instruments (BD Fortessa, Cytex Aurora, BD AriaII and BDInflux) and methods (FACS analysers, C&T, transplantation assays and PLA assays) to validate and cross-reference our findings. All replications were successful.                                                                                   |
| Randomization   | We did not selectively pick individual embryos for any of the experiments. In fact, we used Ikba WT, Het and KO from the same litter whenever possible in each of the independent experiments.                                                                                                                                                                                                                                                                                                                             |
| Blinding        | Since we need to genotype the embryos first to know which of them have the desired genotype (only 1 in 4 are WT or KO), it was not possible to perform the experiments blind.                                                                                                                                                                                                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies used

Name clone cat# Lot Supplier concentration  
 Streptavidin PerCP-Cy5.5 n/a 45-4317-82 2198664 eBioscience 1/200  
 c-KIT-APC-eFluor780 2B8 47-1171-82 2373373 ebioscience 1/200  
 Sca1\_FITC E13-161.7 553335 1187894 BiophaMingen 1/200  
 CD48 PE-Cy7 HM48-1 560731 3115600 BD Pharmingen, BrdU kit 1/400  
 CD150 (SLAM) Pe-Cy5 TC15-12F12.2 115912 B239441 BioLegend 1/400  
 CD150 (SLAM) PE TC15-12F12.2 115904 B338816 BioLegend 1/400  
 CD150(SLAM)-APC TC15-12F12.2 115910 B317517 eBioscience 1/200  
 BrdU APC n/a ab220075 2290051 BD Pharmingen, BrdU kit 1/200  
 Ki67 efluor 700 B56 561277 1154059 BD Bioscience 1/200

CD31 Alexa 647 Mec13.3 #102515 B290400 BioLegend 1/200  
 c-KIT-APC-eFluor780 2B8 47-1172-82 2373373 ebioscience 1/200  
 CD45 PerCP5.5 3D-F11 45-0451-82 2622634 Invitrogen 1/200  
 CD201 (PROCR/EPCR) eFL 710 eBio156D 46-2012-80 2158264 Invitrogen 1/200  
 CD201 (PROCR/EPCR) eFL 780 eBio1560 47-2012-82 2518488 Invitrogen 1/200  
 Sca1\_FITC E13-161.7 553335 1187894 BiophaMingen 1/200  
 CD45.1 APC-eFluor 780 A20 47-0453-82 2526336 eBioscience 1/200  
 CD45.2 PerCP-Cy5.5 (RUO) 104 552950 2094204 BD Pharmingen 1/200  
 Gr1-APC RB6-8C5 17-5931-82 1976250 eBioscience 1/200  
 Mac1-FITC M1/70 557396 2049680 PharMingen 1/200  
 CD4-FITC L3T4 553046 57932 PharMingen 1/200  
 CD8-PE Ly-2 553032 7283861 PharMingen 1/400  
 B220 Pe-Cy7 RA3-6B2 552772 7188819 BD Pharmingen 1/400  
 Ter119-APC TER-119 557909 5210888 BD Pharmingen 1/200

## Primary antibodies

Name clone cat# Lot Supplier concentration  
 goat anti IκB-α C-21 discontinued (SC-371-G) G2816 Santa Cruz 1/200  
 IκB-α Phospho ser 32/36 5A5 9246 23 Cell signaling 1/200  
 p65 polyclonal ab16502 GR3293262-1 abcam 1/200  
 Anti-NF-κB p65 phospho S536 93H1 3033 16 Cell signaling 1/200  
 biotinylated rat anti-mouse CD31 clone MEC13.3 553371 5016615 BD Bioscience 1/200

## Proximity ligation assay

Name clone cat# Lot Supplier concentration  
 goat anti IκB-α C-21 discontinued (SC-371-G) G2816 Santa Cruz 1/100  
 rabbit anti-EZH2 #4905 polyclonal unknown cell signaling 1/100

goat anti DLL4 polyclonal AF1389 JPI0117041 R&D novus 1/200

## antibodies\_cut and tag

Name clone cat# Lot Supplier concentration  
 goat anti IκB-α C-21 discontinued (SC-371-G) G2816 Santa Cruz 1/100  
 Tri-Methyl-Histone H3 (Lys27) C36B11 #9733 19 cell signaling 1/100  
 guinea pig α-rabbit antibody polyclonal ABIN101961 43586 antibodiesonline 1/100  
 rabbit anti IκBα P36 recombinant ab133462 GR3378494-16 abcam 1/100

## Secondary antibodies

Alexa Fluor 647 goat anti-rat goat anti-rat A-21247 1182663 Life Technologies 1/400  
 Alexa fluor 488 donkey anti-goat donkey anti-goat A11055 2059218 Molecular probes 1/400  
 Alexa Fluor 488 donkey anti-rabbit donkey anti-rabbit A21206 2541645 Molecular probes 1/400  
 Alexa Fluor 546 donkey anti-rabbit donkey anti-rabbit A10040 2273718 Life Technologies 1/400

## Validation

Established antibodies (FACS and antibodies for IHC) were validated in house by FACS with single staining and FMO controls. In IHC and PLA, antibodies were tested by comparing the signal to secondary only control, or by comparing the expression pattern with published data sets. plkba Ser32/36 and Iκba (total) antibodies were tested for specificity in Iκba KO animals in our laboratory.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Mice born in the Barrier area are socially housed, up to four male and five female mice, in 1145T (Tecniplast) cages in individually ventilated cages. Autoclaved black poplar shavings (Souralit) is used as bedding, and irradiated tissues as nesting material. Autoclaved cardboard cylinders are added to cages with mating pairs and individually-housed mice as additional environmental enrichment. Once a week mating pairs and once every two weeks the rest of socially housed mice, together with the nesting material, are transferred to clean cages. Mice have ad libitum access to autoclaved water and irradiated diet (J. Rettenmaier & Söhne GmbH + CO KG; RM3 for breeding pairs and young mice until nine weeks old, and RM1 as maintenance diet after nine weeks of age). Rooms are maintained under standard environmental conditions (humidity: 40–60%; temperature: 20–24°C) and a 12h light/dark cycle (lights on at 08:00h). Animal care and use programme is approved by PRBB-Ethics Committee and accredited by AAALAC International, following European (2010/63/UE) and Spanish (RD 53/2013) regulations.

The CDI-IGS wild type strain, the Gfil:tomato (Thambyrajah et al., 2016) and Ikba targeted knock out mouse line (Nfkbia tm1Ba1, Jackson Laboratories, stock #002850) were used in this study. For time matings, Gfil:tomato, Ikba het or CDI WT females were mated to Gfil:tomato, Ikba het or CDI WT males. In transplantation assays, C57BL/6 (CD45.1) males and females between the ages of 8-12 weeks were subject to irradiation and were housed as described here.

### Wild animals

Wild animals were not used in this study.

### Reporting on sex

In general, this does not apply to this study since embryos were collected at mid-gestation (E10.5-E16.5) and newborn (P5/6). In fact, no sex bias was introduced in this study since the gender was not determined. However, we did detect the gender of the embryo in our RNA seq data and we have reported this in the figure (Suppl Figure S4F).

### Field-collected samples

We did not use any field-collected animals in this study.

### Ethics oversight

Animal Care Committee of the Parc de Recerca Biomedica de Barcelona, license number 9309 approved by the Generalitat de Catalunya.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

### Seed stocks

n/a

### Novel plant genotypes

n/a

### Authentication

n/a

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

May remain private before publication.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188524>

#### Files in database submission

Regarding Ikba Ab samples, raw (fastq files) and processed data (bigwig files, no peak calling conducted) are available, specifically for the bigwig files:

a) CD31+ replicates:

Ikba\_AAB\_E11.5\_Ikba\_AGM\_1.RPGC.bw

E11-IK\_S8\_E11.5\_Ikba\_AGM\_2.RPGC.bw

b) LT-HSCs replicates:

E14.5\_Ikba\_LT-HSC\_1.RPGC.bw

RT\_4\_lib\_16752AAE\_E14.5\_Ikba\_LT-HSC\_2.RPGC.bw

No peak calling was conducted for these samples.

Regarding H3K27me3 Ikba WT and KO samples, raw (fastq files) and processed data (bigwig files and BED files with called peaks) are available, specifically for the:

a) BigWig files:

H3K27me3\_Ikba\_KO\_LT-HSC\_1.RPGC.final.bw  
H3K27me3\_Ikba\_KO\_LT-HSC\_2.RPGC.final.bw  
H3K27me3\_Ikba\_KO\_LT-HSC\_3.RPGC.final.bw  
H3K27me3\_Ikba\_WT\_LT-HSC\_1.RPGC.final.bw  
H3K27me3\_Ikba\_WT\_LT-HSC\_2.RPGC.final.bw  
H3K27me3\_Ikba\_WT\_LT-HSC\_3.RPGC.final.bw

b) BED files:

Ikba\_KO\_LT-HSC\_1.woDups.top0.5.stringent.filtered\_blacklisted.bed  
Ikba\_KO\_LT-HSC\_2.woDups.top0.5.stringent.filtered\_blacklisted.bed  
Ikba\_KO\_LT-HSC\_3.woDups.top0.5.stringent.filtered\_blacklisted.bed  
Ikba\_WT\_LT-HSC\_1.woDups.top0.5.stringent.filtered\_blacklisted.bed  
Ikba\_WT\_LT-HSC\_2.woDups.top0.5.stringent.filtered\_blacklisted.bed  
Ikba\_WT\_LT-HSC\_3.woDups.top0.5.stringent.filtered\_blacklisted.bed

Genome browser session  
(e.g. [UCSC](#))

No longer applicable

## Methodology

Replicates

For Cut and Tag assays, either CD31+ (25.000-30.000 cells) from E11.5 AGMs or LT-HSCs from E14.5 fetal livers (3.000-4.000 cells of IkBa WT or KO) were FACS sorted and used for cut and tag assay of IkBa and H3K27me3, respectively. We followed the Bench top CUT&Tag V.3 (<https://www.protocols.io/view/bench-top-cut-amp-tag-bcuhiwt6>), an updated version from Kaya-Okur et al, 2019 with their recommended antibody for H3K27me3 (for details, please see Suppl table T5) and loaded Tn5 from epicypher. After the assay, the samples were quantified and validated using a bio analyzer and subsequently paired-end sequenced. We procuded three independent replicates for H3K27me3 experiment. For Ikba (CD31+) we have two independent replicates and for Ikba (LT-HSCs) we have two replicates from 2 different antibodies.

Sequencing depth

Regarding CUT&Tag Ikba Ab samples, for the:

a) CD31+ replicates:

E11.5\_Ikba\_CD31\_1: Paired-end 50bp read length. Total number of raw reads: 2417649 reads. Total number of reads after trimming: 2415271 reads. Uniquely mapped reads: 1434658 reads (59.40% referred to trimmed reads)

E11.5\_Ikba\_CD31\_2: Paired-end 75bp read length. Total number of raw reads: 1640552 reads. Total number of reads after trimming: 1640516 reads. Uniquely mapped reads: 978565 reads (59.65% referred to trimmed reads)

b) LT-HSC replicates:

E14.5\_Ikba\_LT-HSC\_1: Paired-end 75bp read length. Total number of raw reads: 19916107 reads. Total number of reads after trimming: 19904287 reads. Uniquely mapped reads: 12309970 reads (61.85% referred to trimmed reads)

E14.5\_Ikba\_LT-HSC\_2: Paired-end 150bp read length. Total number of raw reads: 8146658 reads. Total number of reads after trimming: 8142725 reads. Uniquely mapped reads: 4434891 reads (54.46% referred to trimmed reads)

Regarding CUT&Tag H3K27me3 Ikba WT and KO samples, for the:

a) Ikba WT replicates:

Ikba\_WT\_LT-HSC\_H3K27me3\_1: Paired-end 75bp read length. Total number of raw reads: 12587294 reads. Total number of reads after trimming: 12580012 reads. Uniquely mapped reads: 8686501 reads (69.05%)

Ikba\_WT\_LT-HSC\_H3K27me3\_2: Paired-end 75bp read length. Total number of raw reads: 16871293 reads. Total number of reads after trimming: 16861431 reads. Uniquely mapped reads: 11931720 reads (70.76%)

Ikba\_WT\_LT-HSC\_H3K27me3\_3: Paired-end 50bp read length. Total number of raw reads: 5603084 reads. Total number of reads after trimming: 5597316 reads. Uniquely mapped reads: 3787612 reads (67.67%)

b) Ikba KO replicates:

Ikba\_KO\_LT-HSC\_H3K27me3\_1: Paired-end 75bp read length. Total number of raw reads: 10397542 reads. Total number of reads after trimming: 10391835 reads. Uniquely mapped reads: 7194263 reads (69.23%)

Ikba\_KO\_LT-HSC\_H3K27me3\_2: Paired-end 75bp read length. Total number of raw reads: 13278732 reads. Total number of reads after trimming: 13270773 reads. Uniquely mapped reads: 9470148 reads (71.36%)

Ikba\_KO\_LT-HSC\_H3K27me3\_3: Paired-end 50bp read length. Total number of raw reads: 6383260 reads. Total number of reads after trimming: 6375549 reads. Uniquely mapped reads: 4433548 reads (69.54%)

Antibodies

antibodies\_cut and tag

Name clone Supplier concentration

goat anti IκB-α C-21 Santa Cruz 1/100  
 Tri-Methyl-Histone H3 (Lys27) C36B11 cell signaling 1/100  
 guinea pig α-rabbit antibody ABIN101961 antibodiesonline 1/100  
 rabbit anti IκBα P36 recombinant ab133462 1/100

## Peak calling parameters

All CUT&Tag samples were mapped with Bowtie2 aligner tool and SAMtools was used for reads quality filtering (remove those reads with MAPQ < 20 or unmapped). Additionally multimappers were excluded (with grep). The specific executed command was:

```
bowtie2 -x $INDEX -1 $READ1 -2 $READ2 --no-unal --no-mixed --no-discordant --dovetail --very-sensitive-local \
2> $SAMPLE.align.stats.txt \
| samtools view -F 4 -h -q 20 \
| grep -v 'XS:i:' \
| samtools sort -O BAM \
| tee $SAMPLE.sorted.unique.bam | samtools index - $SAMPLE.sorted.unique.bam.bai
```

where \$SAMPLE refers to a specific sample name, \$READ1 and \$READ2 refer to corresponding fastq files (forward and reverse) for that specific sample and, \$INDEX refers to the genome assembly computed index for Bowtie2 (mm10 Ensembl release 102).

Peak calling was only executed for H3K27me3 samples. For this purpose, SEACR tool (v1.3) was used. Tool script was downloaded from <https://github.com/FredHutch/SEACR> and executed with following parameters: stringent mode, without IgG sample and selecting the top 0.5% peaks.

## Data quality

Data quality was first ensured by initial inspection of FASTQ files (with FASTQC) to detect any possible anomaly in the generated data. After mapping, percentages of unique mapped reads were inspected to assess whether a particular samples presented low quality in terms of quality mapping. In fact, those reads with mapping quality below MAPQ <20 were excluded. In terms of peak calling (only applicable for H3K27me3 Iκba WT and KO samples), SEACR tool was executed in 'stringent' mode instead of 'relaxed' mode which represents a more conservative peaks detection. Moreover, only the top 0.5% of peaks were kept for downstream analysis. Overall, three replicates were used per condition, and although, individual peaks are reported, a consensus peakset among the three replicates (in WT or KO condition) is the one used for further analysis (i.e. motif discovery).

Regarding the number of called peaks per sample:

a) Iκba WT replicates:

Iκba\_WT\_LT-HSC\_H3K27me3\_1: 4160 peaks

Iκba\_WT\_LT-HSC\_H3K27me3\_2: 6013 peaks

Iκba\_WT\_LT-HSC\_H3K27me3\_3: 1047 peaks

b) Iκba KO replicates:

Iκba\_KO\_LT-HSC\_H3K27me3\_1: 4904 peaks

Iκba\_KO\_LT-HSC\_H3K27me3\_2: 5157 peaks

Iκba\_KO\_LT-HSC\_H3K27me3\_3: 2325 peaks

## Software

All software used to collect and analyze the data are standard tools widely used for this type of data. No custom or special code has been required for executing them. Nevertheless, scripts for analyzing CUT&Tag data are publicly available in the following GitHub repository: [https://github.com/BigaSpinosoLab/HSC\\_dormancy\\_Ikba\\_via\\_retinoic\\_acid](https://github.com/BigaSpinosoLab/HSC_dormancy_Ikba_via_retinoic_acid)

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

##### AGMs

AGMs of E10- E11.5 embryos were dissected in PBS with 7% fetal calf serum (FBS) and penicillin/streptomycin (100 U/mL). Single cell suspensions were generated by incubating the tissues for 20-30 minutes in 500 ul of 1mg/ml of Collagenase/Dispase (Roche cat# 10269638001) before mechanical dissociation with a syringe and needle. The resulting single cell suspension was used for antibody staining.

fetal liver and bone marrow samples

Mouse bone marrow cells were obtained by extracting the femur and tibia bones and subsequent crushing of the bones in cold PBS with 0.5% FBS Buffer using a mortar and pestle. Cells were then labeled with a cocktail of antibodies against lineage markers (BD Bioscience, cat# 559971) before conjugation to anti Biotin microBeads (Miltenyi Biotech, cat #130-090-485). CD11b was not included in the lineage depletion mix. Labeled cells were depleted using magnetic columns (Miltenyi Biotech), leaving behind isolated unlabeled Lin<sup>-</sup> cells immediately ready for downstream experiments. For FL, the tissue was harvested from newborn or E14.5 embryos and the dissected liver was crushed with the end of a 1ml syringe through a 40um cell strainer into IMDM +10% FBS. the resulting single cell suspension was used for antibody staining.

Instrument

FACS analyzers: BD Fortessa or Cytex Aurora  
iFACS sorters: Arian or BD Influx (BD Biosciences)

Software

FACS plots were generated using FACS Diva software or Flowio V10

Cell population abundance

FACS sorters were used in the "high purity" setting. Unfortunately, due to the small number of cells of the samples, we could not run post-sort purity test.

Gating strategy

First, using FSC-A and SSC-A we excluded cells debris. In the second step, FSC-W and FSC-A were used to gate on single cells, followed by exclusion of dead cells with DAPI staining. In the first experiment of each staining Florescence minus one controls were used to establish the cut off lines for each gate. We also cross-examined how the staining of a given positive population behaved within a known negative control population within the same sample. Finally, we also checked and compared our gates and staining efficiency with published data sets whenever possible. Frequency of a population from the previous (indicated) gate are shown in each FACS plot.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

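The bulk RNA-seq of LT-HSCs sorted from E14.5 fetal liver was analyzed, with 3 *IκBα* WT, 3 HET and 2 KO samples of 500 cells each. The condition, sex and replicate number of each sample were taken from the sample labels and the methods, and the numbers used for pairing are the replicate numbers in the sample labels. The CUT&Tag, single-cell and other assays of the paper were not analyzed here, except that the paper's own lists of marker genes and of peaks were read from its supplementary tables.

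The authors deposited a table of raw counts per gene. According to the methods they trimmed the reads with TrimGalore, aligned them with STAR to GRCm38, kept uniquely mapped reads and counted them per Ensembl gene with STAR, without normalization. Keeping unique reads lowers the counts of genes with near-identical copies, and overlapping genes are uncertain because the strand column used is not named in the paper's text. The authors also deposited a table of normalized values on the log2 scale, made with the variance-stabilizing transformation of DESeq2 and corrected for sex with limma. These log2 values were used only for the principal component analysis.

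Genes with fewer than 10 reads summed over the 8 samples were left out, as in the methods, which left 20610. The counts were normalized by the TMM method and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (glmQLFit in its legacy form, and glmQLFTest), with sex and genotype in the model and WT and HET pooled as the reference. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change over 1. DESeq2 1.42.0 with apeglm 1.24.0, the tools of the methods in other versions, was the alternative. HET was compared with WT over these 6 samples with sex in the model. Named genes were also compared by exact two-sided permutation tests of log2 CPM (prior count 2), whose smallest p-value is 0.0714 for 2 samples against 6 and 0.1 for 3 against 3. The shrunken fold changes of a few genes depended on the numerical library's thread number and processor kernel, so both were fixed.

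Gene sets were tested with fgsea 1.28.0 on the shrunken log2 fold changes, with the camera test of limma 3.58.1 and with 10000 random lists matched on mean expression in 20 bins. The 21 sets were 17 mouse Reactome sets and 4 lists of Supplementary Data 1. The other Hallmark lists, the KEGG, ChEA and TRANSFAC sets, and the AGM and fetal liver signatures were not used here. On this ranking fgsea returned no score for the mitotic cell cycle set, so the fgsea p-values were adjusted over 20 sets and those of camera over 21.

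Gene positions are those of GENCODE M21 on GRCm38, counted from 1. The genes named in the text were fixed by a rule before the data were examined. They are the deleted gene *Nfkbia*, every gene the paper names for these samples in its text or figure labels, 5 genes that show the sex of a sample, and up to 5 genes in each direction with the largest change among those past the threshold that had a mean of at least 5 CPM and both KO samples beyond the 6 others. No gene met the last condition. Not every gene covered by this rule is reported here. Other genes in the closing section, such as those of surface markers, were chosen after their values were seen.

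Between 17895973 and 21720972 reads per sample were counted on genes, so that the smallest level the depth can show, 3 reads, is 0.138 to 0.168 CPM. The tests were tried on simulated data drawn from the means, library sizes and dispersions of these samples, with 200 of 19804 genes changed by 2 on the log2 scale. The edgeR test recovered 98 of the 200 (49%) with 3 false calls, and DESeq2 with apeglm recovered 133 (66.5%) with 52 false calls. With a smaller dispersion, over 20089 genes, they recovered 159 and 174 with 5 and 13 false calls. The simulated genes had no difference between the sexes and were drawn independently of each other. The simulation therefore does not show how the tests behave where sex and genotype overlap as they do in these samples.

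The alternatives set before the data were examined were DESeq2 with and without shrinkage, other normalizations (RLE, upper quartile, library size only, TMM on abundant genes), other filters on low counts, no sex covariate, the replicate number as a block, WT or HET alone as the reference, female samples only, counts downsampled to the smallest library, autosomal genes only, the glmTreat test, other rankings of genes, other inputs of the principal component analysis, and each sample left out in turn. The edgeR version 4 form of the fit, DESeq2 for HET against WT on all 8 samples, and gene sets without the sex covariate were added after the data were seen.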

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

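The tests of shared reference samples, of the LT-HSC expression program, of sample labels and of library batch were chosen only after the results were seen.

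In a single edgeR model with genotype, 6429 autosomal genes differed between male and female samples at an unadjusted p-value under 0.05, where 1030 of all tested genes are expected by chance, and the genes past the threshold were *Kdm5d*, *Eif2s3y*, *Uty* and *Ddx3y*, all on the Y chromosome. DESeq2 called 2867 autosomal genes between the sexes, and 79.3% of all its 2988 sex calls were higher in males. The paper fits sex as a covariate and does not report this difference. Of the 1463 genes called between KO and WT/HET with apeglm, 1461 had the same direction between male and female samples, and 1353 were past the threshold there in that direction. Compared with the 3 female WT and HET samples, 0 genes passed the threshold in KO and 5138 had an unadjusted p-value under 0.05. Compared with the 3 male ones, 5 genes passed, *Nfkbia* and the 4 Y-linked genes, and 308 had an unadjusted p-value under 0.05. These counts come from separate fits, and the difference between them was not tested.

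Since the sex and KO effects of one model share the female WT and HET samples, the comparison was repeated with no sample in common. The difference of KO from female HET samples correlated with that of male from female WT samples with a Pearson r of 0.699 and a Spearman rho of 0.690 across 20610 genes, which are not independent replicates. The other disjoint comparison, KO minus female WT with male HET minus female HET, gave an r of 0.402, and the 2 coefficients of the shared model gave 0.751. Shared reference samples therefore do not account for all of it. However, the female references WT3 and HET3, on opposite sides of both comparisons, deviated together from their group means (r = 0.590 across genes). The compared differences are thus not fully independent. The number of samples in which *Nfkbia* or the Y-linked genes go against the label was 0, so a swap of a KO with another sample or between the sexes is not seen. WT and HET samples of the same sex cannot be told apart by these genes. Library batch could not be separated from sex, because 0 samples break the match between sex and the RNA type in the labels. A candidate explanation is a different share of cells with the LT-HSC expression program. With the mean of 49 LT-HSC cluster markers of the paper as a covariate, the share of the other genes at an unadjusted p-value under 0.05 for KO went from 25.1% to 3.18%, lower than with 100% of 40 random lists matched on expression (median 5.88%, range 4.05% to 19.2%). The random lists were not matched on how closely their genes vary together, so the margin does not single out this program. The marker level is itself measured after the deletion, so a change of expression within LT-HSCs and a change in the mix of sorted cells cannot be told apart. Between the male and female samples, neither can be told apart from a batch.

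The lowest sample of the 5 female samples lay far from the others in the mean level of the erythroid, megakaryocyte and multipotent progenitor cluster markers. KO1 had a mean log2 CPM of 5.60, against 7.62 in KO2, 8.19 in WT3, 8.36 in HET2 and 8.41 in HET3, a gap of 0.719 of the whole range. The male WT samples had 6.53 and 6.51, and HET1 had 8.34. KO1 also had the lowest erythroid marker level of the 8 samples, 3.05. The difference between KO1 and KO2 makes a shared effect of the genotype uncertain, and no further explanation was tested.

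*Ctse* in HET3 lay far above the other female samples, with 349 CPM against 31.3 in WT3, 28.1 in HET2, 12.5 in KO1 and 20.8 in KO2, a gap of 0.725 of the whole range on the log2 scale. The male HET1 was also high, at 217 CPM, while WT1 and WT2 had 17.7 and 26.1 CPM. The log2 fold change of HET over WT was 2.95 with all 6 samples and 2.04 without HET3, and its exact permutation p-value was 0.2 (two-sided, HET against WT). HET2 did not share the high level, and no explanation was tested. Of 116 sets of samples examined for a distant sample, these 2 lay beyond the critical value, where 5.8 are expected by chance.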

How the results depend on the processing

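The edgeR version 4 fit, DESeq2 for HET against WT on all 8 samples, and gene sets without the sex covariate were chosen only after the results were seen.

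The number of genes called between KO and WT/HET was 0 with edgeR (5196 at an unadjusted p-value under 0.05). It was 1825 with DESeq2 before shrinkage, 1463 with apeglm, 1106 without a filter on low counts, 661 against WT only, and 1 with the edgeR version 4 fit. It ranged from 0 to 730 over the fits that each left out one WT or HET sample, and was 0 under the other alternatives run. Leaving out a KO sample leaves 1, so no call was made. The cause of these differences was not tested. With sex in the model, the fits against WT only compare KO with WT3, the single female WT sample.

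The share of genes higher in KO, among those at an unadjusted p-value under 0.05 and an absolute log2 fold change over 1, was 84.1%. It was 50.9% without sex in the model and 69.0% with the replicate number as a block, and stayed between 75.5% and 94.1% under the other alternatives run with edgeR or DESeq2. The median log2 fold change of all genes was 0.13, and 0.41 with library size only. Same-numbered KO and WT or HET samples, which come from different embryos, deviated from their group means with a mean correlation of 0.0128 across genes. With that block, 0 genes passed, and 589 had an unadjusted p-value under 0.05.

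Between HET and WT, 0 genes were called (747 at an unadjusted p-value under 0.05). DESeq2 called 64 before and 16 after shrinkage, the fit without a filter called 131, and DESeq2 on all 8 samples called 55 before and 12 after shrinkage. Same-numbered WT and HET samples correlated with a mean of 0.361. With that block and sex 0 genes were called (1073 at an unadjusted p-value under 0.05), and with the block in place of sex 283. Leaving out one sample gave from 0 to 135 genes.

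PC1 carried 47.7% of the variance. It carried 73.6% without scaling, 82.5% with the 500 most variable genes, 59.5% with at least 10 reads in every sample, and from 42.8% to 51.2% with one sample left out.

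The NES of the TNFA set was 1.41. It rose to 1.84 when genes were ranked by the signed root of F (adjusted p = 1.1e-05), 1.92 by the Wald statistic (1.5e-06), 2.05 with at least 10 reads in every sample (4.0e-07), 1.48 against WT only (2.5e-04) and 1.51 with female samples only (0.00142). It fell to 0.943 when genes were ranked by edgeR's fold change (0.771) and to -3.13 with the replicate block (0.0510), was 1.53 without the sex covariate (0.590, all fgsea), and ranged from 1.18 to 1.47 with one WT or HET sample left out. The adjusted p-value was above 0.05 without HET1 (0.0502) and without HET3 (0.202, fgsea), and under 0.05 without any other of these samples. Its camera adjusted p-value was 0.561. Of the 16 NF-κB genes, 0 passed with edgeR (all 16 at an unadjusted p-value under 0.05), 16 with DESeq2 before shrinkage, 16 with apeglm, 9 against WT only, and from 0 to 10 with one sample left out.

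Without the sex covariate, 0 of the 21 sets had an adjusted p-value under 0.05 (lowest 0.590). The mitotic cell cycle set, which had no score on the shrunken fold changes, had NES of -2.85 by the signed root of F, -2.82 by the Wald statistic, -2.15 with female samples only, -1.80 with the replicate block (adjusted p = 0.126) and -0.926 without the sex covariate (adjusted p = 0.698).

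Several gene sets changed the sign of their enrichment, mostly sets with an adjusted p-value far above 0.05. Ranked by the signed root of F, the paper's NF-kB list (main NES -1.12) was at 1.05, glycolysis (1.21) at -1.04 and TGF-beta (0.68) at -1.10. Ranked by the Wald statistic, these were at 1.08, -1.14 and -1.23, retinoic acid signaling (0.82) at -0.985 and retinoid metabolism (0.81) at -0.814. Ranked by edgeR's fold change, mTOR (-1.21) was at 0.470 and retinoid metabolism at -1.57 (adjusted p = 0.0330, fgsea). With at least 10 reads in every sample, the NF-kB list was at 1.67 (adjusted p = 0.0198, fgsea), glycolysis at -0.807 and TRAF6 (-1.55) at 0.955. Against WT only, the NF-kB list was at 1.05 and the unfolded protein response (-0.75) at 0.564. With the replicate block, glycolysis was at -0.924, TGF-beta at -1.24 and retinoic acid signaling at -0.810. Without the sex covariate, glycolysis was at -1.47, the unfolded protein response at 0.873, interferon alpha/beta (1.44) at -1.39, interferon gamma (1.65) at -0.758, TGF-beta at -0.942, interleukin-6 (1.45) at -1.22 and retinoic acid signaling at -0.992. With one sample left out, the NF-kB list ranged from -1.65 to 0.895 and TGF-beta from -0.923 to 0.725. The direction of camera was opposite for the NF-kB list (adjusted p = 0.587), glycolysis (0.440), TGF-beta (0.567), retinoic acid signaling (0.585) and retinoid metabolism (0.554). The side of the random lists was opposite for the NF-kB list (percentile 93.3), glycolysis (17.2), the unfolded protein response (52.5), TRAF6 (52.5), retinoic acid signaling (39.5) and retinoid metabolism (0.31). The cause was not tested. Over all gene sets and alternatives, 225 results kept their direction and side of the threshold, 31 became stronger, 22 weaker and 40 reversed.

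Among named genes, *Rarb* changed from 0.96 to -0.23 without sex and to -1.10 with the replicate block, and the Meg3 log2 fold change went from 1.04 to -0.38 against WT only. The other results for genes of KO against WT/HET were 627 unchanged in direction and side, 86 stronger and 4 that moved when a KO sample was left out. For HET against WT, 158 results of the 12 genes were unchanged and 58 stronger. *Rarb* was at -5.47 without KO1 and 1.96 without KO2, and from 0.38 to 4.03 without one of the others. It had 15 to 36 reads in 4 samples and at most 1 in the other 4.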

Differences from the paper's values

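DESeq2 for HET against WT on all 8 samples and the edgeR version 4 fit were chosen only after the results were seen.

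For KO against WT/HET, the paper reports 1476 differentially expressed genes, and 0 passed the same thresholds with edgeR's quasi-likelihood test (5196 at an unadjusted p-value under 0.05). Of the alternatives set before the data were examined, DESeq2 before shrinkage (1825), DESeq2 with apeglm (1463), which is the procedure of the methods, and edgeR without a filter on low counts (1106) came within 1.5 times the paper's number. The other alternatives did not, with 661 genes against WT only, from 0 to 730 with one WT or HET sample left out, and 0 in the rest. The edgeR version 4 fit called 1. With sex in the model, the fit against WT only compares KO with WT3 alone.

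The paper reports 16 differentially expressed genes of the KEGG NF-κB set, and 0 of the same 16 passed with edgeR (all 16 at an unadjusted p-value under 0.05). DESeq2 called 16 with and without shrinkage. The other alternatives set before the data were examined stayed apart, with 9 against WT only, from 0 to 10 with one sample left out, and 0 in the rest.

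For HET against WT, the paper's Supplementary Data 3 lists 55 genes at an adjusted p-value under 0.05, and edgeR gave 0 (747 at an unadjusted p-value under 0.05). Among the alternatives set before the data were examined, DESeq2 on the 6 samples gave 67, with or without shrinkage, and came within 1.5 times. The fit without a filter (154), the replicate block in place of sex (283), the fits with one sample left out (0 to 135) and the others (0) did not. DESeq2 on all 8 samples gave 55, a setting chosen after seeing the values, and over the 678 genes of the paper's table read here its unshrunken log2 fold changes differed from the paper's by at most 0.00014.

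The methods give an average of 32 M reads per sample, and 20.0 M were counted on genes here (SD 1.22 M, n = 8). The paper's figure is of sequenced reads, and none of the alternatives set before the data were examined bears on it. The legend of Fig. 2D gives 4 embryos per genotype, and 2 KO samples were analyzed here. The paper's methods describe 2 KO samples after one was discarded, and no alternative bears on this number either.

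Statements on single genes and pathways also differed. The paper describes *Tgm2*, *Cyp26b1*, *Ly6a* and *Tfeb* as higher and *Myc* and *Cdk6* as lower in KO. Their log2 fold changes had these directions here (0.70, 3.11, 2.86, 1.18, -1.18 and -0.98), but with edgeR and with DESeq2 on all 8 samples they did not pass the threshold. Against WT only, *Ly6a* passed with edgeR (adjusted p = 0.0292). The AGM-associated genes *Smad6*, *Sox18*, *Adgrg1*, *Gata2* and *Neurl3*, and *Rara* and *Rarg*, are called in the paper and with DESeq2 and apeglm here, but not with edgeR (adjusted p-values from 0.148 to 0.152). Against WT only, edgeR called *Sox18*, *Adgrg1*, *Gata2*, *Neurl3* and *Rara*, but with sex in the model the fits against WT only compare KO with WT3 alone. Without HET2 it called *Smad6*, *Sox18*, *Gata2* and *Neurl3*, and without HET1 *Gata2*. The same holds for *Cdkn1c* (*p57*), which passed with DESeq2 before and after shrinkage, against WT only and without HET2, and not with edgeR on all 8 samples (adjusted p = 0.148). The paper lists glycolysis among the down-regulated and TGF-beta signaling among the up-regulated pathways. The Reactome sets used here, which are not the paper's lists, had NES of 1.21 and 0.68 (adjusted p = 0.285 and 0.936, fgsea). The glycolysis NES was negative when ranked by the signed root of F (-1.04) or the Wald statistic (-1.14).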

Other observations

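The tests of GC content, gene length, principal components without shared samples, the male and female difference of marked genes, the LT-HSC expression program and genes shared with the LT-HSC markers were chosen only after the results were seen.

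Most of the genes that changed in KO were higher there, 2527 of the 3004 with an unadjusted p-value under 0.05 and an absolute log2 fold change over 1. Several technical explanations were tested. Over 4 other normalizations the share higher in KO moved by at most 9.93 percentage points from 84.1%. Downsampling to the smallest library left 2999 genes. The share of counts in the 100 largest genes was outside the range of the 6 other samples in 1 KO library, KO1, at 13.4% against a lowest value of 13.6%. The log2 fold changes hardly correlated across genes with GC content (r = 0.0238) or with log2 exon length (r = 0.0667) over 20582 genes, which are not independent replicates. The tests of depth, GC content and gene length leave no sign of those causes. Of 9 other cell types with listed markers, 0 had a mean level higher in both KO samples than in all 6 others. This measure does not see RNA of other cells in WT and HET samples, and the hepatocyte markers were high in WT3 and HET3 (5.85 and 4.91 log2 CPM). The endothelial markers were at 3.27 and 3.12 in KO1 and KO2, 3.49 and 3.83 in WT1 and WT2, and 0.24 to 2.21 in the other 4. The pattern cannot be told apart from a different share of RNA from other cells.

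In 1 of the 28 choices of 2 of the 8 samples, the KO samples themselves, were there as many genes past these unadjusted limits. The next choice, WT3 with HET3, gave 2902, with 8.34% of them higher. Among the 9 choices that part as many same-numbered pairs, 1 gave as many. In 2 of the 28 choices a gene passed the threshold, 1 gene in each at most. Variation already present among WT and HET samples is not ruled out as an explanation, because the KO log2 fold changes correlated across genes with the loadings of PC1 of the 6 WT and HET samples (absolute r = 0.658, PC1 with 60.8% of their variance). As the fold changes are taken against the same 6 samples, part of this r can come from the shared samples. With no sample in common, the absolute r of PC1 of the 3 WT samples was 0.664 with the difference of KO from all HET samples and 0.699 with that from the female ones. For PC1 of the 3 HET samples it was 0.197 with the difference of KO from all WT samples and 0.549 with that from WT3, so the HET samples show less of it. An axis on which WT and HET samples differ from each other could carry part of the KO difference.

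The mean level of 49 LT-HSC cluster markers of the paper was 8.40, 8.39 and 6.15 log2 CPM in WT1, WT2 and WT3, 7.48, 7.12 and 5.06 in HET1, HET2 and HET3, and 8.33 and 7.81 in KO1 and KO2. Across the 8 samples it correlated with PC1 of the other genes (Pearson r = 0.946, exact permutation p = 9.9e-05; Spearman rho = 0.929, exact permutation p = 0.00223), and without HET3 and WT3, the samples farthest from the median, r was 0.989 over 6 samples. This was the only such relation computed. With no random lists beside it, the correlation does not show that these markers follow PC1 more closely than other genes do. The 3 samples labelled total RNA and the 5 labelled polyadenylated RNA are too few for a coefficient within either group. Within the 5, the order of the samples was the same in both measures (HET3, WT3, HET2, KO2 and KO1 from the lowest), which 2 of the 120 orders of 5 samples give in either direction of PC1. Of the 3 pairs within the other group, 2 had the same order, and WT1 and WT2 did not. The hepatocyte marker level was 5.85 in WT3, 4.91 in HET3, 3.11 in KO2, 2.66 in HET2 and 2.19 in HET1, and -1.13, -1.12 and -1.11 in WT1, WT2 and KO1. Genes of surface markers also varied. *Slamf1*, which encodes CD150, was at 124 and 119 CPM in WT1 and WT2, at 83.2 and 51.1 in KO1 and KO2, and at 13.0 to 24.9 in the other 4. *Procr*, which was not part of the sort, was at 1.13 CPM in HET3 and 8.49 in WT3, against 169 and 165 in WT1 and WT2. *Kit* was between 135 and 231 CPM in all 8. *Cd48*, whose protein was selected against, was not higher in WT3 and HET3 (45.8 and 51.2 CPM) than in WT1 and WT2 (53.3 and 65.6 CPM), and so gives no sign of more CD48-positive cells there. It was highest in HET1, at 89.1 CPM, so more such cells in that sample are not ruled out. The lower levels of the LT-HSC markers may reflect samples with fewer LT-HSCs among the sorted cells, but a difference of expression per cell cannot be told apart from it. With the marker level as a covariate, 3.18% of the other genes had an unadjusted p-value under 0.05 for KO. With the 40 random lists this share was 4.05% to 19.2%. Those lists were not matched on how closely their genes vary together, so the margin does not single out a share of cells. A batch that follows the RNA type would leave the order within the 5 samples unexplained, and between the male and female samples it cannot be told apart.

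The paper's pre-HSC signature was higher in KO, with an NES of 1.94 (adjusted p = 2.5e-09, fgsea) and a median log2 fold change of 2.17 over 93 genes, 80 of them higher. Without its 23 genes that are also LT-HSC cluster markers, the median of the other 70 was 2.08, at percentile 100 of the matched random lists, whose median was 0.20. Sharing of those markers therefore is not needed for the shift. The male WT samples exceeded the female one by a median of 2.75 for this signature, and the KO samples exceeded the female HET samples by 2.11 and differed from the male WT samples by -0.38. The NES was 0.69 without the sex covariate (adjusted p = 0.698) and 1.58 with the replicate block (adjusted p = 0.226), and from 1.86 to 2.77 under the other alternatives run. The camera adjusted p-value was 0.440, so the shift was not past 0.05 once the correlation between genes was allowed for.

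Genes with H3K27me3 at their promoter in WT LT-HSCs were taken from the paper's peak list of WT replicate 1, as far as it was read. A consensus of the replicates was not used. These genes (11 chromosomes, 512 tested genes of 9768) had a median KO log2 fold change of 0.64. This lay at percentile 99.52 of 10000 lists matched on expression, whose median was 0.41. Over all tested genes the median was 0.13. Low expression can therefore account for much of the shift, but not for the excess over the matched lists. In male minus female WT the same genes had a median of 0.49, at percentile 89.32. With the LT-HSC marker level in the model their median was -0.18 against -0.04 for random lists, at percentile 1.77, and 655 genes had an unadjusted p-value under 0.05, fewer than the 1030 expected by chance, with 1 past the threshold. This covariate took most genes out of the KO difference, so losing the shift with it says little about marked genes in particular. No random list was used as a covariate for them. A different share of cells with the LT-HSC program therefore cannot be told apart from a direct effect on marked genes.

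Between HET and WT, 1 of the 4 splits that part every same-numbered pair, the real one, gave as many genes at an unadjusted p-value under 0.05, which is too few splits to tell. Of 10 splits of the 6 samples 9 could be fitted with sex, and 2 of the 9 gave as many. The split of WT1, WT2 and HET2 from the others gave 79 genes past the threshold and 4265 at an unadjusted p-value under 0.05, more than the 747 of the real one.

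Around *Nfkbia*, 20 of the 79 tested genes within 10 Mb had an unadjusted p-value under 0.05 (25.3%, against 25.2% of the other genes; Fisher's exact test, two-sided, p = 1). A segment of the donor strain left around the targeted gene is not seen in this measure.

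The mouse Reactome sets of retinoic acid signaling and of retinoid metabolism and transport were not enriched in KO (NES 0.82 and 0.81, adjusted p = 0.857 for both, fgsea), and their camera adjusted p-values were 0.585 and 0.554. The paper's inflammation list had an NES of 1.49 (adjusted p = 0.0764), its NF-kB list -1.12 (adjusted p = 0.351), and the Reactome set of NF-kappaB activation in B cells -2.19 (adjusted p = 1.1e-05). These sets are reported as values, and no explanation was tested for them.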
